# Malignant peritoneal mesotheliomas of rats induced by multiwalled carbon nanotubes and amosite asbestos: transcriptome and epigenetic profiles

**DOI:** 10.1186/s12989-024-00565-x

**Published:** 2024-01-31

**Authors:** Stella Marie Reamon-Buettner, Susanne Rittinghausen, Annika Klauke, Andreas Hiemisch, Christina Ziemann

**Keywords:** Mesothelioma, Multiwalled carbon nanotubes, Amosite asbestos, Genome-wide transcriptome analyses, DNA methylation, RNA methylation

## Abstract

**Background:**

Malignant mesothelioma is an aggressive cancer that often originates in the pleural and peritoneal mesothelium. Exposure to asbestos is a frequent cause. However, studies in rodents have shown that certain multiwalled carbon nanotubes (MWCNTs) can also induce malignant mesothelioma. The exact mechanisms are still unclear. To gain further insights into molecular pathways leading to carcinogenesis, we analyzed tumors in Wistar rats induced by intraperitoneal application of MWCNTs and amosite asbestos. Using transcriptomic and epigenetic approaches, we compared the tumors by inducer (MWCNTs or amosite asbestos) or by tumor type (sarcomatoid, epithelioid, or biphasic).

**Results:**

Genome-wide transcriptome datasets, whether grouped by inducer or tumor type, showed a high number of significant differentially expressed genes (DEGs) relative to control peritoneal tissues. Bioinformatic evaluations using Ingenuity Pathway Analysis (IPA) revealed that while the transcriptome datasets shared commonalities, they also showed differences in DEGs, regulated canonical pathways, and affected molecular functions. In all datasets, among highly- scoring predicted canonical pathways were *Phagosome Formation*, *IL8 Signaling*, *Integrin Signaling*, *RAC Signaling*, and *TREM1 Signaling.* Top-scoring activated molecular functions included *cell movement*, *invasion of cells*, *migration of cells*, *cell transformation*, and *metastasis*. Notably, we found many genes associated with malignant mesothelioma in humans, which showed similar expression changes in the rat tumor transcriptome datasets. Furthermore, RT-qPCR revealed downregulation of *Hrasls, Nr4a1, Fgfr4, and Ret* or upregulation of *Rnd3* and *Gadd45b* in all or most of the 36 tumors analyzed. Bisulfite sequencing of *Hrasls, Nr4a1, Fgfr4, and Ret* revealed heterogeneity in DNA methylation of promoter regions. However, higher methylation percentages were observed in some tumors compared to control tissues. Lastly, global 5mC DNA, m6A RNA and 5mC RNA methylation levels were also higher in tumors than in control tissues.

**Conclusions:**

Our findings may help better understand how exposure to MWCNTs can lead to carcinogenesis. This information is valuable for risk assessment and in the development of safe-by-design strategies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12989-024-00565-x.

## Background

Malignant mesothelioma is a rare but aggressive cancer that develops in mesothelial cells. These cells are found in the serosal membranes of the pleura, peritoneum, pericardium, and tunica vaginalis testes. Mesothelial cells play an important role in maintaining the integrity and function of serosal membranes. They produce various mediators in response to external signals, which help regulate inflammatory, immune, and tissue repair responses [1]. Mesotheliomas are usually designated based on the location of the affected membrane. The most common type is pleural mesothelioma affecting the visceral pleura, then followed by peritoneal mesothelioma affecting the peritoneum. Due to their frequency, most studies were undertaken on pleural mesotheliomas. Mesotheliomas are also classified according to World Health Organization (WHO) criteria into three subtypes based on histopathology: epithelioid, sarcomatoid, and biphasic/mixed. The sarcomatoid and biphasic types are associated with a poorer prognosis than the epithelioid type [2].

The development of malignant mesothelioma is usually associated with asbestos exposure. It may take up to 40 years from the time of exposure to asbestos for malignancy to manifest. This process may involve diverse mechanisms and signaling pathways, depending on how asbestos fibers interact with mesothelial cells [3]. Other properties may also play a role in the development of asbestos-induced mesothelioma. For example, a recent study has shown differences in the internal morphology of asbestos ferruginous bodies (AFBs), which are a key indicator of asbestos-induced malignant mesothelioma, between smokers and non-smokers [4]. Recent advances in high-throughput technologies have helped reveal molecular cues, including genomic and epigenetic factors and their interplay with the immune response, that are relevant to mesothelioma development [5, 6]. Additionally, preclinical models of mesothelioma have been useful in deciphering the disease’s pathogenesis and in developing new clinical interventions [7].

Carbon nanotubes (CNTs) are fiber-like nanomaterials with a wide range of promising applications in industry. They can be used in composite materials [8] or in biomedicine for drug delivery, cancer therapy, biosensors, imaging, and tissue engineering [9, 10]. Manufactured CNTs can be generally classified as single-walled (SWCNT), double-walled (DWCNT) or multiwalled (MWCNT) types [10, 11]. But owing to their fiber-like structure similar to asbestos, CNTs can induce disruptions on the genome and epigenome to cause diseases, such as cancer. For instance, exposure to CNTs triggered epigenetic changes in mouse model [12] and human bronchial epithelial cells [13–15]. Indeed, several studies have shown that certain MWCNTs can induce malignant mesothelioma in animal models. These studies administered MWCNTs by intraperitoneal injection in rats [16–18], intratracheal instillation in rats [19–21] or intrapleural injection in mice [22]. However, the exact mechanisms and signaling pathways that lead to malignancy after exposure to MWCNTs remain unclear. While asbestos and MWCNTs can perturb identical pathways leading to the induction of mesothelioma [22, 23], they may also induce distinct responses [24].

Previously, by using in *vitro* methods on primary human mesothelial cells, we showed that certain long and straight MWCNTs could induce characteristic markers of cellular senescence [25]. We observed inhibition of cell division, senescence-associated heterochromatin foci, senescence-associated distension of satellites, LMNB1 depletion, γH2A.X nuclear panstaining, and enlarged cells exhibiting senescence-associated β-galactosidase activity. In this present study, we aimed to gain further insights into mechanisms and signaling pathways that contribute to the development of mesothelioma from exposure to MWCNTs. We used various approaches to analyze the transcriptome and epigenome profiles of tumors induced by intraperitoneal application of three different MWCNTs or amosite asbestos in Wistar rats. These tumors were part of an in vivo carcinogenicity study to identify the potential carcinogenic effects of tailor-made, non-functionalized MWCNTs [17].

We compared the tumors based on their inducers (MWCNTs or amosite asbestos) and their tumor types (sarcomatoid, epithelioid, or biphasic). Despite some differences, the tumors shared common features in their transcriptome and epigenome, regardless of their inducer or type. Notably, we identified 38 differentially expressed genes (DEGs), implicated in mesothelioma or mesothelioma formation, that showed consistent expression changes across all transcriptome datasets. Interestingly, 17 of these DEGs were similarly expressed after comparison with publicly available human malignant pleural mesothelioma datasets. Our findings may help in a better understanding of MWCNT-induced carcinogenesis and may provide valuable insights for risk assessment and in the development of safe-by-design strategies.

## Results

### Genome-wide transcriptome analysis shows similarities and differences in tumors induced by MWCNTs and amosite asbestos

We carried out a genome-wide transcriptome analysis using Affymetrix microarrays on 11 tumors induced by MWCNTs or amosite asbestos, and 3 control peritoneal tissues. 

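Each of the 11 tumors and 3 control peritoneal tissues, all from male Wistar rats, was hybridized to 1 Affymetrix rat genome array. The tumors had arisen after a single intraperitoneal injection of MWCNT B (2 tumors), MWCNT C (3 tumors), MWCNT D (3 tumors) or amosite asbestos (3 tumors). Mean fiber length was 9.3 µm for MWCNT B, 10.24 µm for MWCNT C, 7.91 µm for MWCNT D and 13.95 µm for amosite, and mean fiber diameter was 62.25 nm, 40.25 nm, 37.25 nm and 394 nm in the same order. By histology, 5 tumors were sarcomatoid (1 of MWCNT B, 2 of MWCNT C, 1 of MWCNT D and 1 of amosite). Biphasic tumors numbered 3 (1 each of MWCNT C, MWCNT D and amosite), as did epithelioid tumors (1 each of MWCNT B, MWCNT D and amosite). The control rats are called untreated in the paper's methods and sham-treated in the sample labels. The deposited values are the authors' PLIER signals from the Transcriptome Analysis Console, 1 linear intensity for each of 31099 probe sets and 14 arrays, with no detection calls. Every value was above 0, and the values ranged from 4.12e-05 to 802576. The median signal of an array was 96.9 to 104 in the controls and 129 to 154 in the tumors. The log2 signal of the 3' end minus that of the 5' end was -1.24 to -0.65 in the controls and 0.3 to 0.6 in the tumors for the beta-actin probe sets, 1.7 to 3.91 and 0.77 to 1.24 for those of hexokinase, and 0.1 to 0.16 and -0.03 to 0.18 for those of Gapdh. Skeletal muscle genes of a list of 38 held 8.21% to 8.74% of the total signal of each control array and 0.02% to 0.03% of that of each tumor array. Genes of pancreatic enzymes held 3.2% of the signal of MWCNT D replicate 2 and 3.92% of that of amosite replicate 1. After removal of 57 Affymetrix control probe sets, log2(signal + 1) of 31042 probe sets was tested with limma, in 1 fit of tumors against controls, 1 fit of the 5 inducer groups and 1 fit of the 4 tumor type groups. A probe set was called a differentially expressed gene (DEG) at a Benjamini-Hochberg adjusted p below 0.05 and a fold change above 2 or below -2, which are the paper's thresholds. Fold changes are on the log2(signal + 1) scale, and each gene is represented by the probe set with the highest mean signal among those annotated to that gene alone. For genes near background, the fold change was also computed at a floor, that is with log2 signals below 5 raised to 5. The number of arrays limits the precision, since single groups hold 2 to 5 tumors against 3 controls. Comparisons with the controls also compare tissues of different make-up, since skeletal muscle genes held 8.21% to 8.74% of the control signal. Rises and falls alike may partly reflect this.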

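Genes of the contractile apparatus of skeletal muscle fell in the tumors. Of 38 measured genes on a skeletal muscle list, 37 were lower than in the control peritoneal tissues and 0 were higher. The mean log2 signal of the list was 5.05 ± 0.17 (SD, n = 11) in the tumors and 13.81 ± 0.04 (SD, n = 3) in the controls. Muscle phosphoglycerate mutase (Pgam2) had a log2 fold change of -14.39 (standard error 0.26), alpha-actinin 2 (Actn2) -13.38 (0.24), parvalbumin (Pvalb) -13.14 (0.21) and the fast myosin heavy chain Myh4 -12.79 (0.18), with adjusted p of 4.4e-15, 5e-15, 1.1e-15 and 5.2e-16. Mitotic genes rose together, with 23 of 23 higher in the tumors (23 when adjusted over the list alone). Among them were the kinetochore motor Cenpe (7.12 ± 0.92 against 0.9 ± 1.52, log2 fold change 6.22, adjusted p = 2.1e-06), the spindle checkpoint kinase Ttk (5.53, adjusted p = 4.5e-06) and the kinesin Kif20a (5.15, adjusted p = 1.3e-06). The proliferation antigen gene Mki67 had a log2 signal of 10.65 ± 0.92 in the tumors and 5.64 ± 0.15 in the controls (adjusted p = 2e-06). Of 14 measured mesothelial genes, 9 rose, 0 fell and 5 did not pass the test (10 rose when adjusted over the list alone), and the list mean was 9.88 ± 1.55 in the tumors and 5.43 ± 0.87 in the controls. The simple-epithelial keratins Krt18 and Krt8, which mesothelial cells share with other epithelia, were among them, with log2 fold changes of 8.25 (standard error 1.4, 10.08 against 1.83, adjusted p = 2e-04) and 7.67 (0.91, adjusted p = 8.4e-06). Raised to the floor, these genes had log2 fold changes of 2.12, 3.41, 4.85, 5.08 and 6.63 for Cenpe, Ttk, Kif20a, Krt18 and Krt8, and -14.19, -12.11, -11.17 and -12.39 for Pgam2, Actn2, Pvalb and Myh4. Macrophage genes were higher for 15 of 16, such as the IgG receptor Fcgr3a (log2 fold change 4.27, adjusted p = 0.00063), the endolysosomal marker Cd68 (4.03, adjusted p = 3.5e-05) and the signaling adaptor Tyrobp (3.36, adjusted p = 2.8e-05). Genes of pancreatic enzymes had list means of 13.95 in MWCNT D replicate 2 and 14.86 in amosite replicate 1, against 5.38 to 6.21 in the other tumors, and 0 of 7 passed the test of all tumors against controls. In camera, limma's test of a list against all other genes, the adjusted p was 4.4e-44 for skeletal muscle, 8.4e-09 for mitosis, 0.0019 for macrophages, 0.073 for mesothelial cells and 0.98 for pancreas. With an estimated correlation between genes, the adjusted p was 5.1e-08 for skeletal muscle, 0.45 for mitosis, 0.6 for macrophages, 0.73 for mesothelial cells and 0.99 for pancreas. Principal component 1 of all 31042 probe sets held 55.3% of the variance, component 2 held 10.1% and component 3 held 9.3%. On component 1 the controls lay at 237.2 ± 13.4 (SD, n = 3; 225.8 to 251.9) and the tumors at -64.68 ± 10.9 (SD, n = 11; -81.9 to -39.5). Across probe sets, which are not independent replicates, the median Pearson correlation was 0.969 between 2 controls, 0.916 between 2 tumors and 0.711 between a tumor and a control. The median log2 fold change of all probe sets between tumors and controls was 0.34, and -0.1 with each array centred on its median, so the folds given here carry this shift.

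**Figure D1:**
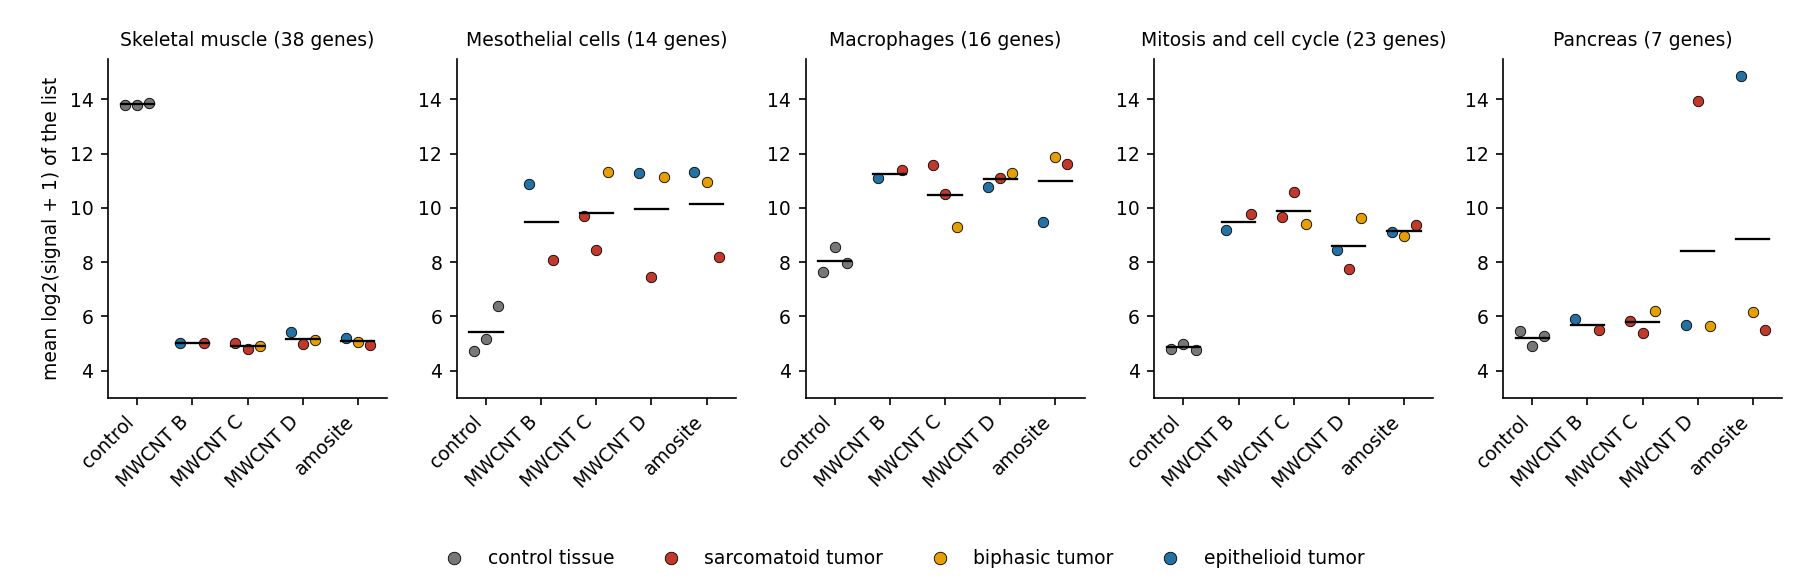
Mean log2(signal + 1) of 5 gene lists on each of the 14 arrays, by inducer group, with 1 point for each array colored by tumor type. Skeletal muscle genes have a mean of 13.81 in the controls and 5.05 in the tumors, and pancreas genes stand at 13.95 and 14.86 in 2 tumors.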

The principal component analysis (PCA) showed that the transcriptomes of the tumors grouped together, distinct from the control tissues (Fig. 1A). Hierarchical cluster analysis (unsupervised or on a few selected genes), also showed distinct clustering of tumor transcriptomes from those of control tissues (Fig. 1B, C). 

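The adhesion and cytokine genes shown in Fig. 1C separated the tumors from the controls in both directions. Caveolin 3 (Cav3), the muscle caveolin, fell from 14.77 ± 0.1 (SD, n = 3) to 5.57 ± 0.6 (SD, n = 11; log2 fold change -9.2, standard error 0.34, adjusted p = 2.4e-11). Melusin (Itgb1bp2), an integrin-binding protein of striated muscle, fell too (-6.12, standard error 0.19, adjusted p = 4e-12). The B cell chemokine Cxcl13 rose by 6.37 (standard error 0.88, adjusted p = 3.3e-05) and interleukin 18 (Il18) by 5.47 (0.5, adjusted p = 7e-07) on the log2 scale. Syndecan 1 (Sdc1), a heparan sulfate proteoglycan, rose by 5.46 (0.65, adjusted p = 8e-06) and the mesenchymal cadherin Cdh11 by 5.31 (0.82, adjusted p = 8.9e-05). The chemokines Cxcl1 (8.15 against 3.14, adjusted p = 8.9e-05), Cxcl16 (log2 fold change 4.22, adjusted p = 1.7e-06) and Cxcl10 (4.17, adjusted p = 0.00012) were also higher. So were the matrix proteoglycan versican (Vcan, 3.04, adjusted p = 0.0096) and Tlnrd1, named Mesdc1 in the figure (2.14, adjusted p = 3e-05). Cxcl12 stood at 11.78 ± 1.11 in the tumors and 10.42 ± 0.21 in the controls (log2 fold change 1.36, standard error 0.61, adjusted p = 0.074), and Il18r1 has no probe set of its own on this array. Of the 2 other Cxcl12 probe sets, 1 was called higher (2.9, adjusted p = 0.01) and 1 did not pass (0.86, adjusted p = 0.34). Outside the figure, the 10 largest rises of single genes included keratin 14 (Krt14), a keratin of basal epithelium, at 9.89 ± 2.84 in the tumors and 0.38 ± 0.64 in the controls (adjusted p = 0.00015). The transcription factor Myrf stood at 9.3 ± 1.81 and 0.01 ± 0.01 (adjusted p = 3.3e-06), and the desmosomal plakophilin Pkp1 at 9.89 ± 1.96 and 0.99 ± 1.58 (adjusted p = 1.8e-05). Wfdc18 (log2 fold change 8.83, adjusted p = 0.00027), annexin A8 (Anxa8, 8.55, adjusted p = 3.3e-05) and the lectin-like receptor gene Klra5 (7.99, adjusted p = 1.4e-05) were in this group, with control means of 1.12, 0.03 and 1.11. So were prostaglandin D2 synthase (Ptgds, 9.37 ± 3.9 against 0.75 ± 1.28, adjusted p = 0.0038) and the protease inhibitor alpha-2-macroglobulin (A2m, 8.27 ± 3.93 against 0.01 ± 0, adjusted p = 0.0049). The calls on Ptgds and A2m ended at the floor with log2 fold changes of 4.66 (adjusted p = 0.069) and 3.83 (adjusted p = 0.077). The controls of the other rises were near background too, so that their size depends on the floor: with it the log2 fold changes were 4.89, 4.3, 4.89, 4.95, 3.58 and 4.1 for Krt14, Myrf, Pkp1, Wfdc18, Anxa8 and Klra5, and 5.13, 3.15 and 3.23 for Il18, Cxcl1 and Cxcl10. The remaining large falls were again genes of muscle: Cmya5 (3.84 ± 0.61 against 18.36 ± 0.07, adjusted p = 1.2e-13), the myosin light chain Myl2 (log2 fold change -14.2), junctophilin 1 (Jph1, -13.62), myopalladin (Mypn, -13.25), the calcium channel subunit Cacng1 (-12.96) and myozenin 2 (Myoz2, -12.87), with adjusted p from 1.4e-15 to 6.2e-10, and at the floor -13.36, -12.17, -11.67, -11.4 and -10.58 for Cmya5, Myl2, Jph1, Mypn and Myoz2. Hierarchical clustering was run on all probe sets, on the 10846 probe sets called between tumors and controls and on 15 genes of Fig. 1C, each with average, complete and Ward linkage. In the 3 trees on all probe sets the 3 controls formed the smaller of 2 clusters; they did so in the other 6 trees too, which use genes called here or shown in the paper for tumors against controls. Among 4 clusters, MWCNT D replicate 2 stood alone in all 9 trees and amosite replicate 1 in 4 of them, and both of these tumors carry the pancreatic enzyme signal.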

Visualization of the transcriptome data by Venn diagrams revealed both common and unique differentially expressed genes (DEGs) in the tumors induced by MWCNTs and amosite asbestos (Fig. 1D).

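Pkp1, Krt14 and Myrf were among the largest rises under several inducers. In MWCNT B tumors, Pkp1 stood at 10.84 ± 1.32 (SD, n = 2) against 0.99 ± 1.58 (SD, n = 3) in the controls (adjusted p = 0.00019). It was followed by Klra5 (log2 fold change 9.75, adjusted p = 0.00026), A2m (9.3, adjusted p = 0.028), Krt14 (9.21, adjusted p = 0.013) and Myrf (9.18, adjusted p = 0.00075). MWCNT C tumors had Pkp1 (log2 fold change 10.52, adjusted p = 3.9e-05), the gelatinase gene Mmp9 (9.57, adjusted p = 0.0017), Krt14 (9.22, adjusted p = 0.006), C9h6orf141 (9.1, adjusted p = 4.7e-07) and tenascin N (Tnn, 8.82, adjusted p = 0.0029) at the top. In amosite tumors these were Myrf (log2 fold change 9.88, adjusted p = 0.00018), Krt14 (9.76, adjusted p = 0.0045) and Wfdc18 (9.6, adjusted p = 0.0043). The mast cell protease gene Mcpt10 (9.29 ± 0.43 against 0.09 ± 0.14, adjusted p = 0.0048) and the pancreatic elastase gene Cela2a (9.6 ± 6.44 against 0.63 ± 1.03, adjusted p = 0.037) came next. The largest falls were muscle genes under each inducer: Cmya5, Myl2, Pgam2, Jph1 and Actn2 in MWCNT B tumors (log2 fold changes -15.02, -14.79, -13.96, -13.84 and -13.74). The same 5 genes had log2 fold changes of -14.92, -14.14, -14.15, -13.59 and -13.23 in MWCNT C tumors. In amosite tumors the largest falls were those of Pgam2, Cmya5, Myl2, Mypn and the cytochrome oxidase subunit of muscle Cox8b (-14.62, -14.16, -13.84, -13.61 and -13.45). Of 12272 probe sets called for at least 1 of MWCNT B, MWCNT C and amosite, 7406 (60.3%) were called for all 3 in the same direction, 5103 higher and 2303 lower. Independent lists of these sizes would share 315 higher and 28 lower probe sets, and unchanged groups simulated against the same 3 controls shared 0. The simulated groups had 0 calls each, so this had to follow. Neither benchmark covers the make-up of the control tissue, which all comparisons share. The comparisons share their controls, and the mean correlation of their log2 fold changes across probe sets was 0.95, against 0.46 in these 20 simulations. A total of 656 probe sets (5.3%) were called for MWCNT B alone, 987 (8%) for MWCNT C alone and 1118 (9.1%) for amosite alone. At the floor the calls ended for A2m (adjusted p = 0.19), Krt14 (0.21) and Myrf (0.066) in MWCNT B, for Mmp9 (0.083), Krt14 (0.16) and Tnn (0.072) in MWCNT C and for Krt14 (0.11), Wfdc18 (0.074) and Cela2a (0.32) in amosite. The other rises had log2 fold changes there of 5.84 and 5.86 for Pkp1 and Klra5 in MWCNT B, 6.51 and 4.1 for Pkp1 and C9h6orf141 in MWCNT C and 4.9 and 4.29 for Myrf and Mcpt10 in amosite tumors, and the muscle genes Cmya5, Myl2, Jph1 and Actn2 stood at -13.36, -12.17, -11.67 and -12.11 in MWCNT B and MWCNT C. Leaving out 1 array ended the call for Krt14 (MWCNT B replicate 1, adjusted p = 0.14) and for A2m in MWCNT B (each of the 5 arrays in turn, adjusted p 0.058 to 0.17). For Cela2a in amosite tumors it also ended the call (amosite replicate 1, adjusted p = 0.13, or any control, 0.065 to 0.092).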

**Fig. 1:**
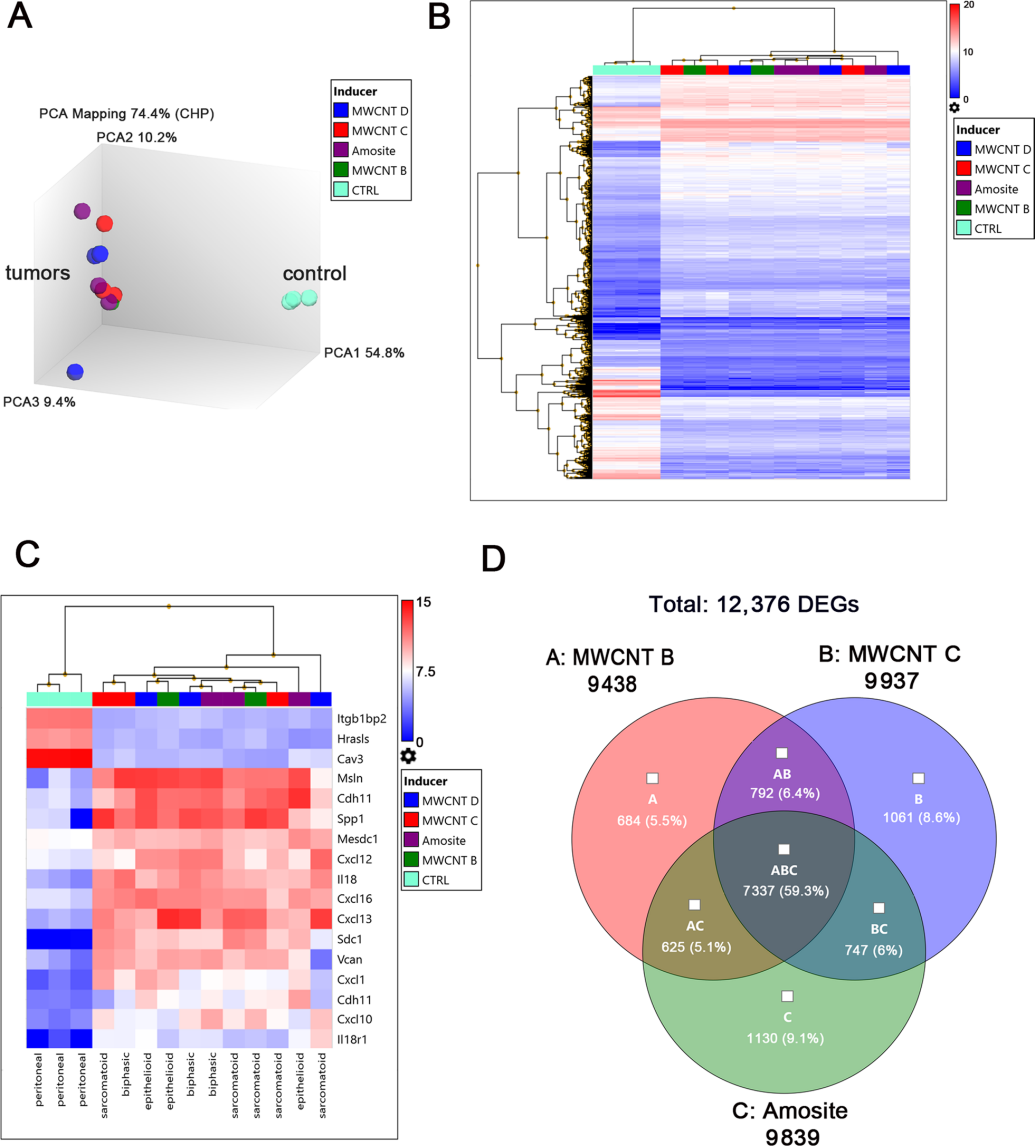
Transcriptome profiling of tumors induced by MWCNTs and amosite asbestos. **A** Principal component analysis (PCA) shows clear separation of tumors from the control peritoneal tissues. **B** Unsupervised hierarchical clustering analysis and heat map of 3062 filtered genes at fold change < − 2 or > 2, ANOVA *P* < 0.001, and FDR *P* < 0.001. **C** Hierarchical clustering and heat map on a few selected genes encoding for proteins such as mesothelin, osteopontin, caveolin, integrin, syndecan, chemokine, and interleukin. **D** Venn diagrams display the quantity of genes that are common and unique among the datasets of MWCNT B, MWCNT C, and amosite asbestos. The genes in the Venn diagrams were filtered using fold change < − 2 or > 2, ANOVA *P* < 0.05, and FDR *P* < 0.05. Quality control criteria and bioinformatics tools were according to Transcriptome Analysis Console (TAC 4.0.2, Thermo Fisher Scientific)

For further analysis of differential comparison of expressed genes between the tumors and control peritoneal tissues, we classified the tumors according to inducer or tumor type. 

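MWCNT D tumors (n = 3) shared their strongest changes against the controls (n = 3) with the other tumors. A2m rose to 10.86 ± 1.27 (SD) from 0.01 ± 0 (log2 fold change 10.85, standard error 2.62, adjusted p = 0.0065). Ptgds had a log2 fold change of 10.07 (adjusted p = 0.017), Krt14 one of 9.76 (adjusted p = 0.0044), Myrf one of 9.63 (adjusted p = 0.00021) and Krt18 one of 9.57 (adjusted p = 0.0017). The muscle genes Pgam2, Myl2, Cmya5, Jph1 and Mypn fell, with log2 fold changes of -14.67, -14.23, -14.16, -13.79 and -13.6. Against the controls, 9358 probe sets were called in MWCNT B tumors (6442 higher and 2916 lower), 9950 in MWCNT C tumors (6793 and 3157), 10109 in MWCNT D tumors (6951 and 3158) and 9881 in amosite tumors (6928 and 2953). The mean over the 4 inducers was 9824.5 probe sets, of which 69% were higher. With each array centred on its median, the share of higher calls was 42.4% in MWCNT B, 46.1% in MWCNT C, 43.6% in MWCNT D and 42.6% in amosite tumors. All 4 inducers called 6906 of 13200 probe sets (52.3%) in the same direction, 4713 higher and 2193 lower, where independent lists would share 70 and 3. Simulated unchanged groups with the same controls shared 0, which had to follow since they had 0 calls each. The mean correlation of the fold changes was 0.94 against 0.47 in the simulations. With the floor the log2 fold changes were 5.86, 5.82, 5.14, 4.64 and 6.4 for A2m, Ptgds, Krt14, Myrf and Krt18, and -14.28, -12.17, -13.35, -11.67 and -11.4 for Pgam2, Myl2, Cmya5, Jph1 and Mypn. At the floor the calls on Ptgds and Krt14 ended (adjusted p = 0.12 and 0.11), and that on Ptgds also ended without MWCNT D replicate 1 (adjusted p = 0.056) or control replicate 1 (adjusted p = 0.052).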

The total number of DEGs in the tumors did not vary much between inducers (Table 1). On average, we found 9806 DEGs, of these 68.6% showed increased expression (upregulated), while 31.4% showed decreased expression (downregulated). When comparing results by tumor type, we found similar results. 

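Biphasic tumors (n = 3) expressed Krt14 at 12.76 ± 0.63 (SD), against 0.38 ± 0.64 in the controls (n = 3; log2 fold change 12.38, standard error 0.79, adjusted p = 2e-07). Ptgds (log2 fold change 11.25, adjusted p = 3e-05), the chloride channel gene Clic3 (10.71, adjusted p = 6.4e-05), Myrf (10.56, adjusted p = 3.9e-09) and Anxa8 (10.56, adjusted p = 3.7e-06) were their other largest rises. The largest falls in this type were those of Cmya5, Pgam2, Myl2, Pvalb and Jph1, all muscle genes, with log2 fold changes of -14.67, -14.61, -13.57, -13.44 and -13.4. The size of these rises depends on control signals near background, and with the floor they were 7.76, 7, 5.74, 5.57 and 5.58 for Krt14, Ptgds, Clic3, Myrf and Anxa8, and the falls -13.36, -14.32, -12.17, -11.17 and -11.67. A total of 10625 probe sets were called in sarcomatoid (7248 higher, 3377 lower), 10630 in biphasic (7461 and 3169) and 10620 in epithelioid tumors (7628 and 2992) against the controls. Their mean was 10625 probe sets, of which 70.1% were higher. After centring of each array on its median, 48%, 45.7% and 41.5% of the calls were higher in the same order.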

On average, there were 10,612 DEGs, of which 69.4% were upregulated and 30.6% were downregulated. The transcriptome data, when visualized through Venn diagrams, also showed both common and unique DEGs in the different tumor types (see Additional file 5: Figure S1A). From the total of 13,383 DEGs, 7866 (57.9%) were common to all three types of mesotheliomas. 

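In epithelioid tumors (n = 3), Ptgds rose from 0.75 ± 1.28 (SD, n = 3 controls) to 12.86 ± 0.58 (SD; log2 fold change 12.12, standard error 1.3, adjusted p = 1.8e-05). Wfdc18 (log2 fold change 11.69, adjusted p = 1.4e-05), Krt14 (11.19, adjusted p = 5.6e-07), A2m (11.03, adjusted p = 0.004) and Myrf (10.97, adjusted p = 2.6e-09) rose too. The muscle genes Myl2, Cmya5, Pgam2, Mypn and Actn2 fell (-14.63, -14.32, -14.18, -14.13 and -13.84). Low signals raised to the floor gave log2 fold changes of 7.86, 7.81, 6.57, 6.04 and 5.98 for Ptgds, Wfdc18, Krt14, A2m and Myrf, and -12.17, -13.36, -11.4 and -12.11 for Myl2, Cmya5, Mypn and Actn2. Of 13550 probe sets called in at least 1 tumor type, 7901 (58.3%) were called in all 3 types, 5512 higher in each and 2387 lower in each. Lists of these sizes drawn independently would share 428 and 33, and 20 simulations of unchanged groups against the same 3 controls gave 0 shared calls. With 0.1 calls in each simulated group there was almost nothing to share. Across probe sets, the fold changes of the types had a mean correlation of 0.93, and of 0.54 in the simulations, where only the controls are shared.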

Sarcomatoid tumors had the highest number of unique DEGs with 1301 (9.6%), followed by epithelioid tumors with 1045 DEGs (7.7%), and biphasic tumors with 848 DEGs (6.2%). Furthermore, shown in Additional file 5: Figure S1B–D are the sample signals obtained for the genes encoding for forehead box M1 (Foxm1), mesothelin (Msln), and secreted phosphoprotein 1/osteopontin (Spp1) in the different tumor types and control peritoneal tissues. 

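Sarcomatoid tumors (n = 5) expressed the desmosomal gene Pkp1 at 10.01 ± 2.68 (SD), the ligand gene Wnt5b at 8.11 ± 1.13 and Klra5 at 9.36 ± 1.07. Their control means (n = 3) were 0.99, 0.01 and 1.11 (adjusted p = 0.00018, 1.2e-06 and 0.00012). Mcpt10 (log2 fold change 8.56, adjusted p = 0.00048) and Gpr15lg (7.98, adjusted p = 0.0076) rose as well, while Cmya5, Pgam2, Myl2, Jph1 and Actn2 of muscle fell (-14.56, -14.38, -14.33, -13.76 and -13.32). With the floor the log2 fold changes were 5.01, 3.11, 4.36, 3.65 and 6.91 for Pkp1, Wnt5b, Klra5, Mcpt10 and Gpr15lg, and -13.36, -14.11, -12.17, -11.67 and -12.11 for Cmya5, Pgam2, Myl2, Jph1 and Actn2. The probe sets called in a single tumor type numbered 1243 (9.2%) for sarcomatoid, 1070 (7.9%) for epithelioid and 813 (6%) for biphasic tumors. A further 1042 (7.7%) were shared by biphasic and epithelioid, 874 (6.5%) by sarcomatoid and biphasic and 607 (4.5%) by sarcomatoid and epithelioid tumors, and 10 probe sets were called in opposite directions in different types. A call against the controls in a single type is not a test between types: tested directly, 236 probe sets were called between sarcomatoid and epithelioid tumors and 77 between sarcomatoid and biphasic tumors. Between biphasic and epithelioid tumors limma called 0, with 1548 probe sets at an unadjusted p below 0.05. Leaving out single arrays moved the counts of called probe sets to 23 to 421, 13 to 192 and 0 to 21, in the same order.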

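Foxm1, a transcription factor of the G2 and M phases, stood at 7.57 ± 1.08 in sarcomatoid (SD, n = 5), 7.32 ± 0.35 in biphasic (n = 3) and 6.73 ± 0.42 in epithelioid tumors (n = 3), against 2.45 ± 0.71 in the controls (n = 3). The log2 fold changes were 5.12 (standard error 0.53, adjusted p = 1e-05), 4.87 (0.6, adjusted p = 4.8e-05) and 4.28 (0.6, adjusted p = 0.00013). Mesothelin (Msln), a surface glycoprotein of mesothelial cells, was at 10.72 ± 1.58, 13.07 ± 0.29 and 13.06 ± 0.23 in the same order and at 4.98 ± 1.57 in the controls. Its log2 fold changes were 5.74 (adjusted p = 0.00012), 8.08 (adjusted p = 2.8e-05) and 8.08 (adjusted p = 3e-05). For the secreted phosphoprotein osteopontin (Spp1), the values were 11.9 ± 2.25, 12.34 ± 0.63 and 11.25 ± 1.77, and 4.3 ± 3.7 in the controls. The log2 fold changes of Spp1 were 7.6 (adjusted p = 0.0015), 8.03 (adjusted p = 0.0024) and 6.95 (adjusted p = 0.0059). The controls differed from each other most for Spp1, whose log2 signal ranged from 0.03 to 6.55. Control signals of the 3 genes lie near background, and at the floor the log2 fold changes in sarcomatoid, biphasic and epithelioid tumors were 2.57, 2.32 and 1.73 for Foxm1, 5.18, 7.52 and 7.52 for Msln and 5.94, 6.38 and 5.29 for Spp1. Between the tumor types, none of the 3 genes passed limma's direct test.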

Sample signals, which represent the measured intensities of gene expression for each sample, were higher in all the tumor types than in the control peritoneal tissues.

**Table 1:** Summary of genome-wide transcriptome analysis in tumors by inducer or tumor type relative to control peritoneal tissues

Material	Total differentially expressed genes (DEGs)*	Upregulated genes	Downregulated genes
MWCNT B	9438	6467 (68.52%)	2971 (31.48%)
MWCNT C	9937	6747 (67.90%)	3190 (32.10%)
MWCNT D	10,011	6856 (68.48%)	3155 (31.52%)
Amosite	9839	6856 (69.56%)	2995 (30.44%)
Sarcomatoid	10,649	7170 (67.33%)	3479 (32.67%)
Epithelioid	10,587	7526 (71.09%)	3061 (28.91%)
Biphasic	10,602	7411 (69.90%)	3191 (30.10%)

^*^DEGs passing the filter: fold change < -2 or > 2; ANOVA *P* < 0.05; and FDR *P* < 0.05

To better understand the biological significance of the microarray data, we applied several bioinformatic approaches using Ingenuity Pathway Analysis (IPA). First, we searched for DEGs in the transcriptome datasets, which are implicated in mesothelioma or mesothelioma formation. In our analysis, we identified 38 DEGs that showed consistent changes in expression across all transcriptome datasets. This was true regardless of whether the datasets were grouped by inducer or by tumor type (Fig. 2A, Additional file 1: Table S1). For instance, *mesothelin* (*Msln*), *osteopontin* (*Spp1*), *forkhead box MI* (*Foxm1*), *thymidylate synthetase* (*Tyms*), and *Wilms' tumor suppressor gene* (*Wt1*), were among those upregulated genes. 

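Of the 38 genes of Table S1, 33 have a probe set of their own here, and 25 of these rose and 4 fell in the 11 tumors against the 3 controls (25 and 4 when adjusted over the list alone). In all 7 comparisons with the controls, by inducer and by tumor type, 22 genes were called higher and 4 lower, 5 were called in some of the comparisons and 2 in none, and 0 genes were called in opposite directions. The 4 lower genes were the tubulin genes Tuba8 (log2 fold change -7.37, standard error 0.17, adjusted p = 7.6e-14) and Tuba4a (-3.25, adjusted p = 0.00016), the mitochondrial mutase gene Mmut (-1.76) and the autophagy kinase gene Ulk2 (-1.63). Among the higher genes were the DNA topoisomerase Top2a (log2 fold change 4.63, adjusted p = 3.8e-07) and N-cadherin (Cdh2, 8.45 ± 1.62 against 4.45 ± 0.16, adjusted p = 0.0017; log2 fold change 3.45 at the floor). So were the SRC family kinases Lyn (3.7, adjusted p = 2.9e-06) and Src (2.92, adjusted p = 4.5e-07), the receptor kinase Flt3 (2.95; 1.68 at the floor) and the histone deacetylase Hdac1 (2.52). Smaller log2 fold changes were those of Hsp90b1 (2.21), Snai1 (2.02), Ddx51 (1.99), Vim (1.84), Por (1.72), Tubb2a (1.61), Prr5 (1.43), Pias3 (1.4), Rassf1 (1.4), Traf7 (1.38), Bcl10 (1.21) and Sp1 (1.1), all of which passed the test. Ep300 (0.79, adjusted p = 0.0012) and Top2b (0.93, adjusted p = 0.001) stayed under a fold of 2. Tube1 (0.56, adjusted p = 0.18) and Tp63 (5.39 ± 1.07 against 4.89 ± 0.04, adjusted p = 0.5) did not pass the test. Another probe set of the same gene was called lower for Tp63 (-2.58, adjusted p = 1e-05) and higher for Tube1 (1.53, adjusted p = 0.00011), Ep300 (1.37, adjusted p = 3e-05) and Top2b (1.38, adjusted p = 5.1e-05). With each array centred on its median, 19 genes were higher, and Bcl10, Pias3, Prr5, Rassf1, Sp1 and Traf7 (log2 fold changes of 0.76, 0.95, 0.98, 0.95, 0.65 and 0.93) no longer passed. In camera the list had an adjusted p of 0.0018, and an adjusted p of 0.074 with an estimated correlation, and since the study chose these genes on these samples the count is not independent evidence of their direction.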

Notably, *ADAM metallopeptidase domain 10* (*Adam10*) and *inhibin subunit beta A* (*Inhba*) were also upregulated, and their upregulation was predicted to lead to the activation of mesothelioma formation (Fig. 2A).

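Mesothelin (Msln) rose from 4.98 ± 1.57 (SD, n = 3) in the controls to 12 ± 1.59 (SD, n = 11) in the tumors, a log2 fold change of 7.02 (standard error 0.96, adjusted p = 2.9e-05). Wt1, a transcription factor of the mesothelium, rose by 7.11 (standard error 0.9, adjusted p = 1.6e-05), osteopontin (Spp1) by 7.54 (1.3, adjusted p = 0.00023) and Foxm1 by 4.82 (0.48, adjusted p = 1.8e-06) on the log2 scale. Thymidylate synthase (Tyms), which makes dTMP for DNA synthesis, stood at 8.55 ± 0.74 against 3.82 ± 0.75 (log2 fold change 4.73, adjusted p = 1.2e-06). Their log2 fold changes at the floor were 6.46, 6.07, 5.88, 2.27 and 3.55 for Msln, Wt1, Spp1, Foxm1 and Tyms. These rises are against control tissue with strong skeletal muscle signal, so tissue make-up may contribute to them. Adam10, a metalloprotease that sheds surface proteins, stood at 9.57 ± 0.73 against 7.13 ± 0.43 (log2 fold change 2.44, standard error 0.42, adjusted p = 0.00024). It passed the test under each inducer and in each tumor type, with log2 fold changes from 1.9 to 3.13. Inhba, the beta A subunit of activin and inhibin, stood at 9.7 ± 1.75 against 6.14 ± 0.27 (log2 fold change 3.55, standard error 0.97, adjusted p = 0.0064). It rose in MWCNT B (log2 fold change 4.89, adjusted p = 0.0084), MWCNT C (4.53, adjusted p = 0.0058), sarcomatoid (3.49, adjusted p = 0.022) and biphasic tumors (4.14, adjusted p = 0.018). It did not pass the test in MWCNT D (2.8, adjusted p = 0.054), amosite (2.44, adjusted p = 0.088) and epithelioid tumors (3.07, adjusted p = 0.064). The other Inhba probe set, of a lower mean signal (7.32 against 8.93), was called higher over all tumors (4.3, adjusted p = 0.0013). In an exact permutation test of tumors against controls (two-sided, over all splits of the arrays), Msln, Wt1, Spp1, Foxm1, Tyms and Adam10 had a p of 0.0027, the smallest these numbers of arrays allow, and Inhba one of 0.0082. From these genes the paper states that the rise of Adam10 and Inhba was predicted to activate mesothelioma formation (Fig. 2A).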

**Fig. 2:**
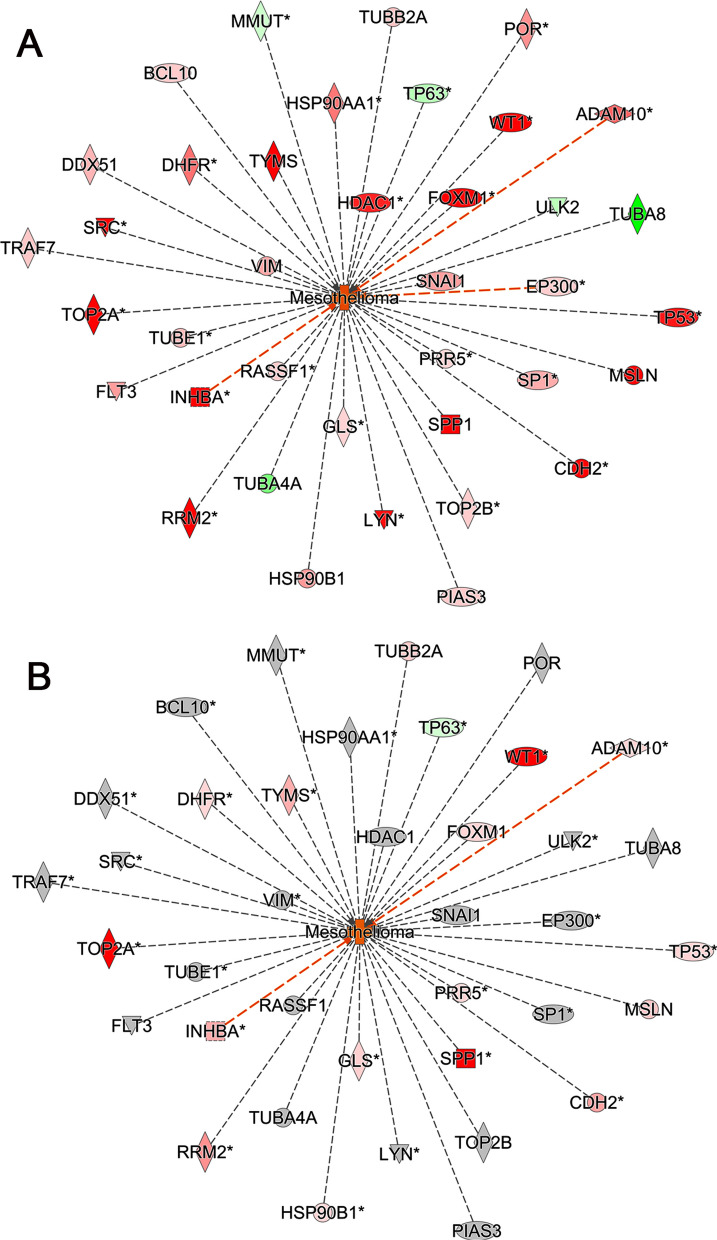
Genes implicated in mesothelioma or mesothelioma formation. **A** Thirty-eight differentially expressed genes (DEGs) that showed consistent expression changes across the rat transcriptome datasets, regardless of inducer or tumor type. Overlay gene expressions (fold changes) represent those of MWCNT C. **B** The same set of genes is overlaid with gene expressions (fold changes) from the dataset GSE51024, which pertains to human malignant pleural mesotheliomas. Genes were filtered by fold change < − 1.5 or > 1.5, ANOVA *P* < 0.05, and FDR *P* < 0.05. Red (upregulated), green (downregulated), gray (did not meet at least one filter), orange (predicted activation)

To determine if the findings in rat mesotheliomas could be translated to human malignant mesotheliomas, we searched the Gene Expression Omnibus (GEO) database for relevant and publicly available gene expression datasets. However, we did not find any transcriptome datasets on human peritoneal mesotheliomas, specifically that have been obtained using Affymetrix microarrays and for which raw data are available. One possible explanation is that human pleural mesothelioma is more prevalent than peritoneal mesothelioma, resulting in more research being conducted on the former. Consequently, findings from pleural mesothelioma studies are often extrapolated to peritoneal mesothelioma [26]. After applying the same bioinformatics tools, we compared our rat transcriptome datasets with that of GSE51024 [27], which comprised 55 human malignant pleural mesotheliomas (MPM), and 41 lung parenchyma samples. Interestingly, we found that 17 of the 38 DEGs in the rat datasets were similarly expressed in the human MPM dataset (Fig. 2B, Additional file 2: Table S2). Furthermore, to determine whether similar results could be obtained using a different type of human tumor, we compared the rat transcriptome datasets with that of GSE149507 [28]. This dataset consisted of 18 pairs of small cell lung cancer (SCLC) tumors and adjacent lung tissues. In contrast to the human MPM dataset, where 17 of the 38 DEGs showed similar expression, only 9 of the 38 DEGs showed similar expression in the human SCLC tumor dataset (Additional file 6: Figure S2). These 9 DEGs, which were also similarly expressed in the human MPM dataset, included genes such as *Spp1* and *Foxm1* but not *Msln, Adam10*, and *Inhba*.

Second, we carried out *Core* and *Comparative Analysis* to identify biological changes across different transcriptome datasets of tumors. A graphical summary presented as a network of the key findings from the *Core Analysis* of the MWCNT B dataset is shown in Fig. 3A. This summary shows a relationship of a subset of the most significant entities predicted by the analysis, including canonical pathways, upstream regulators, diseases, and biological functions. 

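In MWCNT B tumors (n = 2), interleukin 33 (Il33), an alarmin of stromal and epithelial cells, stood at 12.64 ± 0.16 (SD), against 8.59 ± 0.4 in the controls (n = 3; log2 fold change 4.05, standard error 1.3, adjusted p = 0.03). Interleukin 1 beta (Il1b), a cytokine of the inflammasome response, was at 7.71 ± 1.27 and 4.74 ± 0.13 (log2 fold change 2.97, standard error 0.9, adjusted p = 0.024). Interleukin 6 (Il6) was at 4.47 ± 2.06 and 0.05 ± 0.07 (adjusted p = 0.034), near background in both groups, with a log2 fold change of 0.47 at the floor (adjusted p = 0.87). Tumor necrosis factor (Tnf) was at 6.85 ± 0.65 and 6.13 ± 0.04 (log2 fold change 0.72, adjusted p = 0.2). Interferon gamma (Ifng) was at 3.52 ± 0.66 and 3.55 ± 0.16 (-0.03, adjusted p = 0.96), and neither gene passed the test. Over all 11 tumors, the log2 fold change was 2.93 for Il33 (adjusted p = 0.02), 3.2 for Il1b (adjusted p = 0.00085) and 5.61 for Il6 (adjusted p = 0.001; 1.19 at the floor, adjusted p = 0.33). It was 0.42 for Tnf (adjusted p = 0.29) and -0.2 for Ifng (adjusted p = 0.6). The other Tnf probe set, with a lower mean signal (4.91 against 6.46), was called higher over all tumors (2.14, adjusted p = 0.006). In MWCNT B, the calls on Il33 and Il1b ended with centring on array medians (adjusted p = 0.057 and 0.052), and that on Il1b ended at the floor (2.71, adjusted p = 0.053). They also ended without MWCNT B replicate 1 (0.11 and 0.2) and without controls 1 (0.079 and 0.053) or 3 (0.058 and 0.058). The call on Il33 ended too without MWCNT B replicate 2 (0.12) or control 2 (0.057). The call on Il6 ended without MWCNT B replicate 1 (0.26) or any control (0.069 to 0.074). Over all tumors, the call on Il33 ended without control 1 (adjusted p = 0.082), 2 (0.052) or 3 (0.052).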

In the transcriptome of tumors induced by MWCNT B, cytokines such as tumor necrosis factor (Tnf), interleukin 6 (Il6), interleukin 1 beta (Il1b), interleukin 33 (Il33), and interferon gamma (Ifng) were represented to be activated. 

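Mitotic genes rose in MWCNT B tumors: 23 of 23 were higher than in the controls (23 when adjusted over the list alone). Of 22 genes of RAC signaling, the small GTPase pathway of actin remodeling, 14 were higher and 0 lower. Examples over all tumors are the actin-regulating kinase Limk1 (log2 fold change 4.33, adjusted p = 0.00075), the Arp2/3 subunit Arpc1b (12.64 ± 0.51 against 9.16 ± 0.46, adjusted p = 6.2e-07) and the hyaluronan receptor Cd44 (3.3, adjusted p = 0.0038). The list of TREM1 signaling, a pathway of myeloid receptors, held 16 higher and 0 lower genes of 23, among them the toll-like receptor Tlr2 (log2 fold change over all tumors 3.99, adjusted p = 1.8e-05). Integrins moved both ways, with 12 higher and 2 lower of 21 (14 and 3 when adjusted over the list alone). Over all tumors, Itga3, a laminin receptor, rose by 4.99 (adjusted p = 6.7e-06) and the myeloid Itgax by 4.23 (adjusted p = 0.00014), and the epithelial Itgb6 fell (-4.79, adjusted p = 0.00053). Itgb7, of lymphocytes, was at 8.42 against 4.07 over all tumors (adjusted p = 0.01), a call that ended without control replicate 1 (log2 fold change 2.45, adjusted p = 0.12). Raising low signals to the floor gave log2 fold changes over all tumors of 2.65, 3.37, 4.74, 3.39 and 2.77 for Limk1, Tlr2, Itga3, Itgax and Itgb7. In camera, the adjusted p in MWCNT B was 5.4e-11 for mitosis, 0.00023 for RAC signaling, 0.002 for TREM1 signaling and 0.092 for integrins. With an estimated correlation between genes, the adjusted p was 0.43, 0.43, 0.58 and 0.43 in the same order.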

Significant canonical pathways included *Molecular Mechanisms of Cancer*, *ILK Signaling*, *Integrin Signaling*, *RAC Signaling*, and *TREM1 Signaling*. Additionally, the molecular function *colony formation* was shown to be activated through the activation of forkhead box MI (Foxm1), SRC proto-oncogene (Src), and TEA domain transcription factor 4 (Tead 4).

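Foxm1 was at 7.33 ± 0.54 in the MWCNT B tumors (SD, n = 2) and 2.45 ± 0.71 in the controls (SD, n = 3), a log2 fold change of 4.88 (standard error 0.58, adjusted p = 1e-04; 2.33 at the floor). The tyrosine kinase gene Src rose from 6.75 ± 0.14 to 9.64 ± 0.56 (log2 fold change 2.89, standard error 0.39, adjusted p = 0.00024). Tead4, a transcription factor of the Hippo pathway, stood at 7.6 ± 0.01 against 9.52 ± 0.06 (log2 fold change -1.93, standard error 0.37, adjusted p = 0.0023) on its brightest probe set. Over all 11 tumors its 3 probe sets were called in opposite directions: -2.11 (adjusted p = 2.6e-05) and -1.68 (adjusted p = 2.7e-07) lower and 1.71 (adjusted p = 3.2e-06) higher, so its direction is left open. These are transcript levels; the paper's graphical summary shows predicted activity.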

**Fig. 3:**
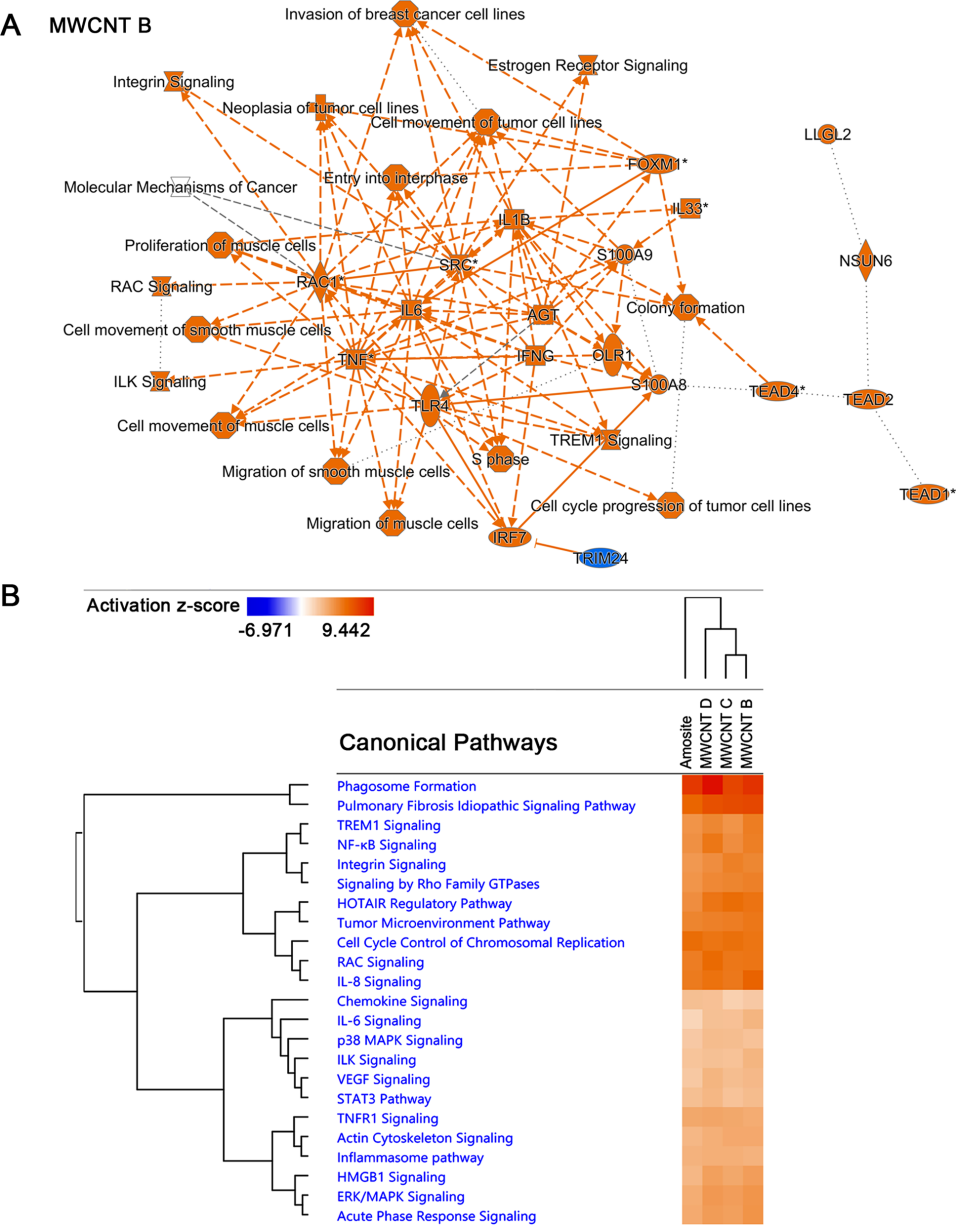
Bioinformatic analyses of tumor transcriptomes induced by MWCNTs and amosite asbestos using Ingenuity Pathway Analysis (IPA). **A** Graphical summary obtained by *Core Analysis* of the MWCNT B transcriptome dataset. The summary shows a relationship of a subset of the most significant entities predicted in the analysis, which include canonical pathways, upstream regulators, diseases, and biological functions. IPA graph legends: orange (activation); blue (inhibition); solid line (direct interaction); dashed line (indirect interaction); dotted line (inferred edge); for signaling pathways: an arrow pointing from A to B signifies that A causes B to be activated. **B** After conducting *Comparative Analysis*, shown are highly-scoring predicted canonical pathways in the datasets as classified by inducers. Heat maps depict z-scores, in which orange (positive z-score) represents activation. The canonical pathways are sorted by hierarchical clustering and z-scores. The column clusters represent the inducers

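Genes of phagocytic receptors and their signaling rose under all inducers, with 13 of 17 higher in MWCNT B, 11 in MWCNT C, 15 in MWCNT D and 14 in amosite tumors (14, 13, 15 and 15 when adjusted over the list alone). Over all tumors, 16 were higher, including the exchange factor Vav1 (log2 fold change 4.81, standard error 0.65, adjusted p = 2.6e-05; 3.77 at the floor) and the beta-glucan receptor Clec7a (4.33, 0.45, adjusted p = 2.4e-06). RAC signaling genes were higher for 14 in MWCNT C, 13 in MWCNT D and 14 in amosite tumors of 22 (14 in each when adjusted over the list alone). TREM1 signaling genes were higher for 15, 17 and 14 of 23 (15, 18 and 15). Integrins were higher for 12, 9 and 11 of 21, with 2 lower in each. Of 23 chemokines and receptors of the IL8 family, 7, 8, 11 and 9 were higher in MWCNT B, MWCNT C, MWCNT D and amosite tumors and 12 over all tumors (7, 6, 11, 9 and 12 when adjusted over the list alone). The neutrophil chemokines Cxcl6 (6.4 ± 2.41 against 0.82 ± 1.38) and Cxcl2 (6.39 ± 1.87 against 1.16 ± 1.98) passed the test over all tumors (adjusted p = 0.0032 and 0.0014) and not at the floor (0.13 and 0.3). Macrophage genes stood higher in the tumors than in the controls, as the plot of list means shows, and the phagocytic and TREM1 lists share genes with that list, such as Tyrobp. In camera, the adjusted p of the phagocytic list was 0.0026, 0.013, 0.0017 and 0.0071 in MWCNT B, MWCNT C, MWCNT D and amosite tumors, and that of chemokines was 0.28, 0.38, 0.19 and 0.59. Those of RAC and TREM1 signaling in MWCNT C, MWCNT D and amosite tumors were 0.00047, 0.00058 and 0.0018, and 0.0024, 0.00038 and 0.0087. Integrins had an adjusted p of 0.17, 0.21 and 0.32. With an estimated correlation 0 of these lists passed, with adjusted p of 0.47 to 0.66 for the phagocytic, RAC and TREM1 lists.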

After performing *Comparative Analysis* of transcriptome datasets grouped by inducers, we found that among the highly scoring common significant canonical pathways were *Phagosome Formation*, *IL8 Signaling*, *Integrin Signaling*, *RAC Signaling*, and *TREM1 Signaling* (Fig. 3B). Furthermore, when we carried out hierarchical clustering of these highly scoring canonical pathways and their z-scores, we observed that MWCNTs clustered differently from amosite asbestos. Characteristics of cancer cells and metastasis were among the highly scored molecular functions predicted to be regulated, regardless of classification by inducer (Fig. 4A) or tumor type (Fig. 4B). For instance, functions such as *cell movement*, *migration, homing, invasion,* and *spreading* were activated, while *apoptosis* was inhibited. 

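Genes of invasion, adhesion and cell death were compared between the 11 tumors and 3 controls in 5 lists. Proteases of invasion were higher for 14 of 20 genes, among them the urokinase receptor Plaur (log2 fold change 4.7, standard error 0.82, adjusted p = 0.00026). The list also holds the gelatinase Mmp9 (7.49 ± 2.88 against 0.01 ± 0, adjusted p = 0.0011) and the collagenase Mmp13 (7.56 ± 2.42 against 0.88 ± 0.74, adjusted p = 0.00076). Of 11 genes of the epithelial to mesenchymal transition, 9 were higher, including the transcription factor Twist2 (4.93 against 1.65, adjusted p = 0.001) and S100a4, a calcium-binding protein of motile cells (log2 fold change 3.14, adjusted p = 0.0027). Epithelial junction and keratin genes rose as well, 12 of 14, and Krt8 and Krt18 stand on this list and on the mesothelial one. Among 19 apoptosis regulators 12 were higher and 0 lower. These include the inhibitors Birc5 (4.73, adjusted p = 3.6e-06) and Bcl2a1 (3.3, adjusted p = 0.00065) and the promoters of cell death Casp8 (4.24, adjusted p = 1.1e-08) and Bbc3 (2.43, adjusted p = 7.5e-08). DNA replication genes were higher for 18 of 18, such as the helicase subunits Mcm3 (5.13, adjusted p = 2.2e-08) and Mcm6 (4.77, adjusted p = 1.4e-08) and the origin subunit Orc1 (6.73 against 0.75, adjusted p = 1.5e-06). The counts were equal when adjusted over the list alone. In camera the adjusted p was 0.0041 for proteases, 0.11 for the transition, 0.02 for junctions, 0.0018 for apoptosis regulators and 1.7e-06 for replication. With an estimated correlation the adjusted p was 0.45, 0.6, 0.6, 0.43 and 0.45 in this order. At the floor the calls on Mmp9, Mmp13 and Twist2 ended (adjusted p = 0.2, 0.099 and 0.52), as did that on the junction list (adjusted p = 0.09), and the log2 fold changes were 4.14, 3.66, 4.45 and 1.73 for Plaur, Birc5, Mcm3 and Orc1. From the scores of its pathway software, the paper states that apoptosis was inhibited and that spreading, invasion, homing, migration and cell movement were activated (Fig. 4A, B). It does not tie these functions to the lists used here.

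**Figure D2:**
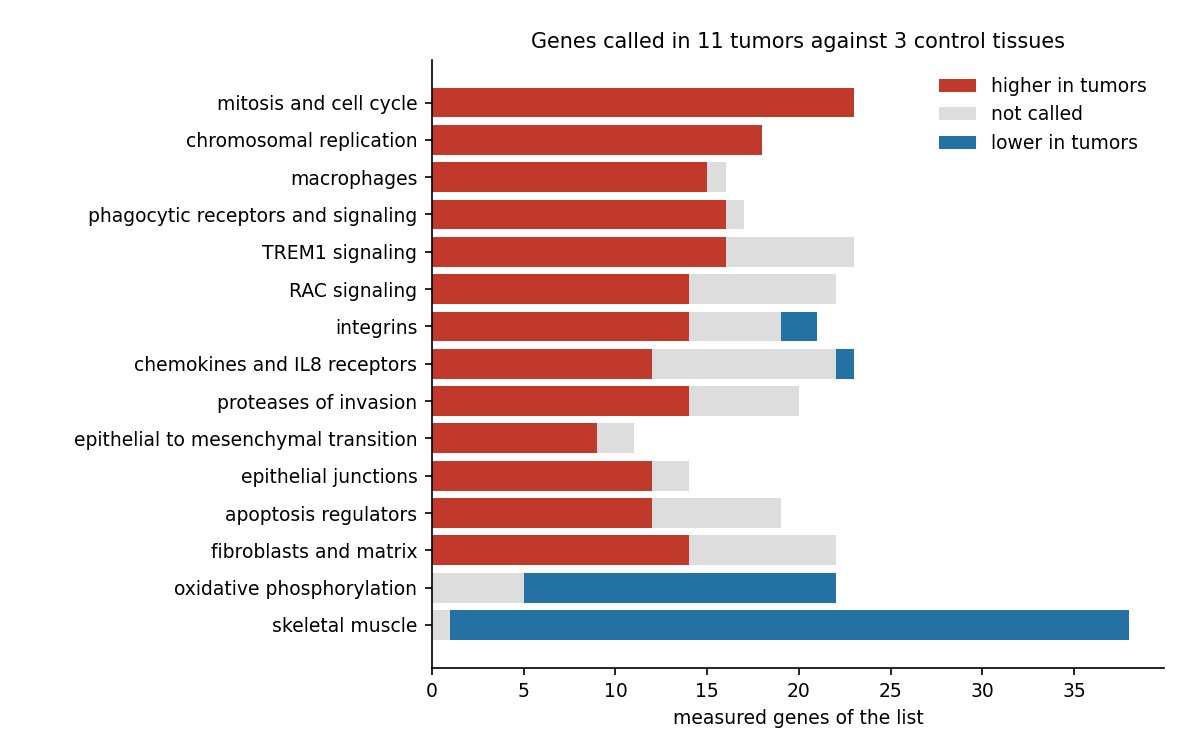
Share of the measured genes of 15 lists called higher, lower or not called in tumors against controls. Each bar is 1 list; 23 of 23 mitosis genes are higher and 37 of 38 skeletal muscle genes are lower.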

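Tested directly, the 8 MWCNT tumors and the 3 amosite tumors differed in 0 probe sets in limma, with 1586 of 31042 at an unadjusted p below 0.05. Ribosome and translation genes were on average slightly higher in the MWCNT tumors, with a median log2 difference of 0.16 over 12 genes (adjusted p = 0.00026 in camera). Genes of smooth muscle (median 0.51, adjusted p = 0.013), immediate early genes (0.46, adjusted p = 0.011) and endothelial genes (0.34, adjusted p = 0.0099) were higher in the same test. So were TREM1 signaling (0.3, adjusted p = 0.011), integrins (0.27, adjusted p = 0.033) and RAC signaling (0.16, adjusted p = 0.033), and 0 of their single genes passed. The remaining lists, among them proteases (median -0.07, adjusted p = 0.86), apoptosis regulators (0.11, adjusted p = 0.18) and mitosis (0.15, adjusted p = 0.092), did not pass. With an estimated correlation, the adjusted p of the 7 lists was 0.47 to 0.89. Only translation and ribosome genes kept their call without any 1 tumor. Smooth muscle, endothelial cells, immediate early genes, integrins, TREM1 signaling and RAC signaling lost it without MWCNT B replicate 1 (adjusted p = 0.057 to 0.1). They also lost it without amosite replicate 1 (0.08 to 0.99), where only 4 of these 6 lists kept their direction. At least 4 of these list calls ended without MWCNT C replicate 1, that on TREM1 signaling (0.084) among them. At least 3 ended without MWCNT D replicate 2, that on integrins (0.069) among them. RAC signaling also lost its call without MWCNT D replicate 3 (0.058) or MWCNT B replicate 2 (0.053). Without MWCNT D replicate 2 and amosite replicate 1, chosen after seeing the data, these 6 lists had an adjusted p of 0.088 to 0.78, and translation and ribosome genes 0.023. Only 4 of the 6 lists kept their direction there. In that run 7 lists gained a call: mitosis and cell cycle (0.026), chromosomal replication (0.042), epithelial junctions (0.042), DNA methylation enzymes (0.042) and the RT-qPCR genes of the paper (0.031) were higher, and macrophages (0.00046) and adipocytes (0.042) lower in MWCNT tumors. Without amosite replicate 3, 12 probe sets were called, 3 without MWCNT B replicate 1 and 1 without MWCNT C replicate 3.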

Certain functions, however, were more activated in the tumors induced by MWCNTs than amosite asbestos (Fig. 4A). Hierarchical clustering showed clustering that reflected the tumor induction potential of the MWCNTs, and amosite asbestos observed during the in vivo study in rats [17]. 

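The mean signals of the mesothelial and epithelial junction lists were lower in sarcomatoid tumors (n = 5) than in epithelioid ones (n = 3). They stood at 8.37 against 11.16 and at 7.13 against 9.45 on the log2 scale. Of 14 genes on each list, 4 and 3 passed singly, and neither list passed with an estimated correlation. The calls on the genes named below ended with the inducer as a covariate. Keratin 7 (Krt7), of simple epithelia, stood at 5.96 ± 1.32 (SD) against 11.23 ± 0.06 (log2 fold change -5.27, standard error 0.66, adjusted p = 0.0062). The mesothelial zinc finger gene Bnc1 was at 5.2 ± 1.23 against 10.85 ± 0.83 (-5.66, 0.76, adjusted p = 0.0083) and the mesothelial marker Lrrn4 at 8.52 ± 1.04 against 12.56 ± 0.88 (-4.03, adjusted p = 0.0067). Krt19 (-5.57, adjusted p = 0.04), the adhesion molecule Epcam (-5.13, adjusted p = 0.035) and the Hippo pathway transcription factor Tead2 (-2.62, adjusted p = 0.0083) were lower too. So were the RAC effector kinase Pak1 (-1.9, adjusted p = 0.049) and the muscle gene Mybpc2 (-2.91, adjusted p = 0.033). The 5 largest falls were those of Ptgds (log2 fold change -7.17), Mal2 (-7.12), Hhatl (-6.24), Egfl6 (-6.16) and Bnc1, with adjusted p of 0.02, 0.024, 0.033 and 0.025 for the first 4. The largest rises were those of the B cell coactivator Pou2af1 (9.55 ± 2.61 against 3.67 ± 0.42, adjusted p = 0.044) and the adaptor Dok1 (9.42 ± 0.43 against 7.77 ± 0.47, adjusted p = 0.021). They were joined by Stambpl1 (2.21, adjusted p = 0.049), Ralgps2 (2.08, adjusted p = 0.037) and the monocarboxylate transporter Slc16a7 (1.68, adjusted p = 0.037). On the mesothelial list 4 of 14 genes were lower (9 when adjusted over the list alone; camera adjusted p = 6.9e-10) and on the junction list 3 of 14 (8; adjusted p = 2.2e-07). With an estimated correlation both had an adjusted p of 0.16. Mitotic genes were higher as a list (0 of 23 passed singly; adjusted p = 0.003, and 0.74 as an adjusted p with an estimated correlation). The call on mitosis and cell cycle ended after centring (0.056) and without MWCNT C replicate 2 (0.14) or MWCNT D replicate 1 (0.12). At least 3, 2 and 3 list calls of this comparison ended in these runs, in that order, mitosis included. Apoptosis regulators (adjusted p = 0.0026; estimated 0.48) and RAC signaling genes (adjusted p = 0.0018; estimated 0.63) were higher too. Against the biphasic tumors (n = 3), Krt14 (7.17 ± 1.4 against 12.76 ± 0.63, adjusted p = 0.012) and Krt7 (log2 fold change -5.74, adjusted p = 0.01) were lower in sarcomatoid tumors. Prr15l (-5.99, adjusted p = 0.015), Fxyd3 (-4.94, adjusted p = 0.04) and the sulfotransferase gene Chst4 (-4.93, adjusted p = 0.029) were lower too, and the ubiquitin ligase gene Cblb was higher (1.24, adjusted p = 0.017). Of the 236 probe sets called between sarcomatoid and epithelioid tumors, 22 were higher and 214 lower in sarcomatoid tumors, and of the 77 called between sarcomatoid and biphasic tumors, 4 were higher and 73 lower. Centring of each array on its median gave 166 and 58, and without MWCNT D replicate 2 and amosite replicate 1, which carry pancreatic signal, 79 and 256 were called. Without these 2 tumors, of the genes named between sarcomatoid and epithelioid tumors only Ptgds, Hhatl, Krt7, Lrrn4 and Tead2 kept a call (adjusted p = 0.034 for Krt7 to 0.049 for Tead2). The other 12 calls, such as those on Pou2af1, Bnc1, Epcam and Pak1 (adjusted p = 0.17, 0.061, 0.12 and 0.069), and those of the apoptosis and RAC lists (adjusted p = 0.22 and 0.24) ended. At the floor the calls on Hhatl (adjusted p = 0.059), Egfl6 (0.1), Pou2af1 (0.12), Mybpc2 (0.13), Pak1 (0.07), Stambpl1 (0.072) and Ralgps2 (0.052) ended, as did that on Fxyd3 against biphasic tumors (0.066). Leaving out single tumors gave 23 (without amosite replicate 1) to 421 (without MWCNT D replicate 2) probe sets between sarcomatoid and epithelioid tumors. Between sarcomatoid and biphasic tumors it gave 13 (without MWCNT C replicate 3) to 192 (without amosite replicate 2), and of the genes named only Krt7 kept its call in each of these runs on single tumors. With the inducer as a covariate, 5 and 1 probe sets were called, and the call on every gene named here ended, Krt7 included (adjusted p = 0.065 against epithelioid and 0.14 against biphasic tumors). Whether these calls ended through the inducer or through the lower precision of a fit with more terms was not tested.

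**Figure D3:**
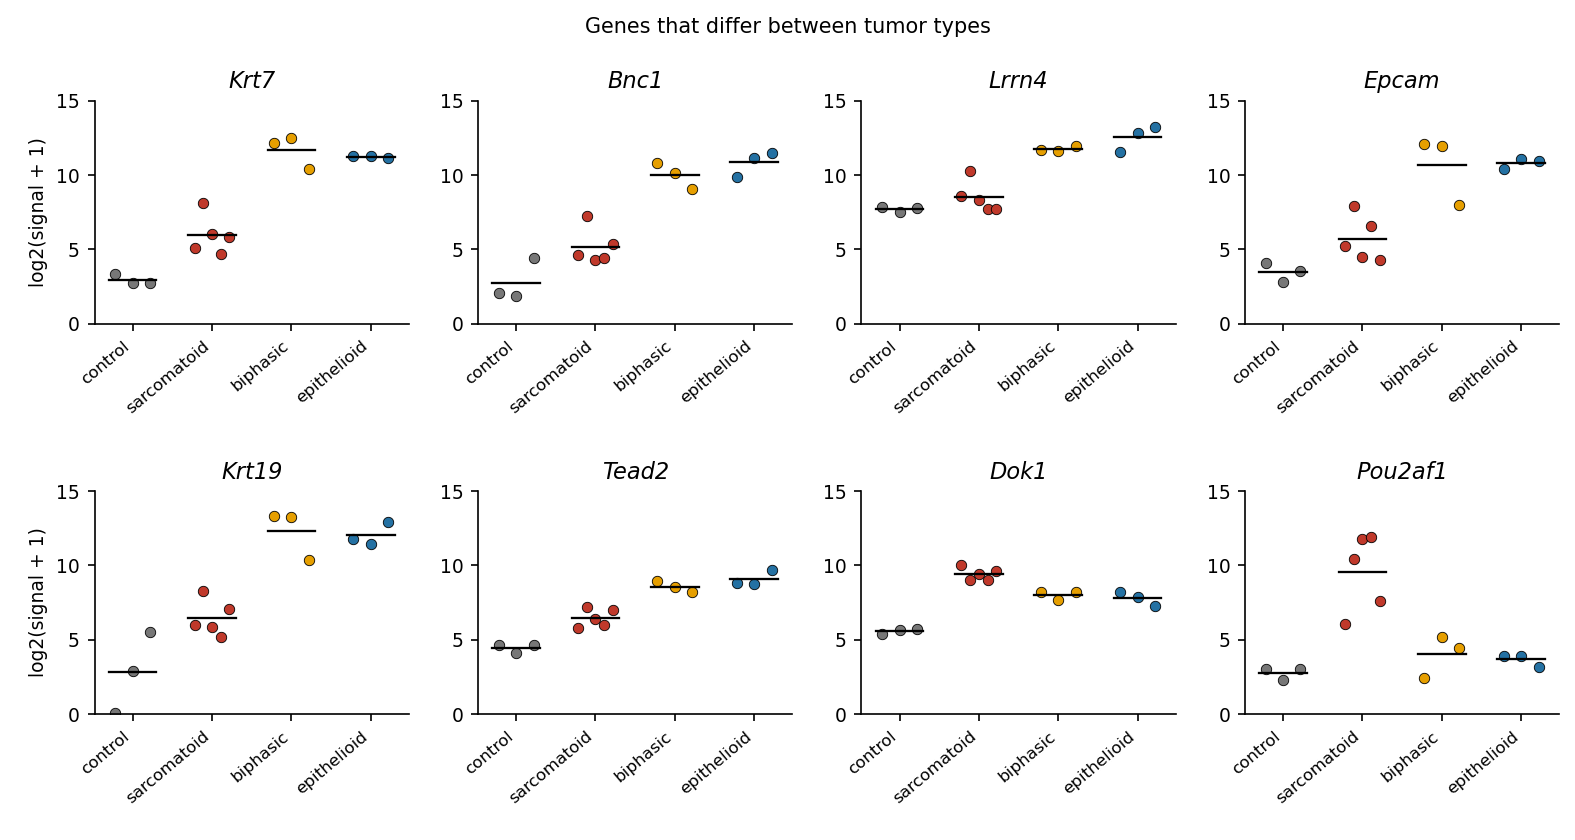
Log2(signal + 1) of 8 genes in the controls and the 3 tumor types. Each point is 1 array and each bar is a group mean; Krt7 has a mean of 5.96 in sarcomatoid and 11.23 in epithelioid tumors.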

Hierarchical clustering also reflected that sarcomatoid tumors are more aggressive than biphasic and epithelioid tumors (Fig. 4B).

**Fig. 4:**
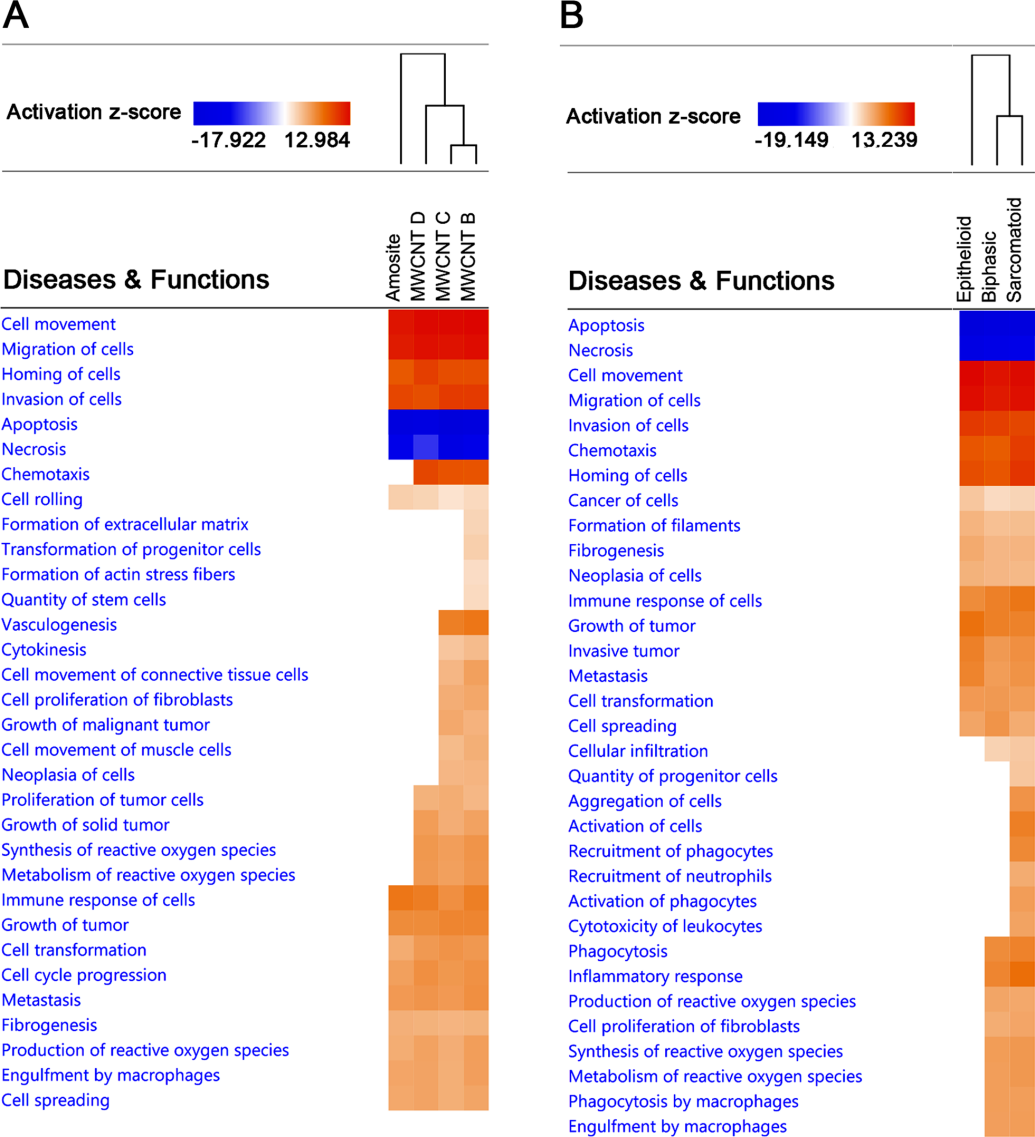
*Comparative Analysis* of diseases and molecular functions of transcriptomes of tumors induced by MWCNTs and amosite asbestos. **A** Datasets are classified by inducers. **B** Datasets are classified by type of mesothelioma. Heat maps depict z-scores, in which orange (positive z-score) represents activation, while blue (negative z-score) represents inhibition. No color means the function being analyzed is not involved in the dataset. The column clusters represent the inducers or type of mesothelioma. Data analysis and heat map generation were performed using Ingenuity Pathways Analysis (IPA)

Furthermore, we carried out *Upstream Analysis* to identify master regulators across the transcriptome datasets. The activation or inhibition of a particular upstream molecule would lead to the gene expression changes observed in the datasets. Shown in Fig. 5A are examples of highly significant upstream regulators. These include tumor suppressor protein p53 (Tp53), colony stimulating factor 2 (Csf2), and E2F transcription factor 1 (E2f2). 

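The cell cycle activator E2f1 was higher in the tumors, at 8.5 ± 0.66 (SD, n = 11) against 4.37 ± 0.8 (SD, n = 3) in the controls (log2 fold change 4.13, standard error 0.42, adjusted p = 2e-06; 3.49 at the floor). Its relative E2f2 stood at 7.93 ± 0.98 against 8.98 ± 0.21 (log2 fold change -1.05, adjusted p = 0.12). With each array centred on its median it was lower (-1.5, adjusted p = 0.037), as it was without MWCNT D replicate 2 (-1.27, adjusted p = 0.015). The cytokine gene Csf2 stood at 6.26 ± 0.23 against 5.9 ± 0.12 (log2 fold change 0.36, adjusted p = 0.06; -0.08 after centring). Among the other genes of Fig. 5, the transcription factor Myc rose by 3.3 (standard error 0.28, adjusted p = 3.2e-07) and the cytokine Tgfb1 by 3 (0.35, adjusted p = 6.5e-06; 2.46 at the floor). Cdkn1a, the p21 inhibitor of cyclin-dependent kinases, stood at 9.29 ± 0.66 against 9.37 ± 0.42 (log2 fold change -0.08, adjusted p = 0.87), and its other probe set, of a lower mean signal, was called higher (2, adjusted p = 0.0026). The retinoblastoma gene Rb1 was lower by less than a fold of 2 (-0.89, adjusted p = 0.0019; called after centring, -1.34, adjusted p = 2e-04). The stress gene Nupr1 had a log2 fold change of 1.19 (adjusted p = 0.045), a call that ended after centring (adjusted p = 0.2) and at the floor (0.062). It also ended on leaving out any 1 of the 3 controls (0.058 to 0.15), either MWCNT B replicate (0.051 to 0.063), or any 1 of MWCNT D replicates 1 and 3, MWCNT C replicate 3 and amosite replicate 2 (0.059 to 0.062).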

All these regulators were also predicted to be activated. We also performed *Causal Network Analysis* to further determine higher-level master regulators, which could have also influenced the gene expression changes in the transcriptome datasets of the tumors. In the analysis, Gadd45b was identified as a top master regulator. It was predicted to be activated with a z-score of 15. 

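Gadd45b, which is induced by growth arrest and DNA damage, stood at 8.77 ± 1.05 in MWCNT B (SD, n = 2), 8.35 ± 1.24 in MWCNT C (n = 3), 9.97 ± 0.74 in MWCNT D (n = 3) and 8.44 ± 0.51 in amosite tumors (n = 3). The controls were at 8.18 ± 0.1 (n = 3). It rose in MWCNT D tumors (log2 fold change 1.79, standard error 0.6, adjusted p = 0.032). In MWCNT B (0.58, 0.67, adjusted p = 0.52), MWCNT C (0.17, 0.6, adjusted p = 0.84) and amosite tumors (0.25, 0.6, adjusted p = 0.75) it did not pass the test. The call in MWCNT D ended after centring of each array on its median (log2 fold change 1.34, adjusted p = 0.086). It also ended without MWCNT D replicate 1 (1.81, adjusted p = 0.067) or 2 (1.41, adjusted p = 0.11) and without any 1 of the controls (adjusted p 0.064 to 0.078). After centring, the log2 fold change was -0.23 in MWCNT C and -0.23 in amosite tumors.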

299, 15.407, 14.769 and 14.275 for MWCNT B, MWCNT C, MWCNT D, and amosite asbestos datasets, respectively. The causal network with Gadd45b as a master regulator involved a depth of 2 and 11 other intervening regulators, that could helped explain the up- and downregulation of 630 genes in MWCNT B dataset (Fig. 5B, C, Additional file 3: Table S3). 

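Of the 630 target genes in Table S3, 581 have a probe set of their own here, and 13 of these had the opposite sign to the paper's value in MWCNT B tumors (n = 2) against controls (n = 3). The test called 402 of 456 genes that the paper lists as higher and 100 of 125 that it lists as lower in the paper's direction, 5 genes in the opposite direction and 74 not. Among the other genes shown in Fig. 5, over all 11 tumors against the controls, the protease inhibitor Timp1 rose by 4.95 (standard error 0.71, adjusted p = 4.6e-05) and the opioid precursor gene Penk by 3.78 (0.91, adjusted p = 0.003) on the log2 scale. The NF-kB cofactor Bcl3 rose by 3.62 (0.59, adjusted p = 0.00014) and thymidine kinase 1 (Tk1) by 3.58 (0.49, adjusted p = 3.2e-05). The transcription factor Sox4 (log2 fold change 3.12, adjusted p = 0.00015), the polyamine acetyltransferase Sat1 (2.9, adjusted p = 4.3e-06), the NADPH oxidase subunit Cybb (2.72, adjusted p = 0.00048) and the kinase inhibitor Cdkn2c (2.33, adjusted p = 0.00016) were higher. Alas1 of heme synthesis was lower (-1.61, adjusted p = 4.6e-05). The AP-1 gene Fosl1 (8.15 against 4.15, adjusted p = 0.015), the oxidase Nox4 (6.35 against 4.74, adjusted p = 0.013) and the prostaglandin dehydrogenase Hpgd (7.49 against 5.07, adjusted p = 0.037) passed the test. Each of these calls ended at the floor (adjusted p = 0.067, 0.062 and 0.053) and without control replicate 1 (0.058, 0.11 and 0.1). Those on Nox4 and Hpgd ended after centring (adjusted p = 0.056 and 0.088), and that on Hpgd also without any 1 of controls 2 and 3, MWCNT D replicate 3, MWCNT C replicate 2, MWCNT B replicate 2 and amosite replicate 2 (0.051 to 0.094). Jund, the AP-1 subunit over the targets shown in Fig. 5, stayed under a fold of 2 (log2 fold change 0.93, adjusted p = 0.013), and passed it without MWCNT C replicate 2 (1.02) or control replicate 3 (1.1). Its 2 other probe sets were called in opposite directions, 1 higher (2.19, adjusted p = 7.3e-05) and 1 lower (-2.73, adjusted p = 0.0033), and had lower mean signals (5.38 and 3.54 against 11.48). The kinase gene Map3k4 (-0.4, adjusted p = 0.026) was under that fold too, and Cebpb (0.35, adjusted p = 0.48) did not pass the test. Since the study took its target genes from these samples, these counts are not independent evidence.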

The canonical pathways that shared the highest overlap with the regulators in this causal network were Senescence Pathway (8 of 11) and Hepatic Fibrosis Signaling Pathway (7 of 11).

**Fig. 5:**
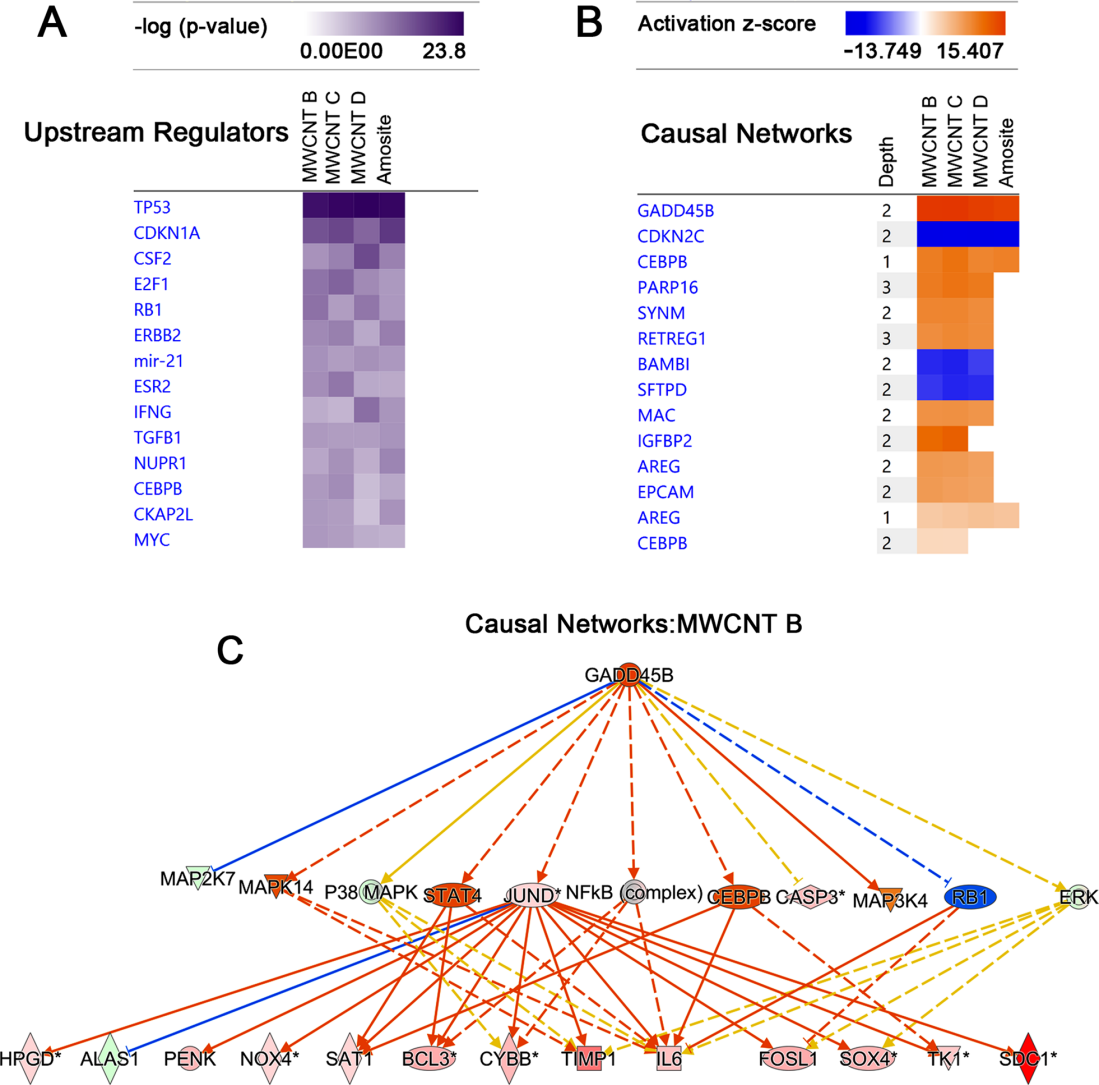
*Upstream Analysis* to identify novel master upstream regulators and causal networks in the transcriptome datasets of tumors induced by MWCNTs and amosite asbestos. **A** Highly scoring upstream regulators, ranked by *P*-values from right-tailed Fisher's exact test. **B** Predicted upstream regulators of causal networks. Heat map depicts z-scores, in which orange (positive z-score) represents activation, while blue (negative z-score) represents inhibition. No color means the pathway or function being analyzed is not involved in the dataset. C A causal network with Gadd45b as an upstream regulator with 11 intervening regulators to explain differential expression of 630 genes in the transcriptome dataset MWCNT B. Shown are 13 target genes directly regulated by Jund. Graph legends: orange (activation); blue (inhibition); solid line (direct interaction); dashed line (indirect interaction); upregulated (red), downregulated (green), gray (did not meet at least one filter). Data analysis and graph generation were done using Ingenuity Pathways Analysis (IPA)

### RT-qPCR also reveals gene expression changes in cancer-related genes in tumors induced by MWCNTs and amosite asbestos

To confirm the accuracy and robustness of our microarray data from the genome-wide transcriptome analysis, we performed RT-qPCR on a few selected genes that have been implicated in carcinogenesis. These genes were found be either downregulated: *Hras-like suppressor (Hrasls), Nuclear receptor subfamily 4, group A, member 1 (Nr4a1), Fibroblast growth factor receptor 4 (Fgfr4*), and *Ret-proto-oncogene (Ret),* or upregulated: *Rho family GTPase3* (*Rnd3/RhoE*) and *Growth arrest and DNA damage inducible beta (Gadd45b),* by the microarray analysis. 

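On the arrays, the phospholipase gene Hrasls (now Plaat1) fell from 10.74 ± 0.07 (SD, n = 3) in the controls to 6.47 ± 0.83 (SD, n = 11) in the tumors (log2 fold change -4.27, standard error 0.46, adjusted p = 3.8e-06). The nuclear receptor Nr4a1 fell from 10.18 ± 0.07 to 6.54 ± 0.72 (-3.64, 0.4, adjusted p = 4.6e-06) and the growth factor receptor Fgfr4 from 8.32 ± 0.29 to 5.38 ± 0.85 (-2.94, 0.48, adjusted p = 0.00014). The receptor kinase gene Ret fell from 12.12 ± 0.23 to 7.19 ± 2.25 (-4.93, 1.24, adjusted p = 0.0038), with MWCNT D replicate 2, which carries pancreatic signal, at 13.29, above all controls. Rnd3, an atypical small GTPase, rose from 7.93 ± 0.19 to 10.47 ± 0.78 (2.54, 0.44, adjusted p = 0.00023). Gadd45b was at 8.89 ± 1.04 against 8.18 ± 0.1 over all tumors (0.71, 0.58, adjusted p = 0.31) and did not pass the test. The control tissue carries strong skeletal muscle signal, so its make-up may contribute to the differences of these genes. An exact two-sided permutation test over all splits of the arrays gave p = 0.0027, the smallest possible, for Plaat1, Nr4a1, Fgfr4 and Rnd3, p = 0.011 for Ret and p = 0.29 for Gadd45b. As a list, which the study chose on these samples and which is therefore not independent evidence, 4 genes were lower and 1 higher of 6, also when adjusted over the list alone (camera adjusted p = 0.039, and 0.27 with an estimated correlation). The call on the list ended without MWCNT C replicate 2 (adjusted p = 0.05) and after centring of each array on its median (0.11).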

We analyzed 4 control peritoneal tissues and 36 tumors induced by the three MWCNTs or amosite asbestos. The RT-qPCR results corroborated the microarray data and provided further insight into the role of these genes in carcinogenesis. These results will be described next.

*Hrasls* is also known as *Phospholipase A and acyltransferase 1* (*Plaat1*) among other aliases and belongs to the *HRASLS (PLAAT)* family consisting of five members (1–5) in humans, and three (1,3, and 5) in mice and rats [29]. The enzymes encoded by these genes are important in diverse biological functions, including tumor suppression, and organelle degradation [30]. *Hrasls* was downregulated in 36 tumors relative to the 4 control tissues (Fig. 6A).

**Fig. 6:**
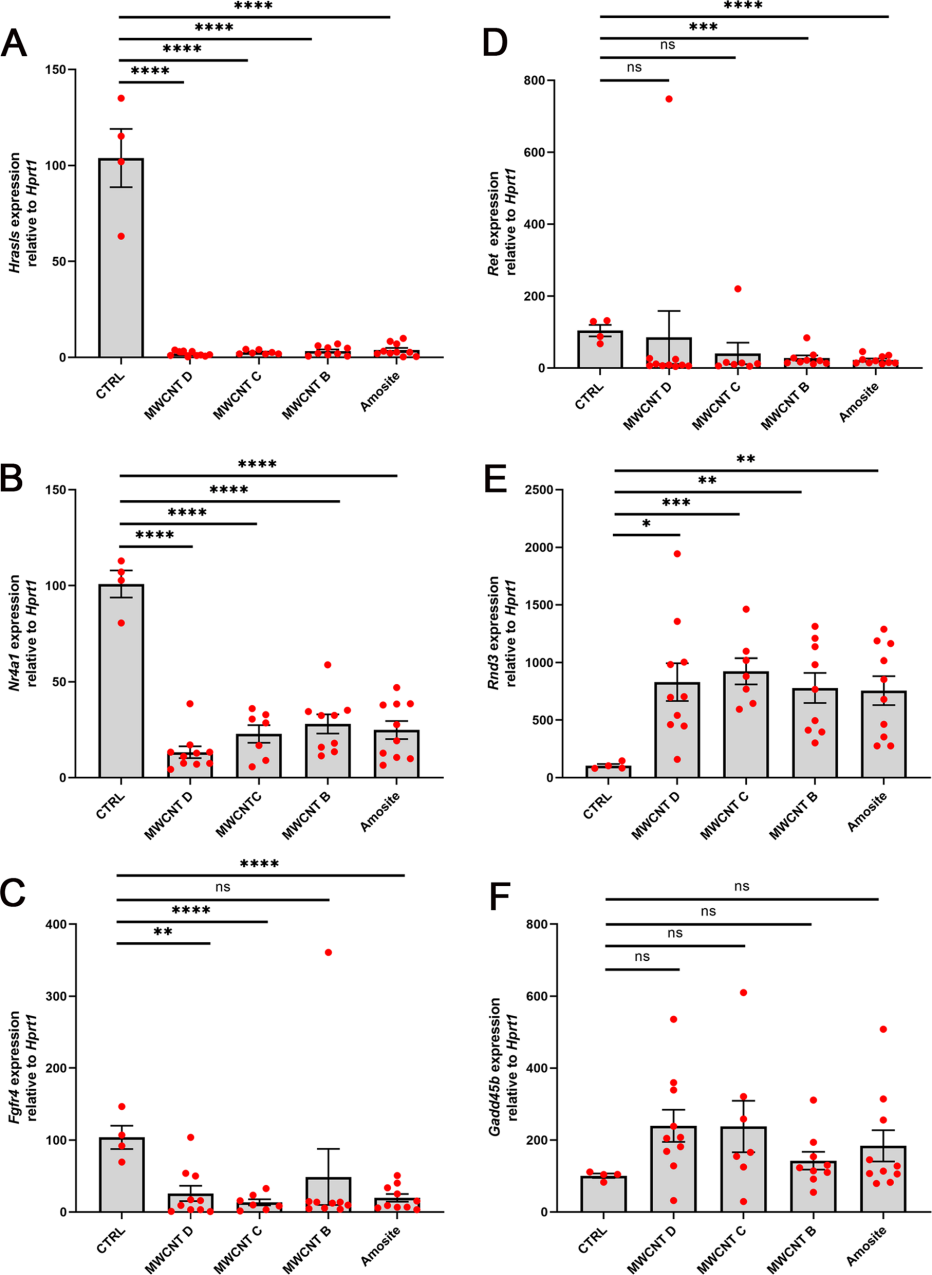
RT-qPCR results of selected cancer-associated genes in tumors induced by MWCNTs or amosite asbestos. As compared to the control peritoneal tissues, mRNA expression was downregulated in *Hrasls*, *Nr4a1*, *Fgfr4* and *Ret* (**A**–**D**) or upregulated in *Rnd3* and *Gadd45b* (**E**, **F**) in all or most of 36 tumors. Scatter dot plots and statistical results were obtained using GraphPad Prism 9. Statistical significance was determined at *P* < 0.05, *t*–test for unpaired values, two-tailed. Bar depicts mean and standard error of the mean (SEM). Asterisks depict statistical significance at **** (*P* < 0.0001), *** *(P* < 0. 001), **(*P* < 0. 01), * (*P* < 0. 05)

*Nr4a1* encodes an orphan nuclear receptor that functions as a ligand-independent transcription factor. In human cancer, NR4A1 has a conflicting role, acting both as a tumor suppressor and an oncogenic driver [31]. For instance, in certain samples of human breast cancer, NR4A1 gene and protein expressions were decreased to suggest a tumor suppressor role [32]. *Nr4a1* was downregulated in all 36 tumors relative to the 4 control tissues (Fig. 6B).

*Fgfr4* encodes one of the four tyrosine kinase receptors for fibroblast growth factors (FGFs). FGF and their receptors (known as FGF/FGFR signaling) regulate various cellular functions, including tumor progression [33]. In a wide range of tumors in patients, *FGFR4* is frequently overexpressed and exhibits sequence variations [34]. *Fgfr4* was downregulated in 94% (34 of 36) of the tumors relative to the 4 control tissues (Fig. 6C). This discrepancy may be accounted to other genetic and or epigenetic variations present in the rat tumors, as will be shown later.

*Ret,* which was generated by recombination between two unlinked DNA fragments, encodes a transmembrane receptor with tyrosine kinase (RTK) activity [35]. RET rearrangements have been detected in a variety of human cancers. *Ret* was downregulated in 92% (33 of 36) of the tumors relative to the 4 control tissues (Fig. 6D).

*Rnd3/RhoE* belongs to a family of genes, which encode small G proteins with important role in tumor initiation and progression [36]. Rho GTPases regulate proliferation and apoptosis, metabolism, senescence, and cancer cell stemness. Rnd3/RhoE has been implicated in cancer cell motility and its mRNA and protein expression can be upregulated by DNA damage-inducing stimuli [37]. *Rnd3* was upregulated in 36 tumors relative to the 4 control tissues (Fig. 6E).

*Gadd45b* is a member of the growth arrest DNA damage-inducible gene family. Members of this family have been implicated in many cellular functions such as DNA repair, cell cycle control, genotoxic stress response, and tumorigenesis [38]. In human cancer, *GADD45B* has been reported either as tumor suppressor gene or as oncogene [39]. *Gadd45b* was upregulated in 75% (27 of 36) of the tumors relative to the 4 control tissues (Fig. 6F).

### Tumors exhibit CpG and non-CpG DNA methylation in gene promoter regions

Our RT-qPCR analyses showed that the mRNA expression of *Hrasls, Ret*, *Nr4a1,* and *Fgfr4* was downregulated in all or most of the tumors we analyzed. To determine if DNA methylation, an epigenetic change, could be responsible for the repression of their transcription, we conducted bisulfite sequencing along the promoter regions of these genes in 11 tumors and 3 control peritoneal tissues. For each gene, we sequenced on average 8–10 clones from either tumor or control tissue, to identify methylated sites in the amplified fragments. For *Hrasls*, we analyzed a 431-bp fragment (28 CpGs, c.-376 to c.-46, relative to translation start site, ATG). Although overall percent CpG methylation between tumor and control tissues was not statistically significant, we obtained higher percentage of CpG methylation in certain tumors (Fig. 7A, B). Percent CpG methylation ranged from 3.13 to 12.3% in tumors, as compared to 3.03–4.64% in control.

**Fig. 7:**
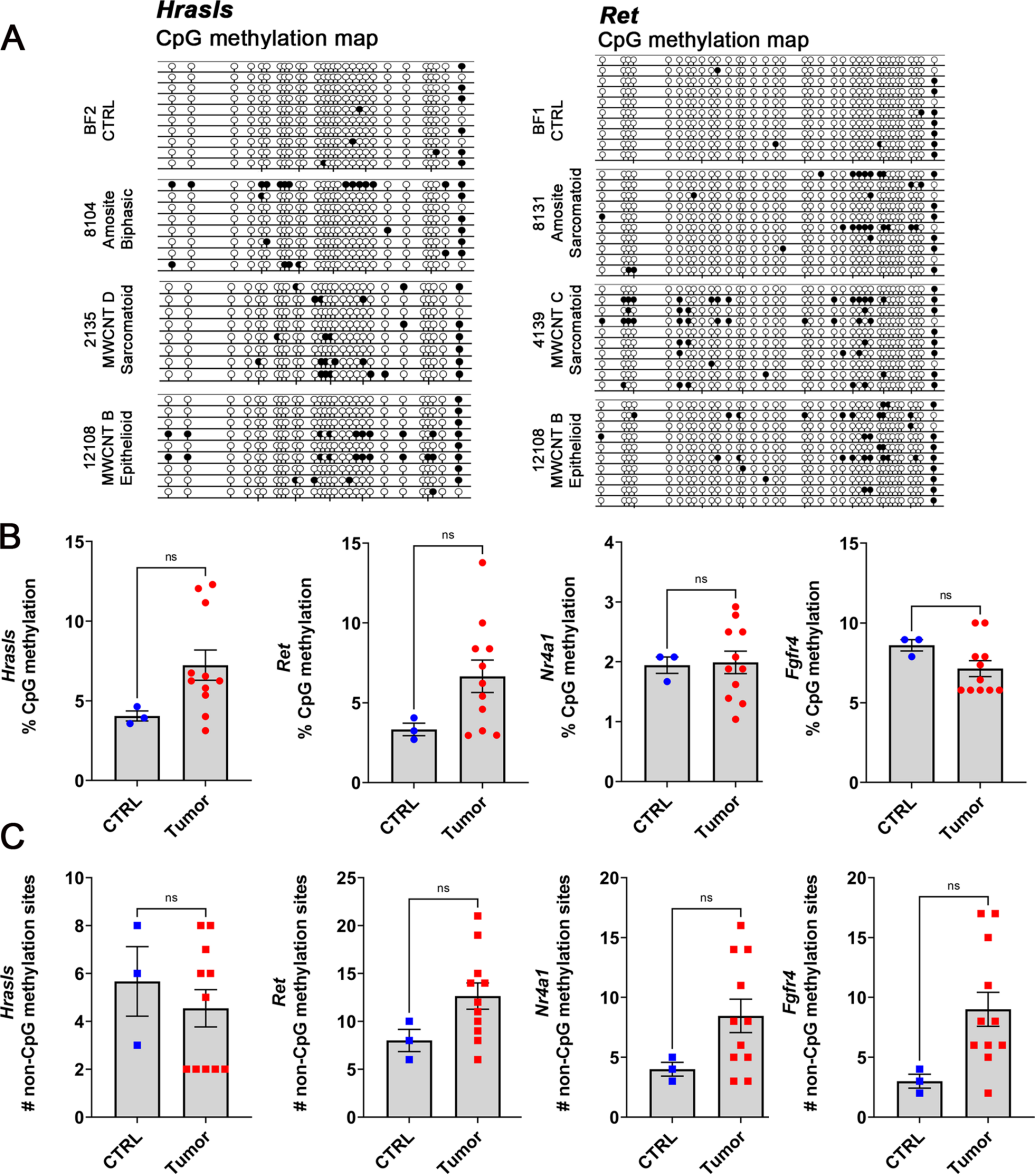
DNA methylation in the promoter regions of genes that are downregulated in tumors induced by MWCNTs or amosite asbestos. **A** Examples of CpG methylation maps for the *Hrasls* and *Ret* genes obtained after Sanger bisulfite sequencing. Shown are methylation patterns of 8–10 sequenced clones from both control and tumor tissues. Methylated CpGs (filled lollipops); Unmethylated CpGs (unfilled lollipops). **B**, **C** Percent CpG methylation and the number of non-CpG methylation sites in 3 control and 11 tumor tissues in *Hrasls, Ret*, *Nr4a1*, and *Fgfr4*. Scatter dot plots and statistical results were obtained using GraphPad Prism 9. Statistical significance was determined at *P* < 0.05, *t*–test for unpaired values, two-tailed. Bar depicts mean and standard error of the mean (SEM)

For *Ret,* we analyzed a 468-bp fragment (37 CpGs, − 508 to − 56 relative to transcription start site, TSS). Similarly, there was no statistically significant differences in overall percent CpG methylation between tumor and control tissues. However, some tumors had a higher percentage of CpG methylation (Fig. 7A, B). Percent CpG methylation ranged from 2.95 to 13.78% in tumors, as compared to 2.7–4.05% in control. For *Nr4a1*, we analyzed a 500-bp fragment (47 CpGs, c.-530 to c.-89, relative to translation start site, ATG). In both tumor and control tissues, we observed very low methylation, averaging 2% (Fig. 7B). For *Fgfr4,* we analyzed a 391-bp fragment (19 CpGs, − 306 to 77, relative to transcription start site, TSS). Percent CpG methylation in both control and tumor tissues was 10% and below (Fig. 7B).

During bisulfite sequencing, we could also analyze for methylation at non-CpG sites (CpA, CpT, and CpC). Overall, there was no statistically significant differences in non-CpG methylation sites between tumor and control tissues (Fig. 7C). Nonetheless, in the promoter regions of *Nr4a1, Fgfr4* and *Ret,* we observed more tumors with higher number of non-CpG methylation sites than in control tissues (Fig. 7C). To summarize, bisulfite sequencing of the promoter regions of *Hrasls, Ret, Nr4a1* and *Fgfr4* showed a higher percentage of CpG methylation and a higher number of non-CpG methylation sites in specific tumors when compared to control tissues. There was also observed inter-tumor heterogeneity in the DNA methylation of promoter regions, irrespective of inducer or tumor type (Additional file 7: Figure S3A–C).

Interestingly, along the promoter region of *Fgfr4* in control tissues, we identified four sites involving a CpG (− 266 CpG), 2 sequence variations (− 226 T > C; − 124 T > C), and a non-CpG (-117CpT) relative to TSS. We observed concurrent methylation of the cytosine of all four sites in 70% (21 of 30) of clones in control tissues, as compared to 0.9% (1 of 108) of clones in tumors (Fig. 8A–C). This result suggests hypomethylation of these sites in tumor tissues. Furthermore, we identified a sequence variation (-38A > G) that was present in 62% (67 of 108) of clones in tumor tissues. In contrast, this variation was present in only 3% (1 of 30) of clones in control tissues.

**Fig. 8:**
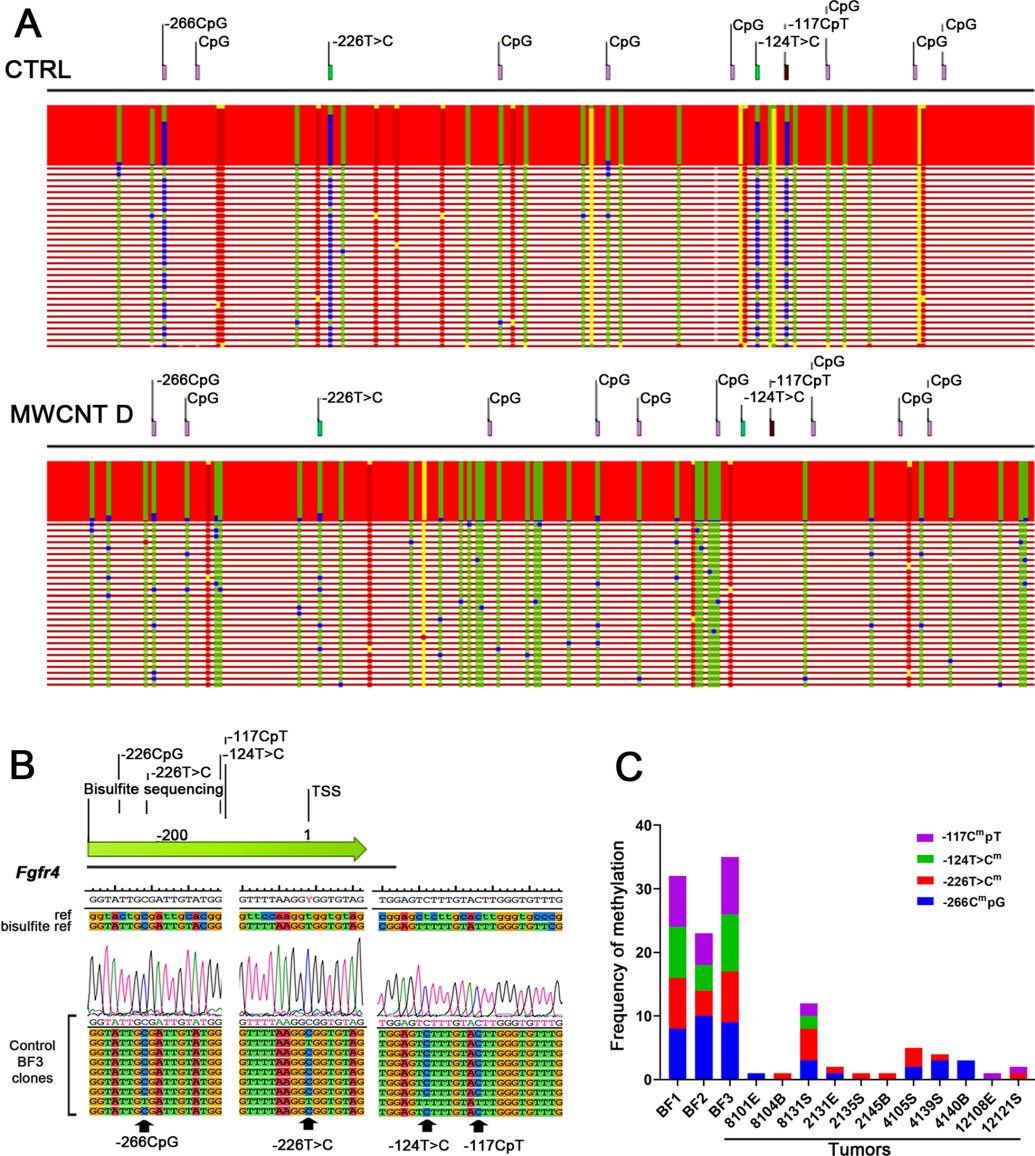
Hypomethylation of four sites in *Fgfr4* in tumors induced by MWCNTs and amosite asbestos. **A** Partial alignment of bisulfite sequences in control peritoneal tissues along the promoter region of *Fgfr4*, showing frequent methylation of all four sites: a CpG (− 266CpG), 2 sequence variations (− 226T > C; − 124T > C), and a non-CpG site (-117CpT). Methylated cytosines (blue boxes) are not converted into uracil by bisulfite treatment and remain unchanged. In contrast, similar alignment of bisulfite sequences in clones from tumors induced by MWCNT D did not show these frequently methylated sites. Instead, there is a high frequency of methylated cytosines in non-CpG sites. **B** Sequence electropherograms showing the four methylated sites in clones from a control peritoneal tissue (BF3). **C** Methylation frequency for the four sites in tumors and control tissues

### Global DNA and RNA methylation levels are higher in tumors than in control tissues

Local and global changes in methylation can lead to cancer development. These changes are not limited to DNA but can also occur in RNA and histone proteins [40]. To determine further the role of methylation in the development of the tumors after exposure to MWCNTs, we analyzed global DNA and RNA methylation levels in 36 tumors and 4 control peritoneal tissues (Fig. 9). We found that percent 5mC DNA, m6A RNA, and 5mC RNA methylation levels were overall higher in tumors, regardless of the inducer or tumor type, than in control peritoneal tissues. The presence of 5mC methylation in RNA was confirmed by performing bisulfite sequencing on 28S ribosomal RNA. This was undertaken in 35 clones from 5 MWCNT-induced rat tumors, and in 13 clones from human lung carcinoma A549 cells (see Section “Materials and Methods”).

**Fig. 9:**
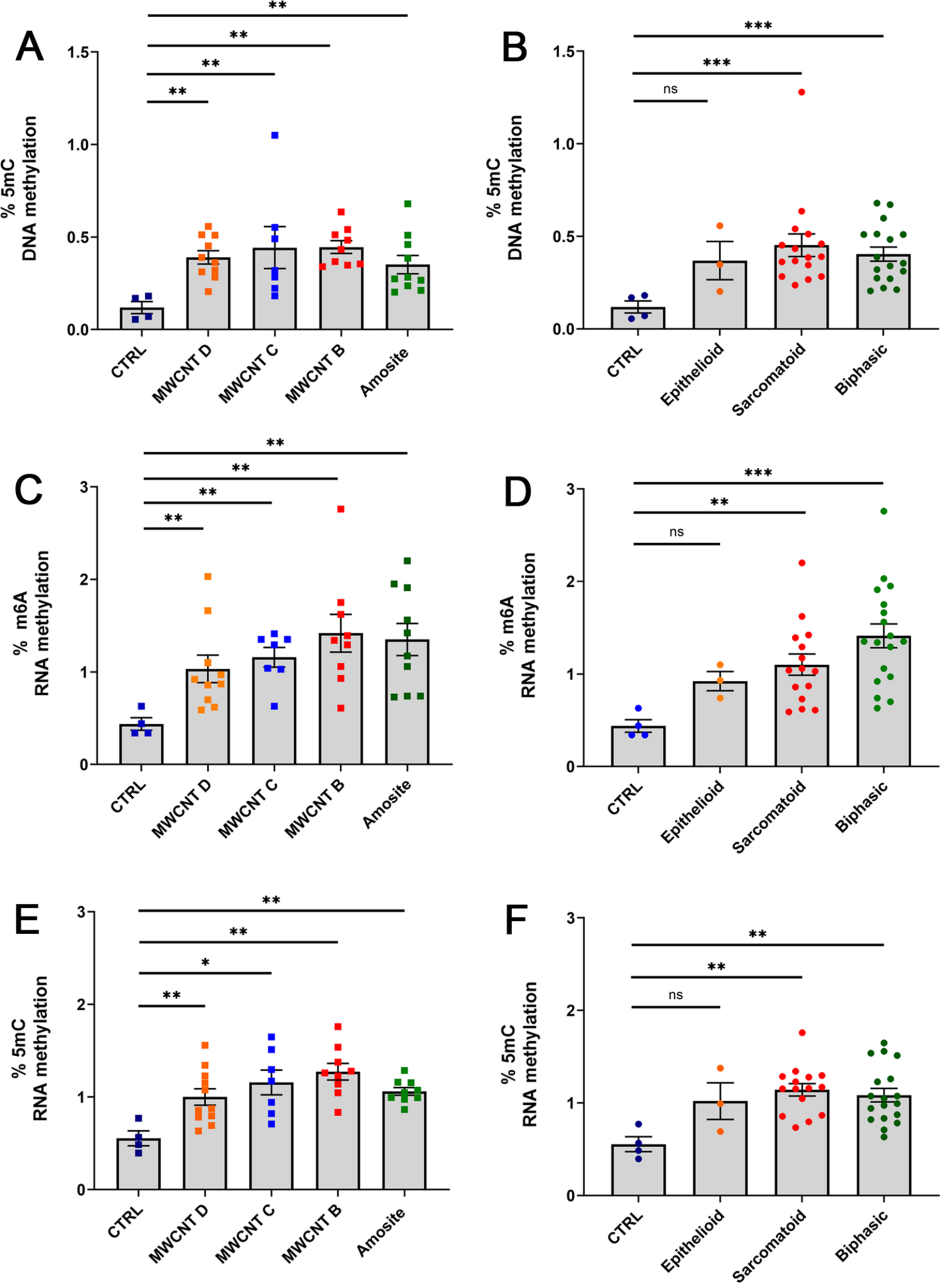
Global DNA and RNA methylation levels in tumors induced by MWCNTs or amosite asbestos. **A**, **B** Percent 5mC DNA methylation. **C**, **D** Percent m6A RNA methylation. **E**, **F** Percent 5mC RNA methylation. Results show global DNA and RNA methylation levels are higher in tumors than in control tissues. Scatter dot plots and statistical results were obtained using GraphPad Prism 9. Statistical significance was determined at *P* < 0.05, *t*–test for unpaired values, two-tailed. Bar depicts mean and standard error of the mean (SEM). Asterisks depict statistical significance at *** (*P* < 0. 001), **(*P* < 0. 01), * (*P* < 0. 05)

## Discussion

So far, the development of malignant mesothelioma in patients is mostly attributed to asbestos exposure. Asbestos fibers can cause chronic inflammation over time, leading to immune activation, inflammatory microenvironment, and changes in the genome and epigenome conducive to malignant transformation [6]. Additionally, pathogenesis of mesothelioma can be driven by a dysregulated translatome, as shown by polysome profiling [41]. However, several studies have also demonstrated in animal models that exposure to certain carbon nanotubes (CNTs) can lead to adverse effects such as inflammation, fibrosis, and cancer, notably malignant mesothelioma [42]. Therefore, in this study, we aimed to gain further insights into the molecular cues of malignant mesothelioma development by multiwalled carbon nanotubes (MWCNTs). We investigated changes in the transcriptome and epigenome of tumors in Wistar rats, which were induced by intraperitoneal application of MWCNTs and amosite asbestos. We compared the tumors based on their inducer (MWCNTs or amosite asbestos) or their type (sarcomatoid, epithelioid or biphasic), to identify both common and distinct features.

Studies on animal models have shown that the route leading to malignancy, through chronic inflammation and molecular pathways of long-fiber CNTs, is identical to that of asbestos [22, 23]. We thus analyzed genome-wide transcriptome datasets from tumors induced by three different almost straight MWCNTs and amosite asbestos, to identify common malignancy features. Our analysis revealed several similarities between the transcriptome datasets of MWCNTs and amosite asbestos. For instance, the datasets had similar numbers of DEGs. Venn diagrams comparing the DEGs in the MWCNTs and amosite asbestos datasets showed that they shared an average of 70% of their DEGs. Among the commonly upregulated DEGs were *Msln* and *Spp1.* These genes encode for the proteins mesothelin and osteopontin (also known as secreted phosphoprotein 1), respectively. These proteins are also used for early diagnosis and prognosis for malignant pleural mesothelioma in patients [43].

Moreover, *Comparative Analysis* using Ingenuity Pathway Analysis revealed same top-scoring canonical pathways in the datasets of MWCNTs and amosite asbestos. Among these highly-scoring predicted activated canonical pathway were *IL8 Signaling* (Cytokine Signaling), and *Integrin Signaling* (Cell Cycle Regulation). IL8 (CXCL8) is a cytokine that causes inflammation. Signaling arises through binding of IL8 to one of two chemokine receptors, CXCR1 or CXCR2. IL8 expression can be regulated by exposures to environmental stressors to play an important role in inflammatory and cancer diseases [44]. Interestingly, IL8 has been shown as an autocrine growth factor for malignant mesothelioma [45]. Concerning *Integrin Signaling*, integrins are a family of cell surface receptors formed by combinations of α and β subunits. In mammals, there are 24 heterodimeric receptors that can bind to diverse ligands such as vitronectin, fibronectin and collagen, to mediate cell–cell and cell-extracellular matrix (ECM) interactions. The activation of integrin signaling is involved in inflammation and cancer [46, 47].

The *Comparative Analysis* also predicted same top scoring “*molecular function and diseases*” in the datasets of MWCNTs and amosite asbestos. These functions and diseases included *activation of cell movement*, *invasion of cells*, *migration of cells*, *cell transformation*, and *metastasis*. We also found 38 common DEGs implicated in mesothelioma or mesothelioma formation, which were either up- or downregulated across the transcriptome datasets of MWCNTs and amosite asbestos. While all these common features may be attributed to fiber morphology of the MWCNTs and amosite asbestos, we also found unique DEGs, which may be attributed to differences in fiber physico-chemical properties [17]. For instance, MWCNTs B, C, and D had diameters of 62 nm, 40 nm, and 37 nm, respectively. These MWCNTs were almost straight in their morphology. However, MWCNT B was the straightest, followed by MWCNT C, and then MWCNT D. Furthermore, the carbon source for MWCNT B and MWCNT C was cyclohexane, while that of MWCNT D was acetonitrile.

Indeed, the transcriptome datasets of MWCNT B and MWCNT C displayed more activated molecular functions than MWCNT D, which exhibited the smallest diameter and may have more flexibility. For example, we found that cancer-related functions including *neoplasia of cells, vasculogenesis,* or *growth of malignant tumor* (see Fig. 4A) were predicted to be activated in the datasets of MWCNT B and MWCNT C, but not MWCNT D. This increase in activated molecular functions seems to reflect and corroborate their tumor-inducing ability observed in the in vivo study [17]. In that study, the highest frequencies and earliest appearances of tumors were found with the rather straight MWCNTs such as MWCNT B. Additionally, in our efforts to characterize the same MWCNTs by using in vitro methods on primary human mesothelial (LP9) cells, we found also that the straighter MWCNTs mediated greater cytotoxicity and were more capable of inducing cellular senescence, compared to the less straight MWCNTs, and amosite asbestos [25]. For example, a markedly carcinogenic and straight MWCNT (MWCNT A/ MWCNT3) with a length of 8.57 µm, a diameter of 85 nm, and with benzene as carbon source exhibited extensive genome-wide changes in gene expression profile. Specifically, we identified 6110 DEGs for MWCNT A/ MWCNT3, 3376 for MWCNT D/ MWCNT1, and 499 for amosite asbestos.

It is known that the development of malignant mesothelioma in humans can span many years after exposure to carcinogenic fibers such as asbestos. In contrast, MWCNT-induced mesothelioma development in rats after intraperitoneal application has been shown to be very quick. However, the difference in lifespan between rats and humans must be considered. Despite this, the use of animal models is invaluable in understanding the molecular mechanisms of potential MWCNT-mediated carcinogenesis in humans. Therefore, we asked the question regarding the meaningful translation of findings obtained from rat tumors to human mesotheliomas. This study revealed, however, several probable avenues to pursue. For example, it would be interesting to investigate further the 38 DEGs identified here that are implicated in mesothelioma or mesothelioma formation. Of these 38 DEGs, 17 were similarly expressed in the datasets of human malignant pleural mesothelioma (GSE51024). Another example is the panel of six genes we validated by RT-qPCR in 36 tumors, which might serve as potential markers of certain types of mesotheliomas in patients. These genes were either downregulated (*Hrasls, Nr4a1, Fgfr4*, and *Ret*) or upregulated (*Rnd3* and *Gadd45b*) in all or most of the tumors relative to the control peritoneal tissues. Moreover, it is tempting to speculate about the role of *Gadd45b*, a gene implicated in carcinogenesis and identified by the *Causal Network Analysis* as a top master regulator.

Epigenetic mechanisms regulate gene activity and chromatin structure in normal mammalian cells. However, when these mechanisms are disrupted, they can lead to human diseases, including cancer [48]. Some well-known epigenetic mechanisms include DNA methylation, histone modifications, and non-coding RNAs. DNA methylation is a widely studied epigenetic mechanism of fundamental importance in mammalian development and disease. DNA can be modified by the covalent addition of a methyl group to position 5 of the cytosine ring, creating 5-methylcytosine. The addition of methyl group is catalyzed by enzymes called DNA methyltransferases (DNMTs). DNMT1 mediates the maintenance of DNA methylation, while DNMT3A and DNMT3B mediate de novo DNA methylation. In mammals, most methylation occurs at cytosines that are part of a C-G dinucleotide (known as CpGs). Methylation can also occur at non-CpG sites (CpA, CpT, and CpC), but its exact role in carcinogenesis is still unclear [49].

Aberrant DNA methylation patterns, either by hypermethylation or hypomethylation, are involved in cancer [50]. A recent systematic review and quantitative meta-analysis of DNA methylation in mesothelioma found both significantly hypomethylated genes (*APC*) and hypermethylated genes (*CDH1, ESR1, miR34b/c, PGR, RATO, SFRP1,* and *WIF1)* [51]. We investigated both global and gene-specific 5mC DNA methylation. Our data showed higher levels of global 5mC DNA methylation in rat tumors than control peritoneal tissues. To support this finding, our genome-wide transcriptome analysis showed a significant upregulation of DNA methylation maintenance *Dnmt1* (6–tenfold change) in tumors compared to control tissues. 

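Dnmt1, the maintenance DNA methyltransferase, was higher in all 11 tumors than in all 3 controls, at 9.79 ± 0.61 (SD) against 6.74 ± 0.3 (log2 fold change 3.05, standard error 0.35, adjusted p = 6.6e-06). By inducer, the fold change was 11.9 in MWCNT B (n = 2, adjusted p = 6.2e-05) and 10.8 in MWCNT C (n = 3, adjusted p = 2.5e-05). It was 7.64 in MWCNT D (n = 3, adjusted p = 8.2e-05) and 5.46 in amosite tumors (n = 3, adjusted p = 0.00027). By tumor type it was 10.3 in sarcomatoid (n = 5, adjusted p = 1.9e-05), 7.19 in biphasic (n = 3, adjusted p = 0.00019) and 6.73 in epithelioid tumors (n = 3, adjusted p = 0.00026).

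**Figure D4:**
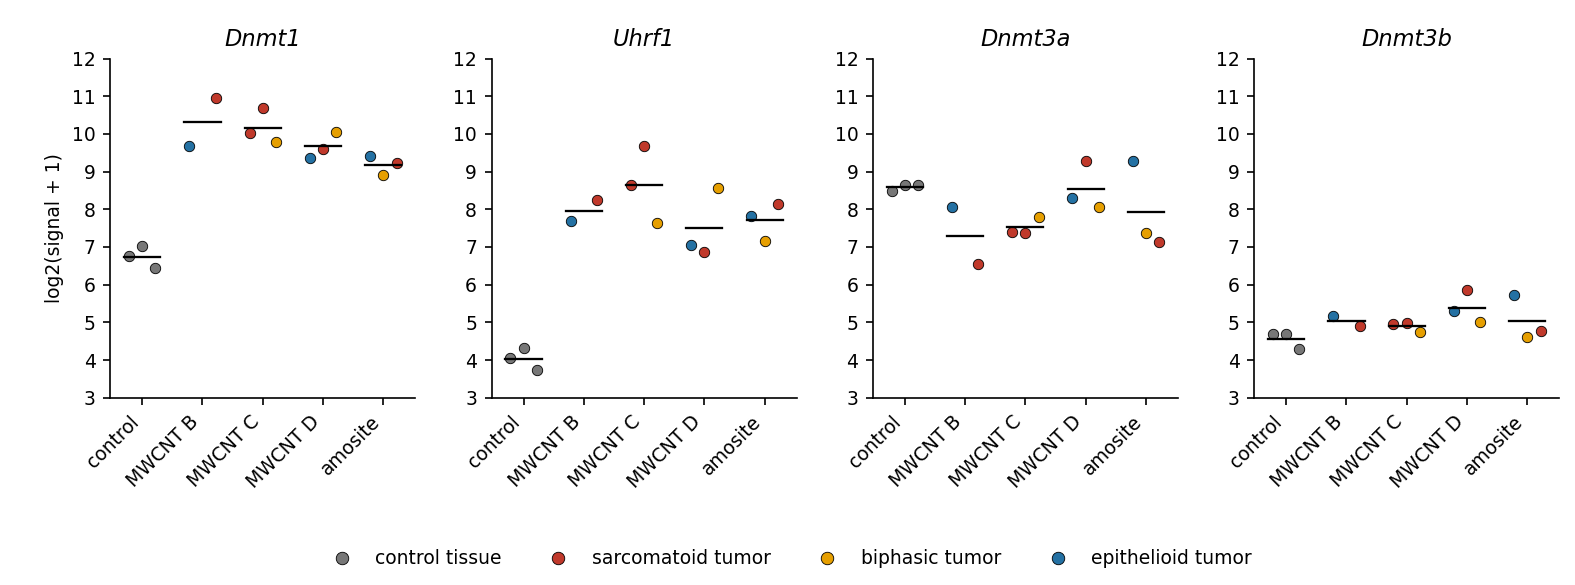
Log2(signal + 1) of Dnmt1, Uhrf1, Dnmt3a and Dnmt3b in the 4 inducer groups and the controls. Each point is 1 array and each bar is a group mean; Dnmt1 has a mean of 9.79 over the tumors and 6.74 in the controls.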

The analysis also revealed a significant 8–26-fold upregulation of *Uhrf1* (*Ubiquitin-like with PHD and ring finger domains 1*) in tumors compared to control. 

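Uhrf1, which brings DNMT1 to hemimethylated DNA, stood at 7.96 ± 0.83 (SD, n = 11) in the tumors and 4.03 ± 0.29 (SD, n = 3) in the controls (log2 fold change 3.93, standard error 0.47, adjusted p = 8.4e-06). The fold change was 15.3 in MWCNT B (adjusted p = 0.00057), 24.7 in MWCNT C (adjusted p = 6.7e-05), 11 in MWCNT D (adjusted p = 0.00049) and 12.8 in amosite tumors (adjusted p = 0.00034). In sarcomatoid, biphasic and epithelioid tumors it was 19.5, 13.5 and 11.3 (adjusted p = 2.8e-05, 0.00022 and 0.00038). With control signals raised to the floor, the log2 fold change of Uhrf1 was 2.96 over all tumors, 2.96, 3.66, 2.5 and 2.71 in MWCNT B, MWCNT C, MWCNT D and amosite tumors and 3.32, 2.79 and 2.53 in the 3 types, so that these folds depend on the floor.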

*UHRF1* and *DNMT1,* which are central regulators of DNA maintenance methylation, are often reported to be highly expressed in cancer cells [50]. In contrast, *Dnmt3* was downregulated, suggesting that no de novo DNA methylation was taking place in the tumors analyzed. 

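The de novo methyltransferase genes Dnmt3a and Dnmt3b are measured separately. Dnmt3a stood at 7.87 ± 0.85 (SD, n = 11) in the tumors and 8.59 ± 0.09 (SD, n = 3) in the controls (log2 fold change -0.72, standard error 0.48, adjusted p = 0.21). With each array centred on its median it was called lower (-1.17, adjusted p = 0.04). Its other probe set, of a lower mean signal (5.47 against 8.03), was called lower as deposited (-2.12, adjusted p = 0.0019). Dnmt3b stood at 5.1 ± 0.39 against 4.55 ± 0.23 (0.54, 0.24, adjusted p = 0.067). The demethylating dioxygenase gene Tet1 was lower (-1.82, standard error 0.63, adjusted p = 0.024), a call that ended without control replicate 1 (adjusted p = 0.087) or 2 (0.074). Of 10 DNA methylation genes, 2 were higher, 1 was lower and 7 did not pass, with equal counts when adjusted over the list alone, and the list did not pass camera (adjusted p = 0.73; 0.84 with an estimated correlation). From the lower Dnmt3 the paper proposes that de novo DNA methylation was not taking place in the tumors.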

Tumor heterogeneity has been reported in malignant pleural mesotheliomas with respect to transcriptomic, genetic, and epigenetic profiles [52–54]. Our DNA methylation analyses also revealed heterogeneity among the tumors. Bisulfite sequencing of *Hrasls, Ret, Nr4a1,* and *Fgfr4* revealed inter- and intra-tumor heterogeneity in the DNA methylation of promoter regions. We identified not only methylated CpGs, but also non-CpG methylated sites, and sequence variations. Interestingly, while certain tumors showed hypermethylation in the *Hrasls* promoter region, there was also evidence of hypomethylation in the *Fgfr4* promoter region.

Our data also showed higher levels of global m6A and 5mC RNA methylation in tumors compared to control peritoneal tissues. Indeed, misregulated RNA modifications and associated epitranscriptomic pathways (such as writers, erasers, and readers) have also been implicated in cancer [55]. One of the most well-known and abundant RNA mark is m6A, which is the methylation of adenosine at position 6 [56–58]. This modification is catalyzed by an RNA methyltransferase complex consisting of methyltransferase-like 3 (METTL3) and methyltransferase-like 14 (METTL14). It can be erased by m6A demethylases FTO or AlkB homolog 5 (ALKBH5) and interacts with m6A-binding proteins such as YTHDF1 and IGF2BP1. The methylation of carbon 5 in cytosine (5mC) in RNA has been discussed in recent reviews [59–61]. This modification has been detected in various RNA species, including ribosomal RNAs (rRNAs), transfer RNAs (tRNAs), messenger RNAs (mRNAs), enhancer RNAs (eRNAs), and non-coding RNAs. The process is catalyzed by enzymes from the NOL1/NOP2/SUN domain (NSUN) family, and the DNA methyltransferase-like 2 (DNMT2). 5mC plays a crucial role in regulating many aspects of gene expression such as by affecting RNA export, ribosome assembly, translation, and RNA stability.

We conducted a study to gain insights into disease development and molecular changes in tumors induced by exposure to asbestos or MWCNTs. Our findings could contribute to a better understanding of how exposure to MWCNTs can cause cancer. Such understanding is valuable for risk assessment and for the development of safe-by-design strategies to minimize potential risks associated with nanomaterials. For instance, we compared the transcriptome datasets of tumors induced by MWCNTs (differing in length, diameter, curvature, and carbon source), and amosite asbestos. Through this comparison, we were able to identify both common and distinct gene expression patterns, as well as affected molecular pathways. This information could be useful in identifying specific genes and molecular pathways associated with the development of malignant mesothelioma, and ultimately, in designing safer MWCNTs by correlating these findings with the physico-chemical characteristics of the different MWCNTs investigated. We also observed common activated molecular functions in the tumor datasets, such as *cell movement, invasion, migration, cell transformation, and metastasis*. This information could be added to the respective data pools to aid in designing MWCNTs that are less likely to induce these functions and promote tumor growth. Furthermore, the observation of expression changes in genes associated with malignant mesothelioma in humans within the rat tumor transcriptome datasets suggests similarities between rodent and human responses. This information could be used to extrapolate potential health effects of MWCNTs in humans and might add to respective safe-by-design strategies for these materials.

The mechanisms underlying mesothelioma pathogenesis after exposure to certain MWCNTs are still not well understood. Our study aimed to elucidate these mechanisms but had limitations due to its retrospective nature. We analyzed late-stage tumors, which may not provide a comprehensive understanding of the complex processes and factors involved. However, studying well-characterized tumors in animal models may still provide valuable insights into the molecular and cellular changes during carcinogenesis and contribute to a better understanding of specific mechanisms. Additionally, studying late-stage tumors may yield results better correlated with human mesotheliomas, which are usually detected at a late stage, potentially leading to the identification of therapeutic targets. Future research should analyze early-stage tumors which, however, may pose methodological challenges due to their more difficult detection, and the limited amount of cell material available for analysis. Moreover, these early-stage tumors should be compared with late-stage tumors. Another limitation is that we only analyzed changes in mRNA levels of genes implicated in cancer development using late-stage tumors. It is unclear if these changes truly reflect the process of carcinogenesis, although some here identified genes have been associated with carcinogenesis or malignant mesothelioma in patients. Further investigations and validation are needed to determine the relationship between these mRNA changes and the carcinogenicity caused by exposure to MWCNTs.

Altogether, we present findings that may help shed light on the disease development and its molecular signatures in tumors after exposure to asbestos or potentially carcinogenic MWCNTs. We analyzed malignant mesotheliomas induced by intraperitoneal application of MWCNTs and amosite asbestos in Wistar rats. Although the mesotheliomas induced by MWCNTs manifested earlier than those induced by amosite asbestos, they shared many similarities in their transcriptome and epigenome. Notably, they revealed many regulated genes similarly observed in human malignant mesotheliomas. Furthermore, global, and gene-specific methylation analyses of DNA and RNA showed epigenetic changes, although tumor heterogeneity was evident. In conclusion, mesothelioma pathogenesis from exposure to MWCNTs can likely result from the interplay of impaired pathways that impact the genome, epigenome and translatome, in combination with the immune response.

## Materials and methods

### MWCNTs and tissue materials

We analyzed tumor and control peritoneal tissues from Wistar rats, which were part of an in vivo study to investigate the carcinogenic effects of various MWCNTs. This in vivo study was reported previously by Rittinghausen et al. [17]. The procedures for intraperitoneal injection in rats, the morphology of MWCNTs and amosite asbestos, dosing schemes, and histological description of tumors were described in detail in that carcinogenicity study. Furthermore, the study was approved according to the German Animal Welfare Act by the local authority at the LAVES Niedersachsen, Hannover, Germany, No. 33.9-42502-04-11/0507; 33.9-42502-04-11/0743.

Briefly, a total of 500 (50 per group) male Wistar rats were treated intraperitoneally with four different tailor-made multiwalled carbon nanotubes (MWCNTs), and amosite asbestos. These MWCNTs (MWCNT A, MWCNT B, MWCNT C, and MWCNT D) differed in length, mesothelioma pathogenesis, diameter, and curvature. For example, the lengths of MWCNTs A–D were 8.57, 9.30, 10.24 and 7.91 µm, respectively. The diameters of MWCNTs A–D were 85, 62.25, 40.25 and 37.25 nm, respectively. Amosite asbestos had a length of 13.95 µm and a diameter of 394 nm. Additionally, the carbon source for MWCNT A was benzene, for MWCNTs B and C was cyclohexane, and for MWCNT D was acetonitrile. Further characterization of these MWCNTs was performed in another study using in vitro methods in primary human mesothelial LP9 cell [25]. In the Rittinghausen et al. study, all tested materials induced malignant mesotheliomas within two years. However, the highest frequencies and earliest appearances were observed with the straighter types, MWCNT A and B. Tumors were analyzed histologically and immuno-histochemically. The most frequent type of malignant mesothelioma was sarcomatoid (64%), followed by biphasic (32%). The epithelioid type was rare (4%). Malignant mesotheliomas of the sarcomatoid type were frequent in all MWCNT and amosite asbestos groups. Some resected tumors were flash-frozen in liquid nitrogen for further analysis. In the present study, we analyzed tumors induced by exposures to MWCNT B, MWCNT C, MWCNT D, and amosite asbestos (Additional file 4: Table S4). We also analyzed peritoneal tissues from the control group, which consisted of untreated rats from the Rittinghausen et al. study [17].

### Microarray analysis

Total RNA was isolated from tumors and control peritoneal tissues using the AllPrep DNA/RNA Mini Kit (Qiagen) according to the manufacturer’s protocol. For the microarray analysis, our initial objective was to identify differences in the transcriptome of tumors based on inducers. Therefore, we selected tumor samples primarily based on the inducers, and availability of sufficient frozen materials for downstream analysis. We then analyzed the data accordingly. Whenever possible, we included three different tumor types per inducer. We analyzed in total 11 tumors. Except for MWCNT B, we analyzed 3 tumors each for MWCNT C, MWCNT D, and amosite asbestos. Furthermore, we conducted data analysis based on tumor type to determine if the observations were influenced by the inducer or the specific subtype of mesothelioma. Of the 11 tumors, 3 were epithelioid, 5 were sarcomatoid, and 3 were biphasic, distributed randomly across the analyzed inducers. Additionally, we analyzed 3 control, tumor-free peritoneal tissues.

Genome-wide transcriptome analysis was undertaken using Affymetrix array (GeneChip® Rat Genome 230 2.0), and 3´IVT Plus Kit (Thermo Fisher Scientific). Sample preparation, labeling, hybridization, and quality control conditions were done according to manufacturer’s recommended protocols. Microarray data were subjected to quality control metrics contained in the Transcriptome Analysis Console Software (TAC 4.0.2, Thermo Fisher Scientific) and normalized using the PLIER method. Differential gene expression was determined using a filter criteria of fold change relative to control peritoneal tissue: > 2 or < − 2, ANOVA *P* < 0.05, and false discovery rate (FDR) *P* < 0.05.

We conducted additional bioinformatic analysis using Ingenuity Pathway Analysis (IPA, Qiagen). For each observation (inducer or tumor type), we uploaded the datasets that included all probe sets from the GeneChip® Rat Genome 230 2.0 into IPA. These datasets contained expression fold change, expression p-value, and expression false discovery rate, which were obtained using the TAC software. Next, we performed *Core Analysis* in IPA using the following criteria: fold change > 2 or < − 2, ANOVA *P* < 0.05, and false discovery rate (FDR) *P* < 0.05. The *Core Analysis* workflow generated results such as *Canonical Pathways, Upstream Regulators*, *Causal Networks*, as well as *Diseases and Functions*. Finally, we performed *Comparison Analysis* using the results from *Core Analysis* of each individual observation. In both analyses, we applied an activation z-score of at least > 2 or < − 2 to assess and explore various aspects, notably relevant predicted signaling pathways and biological functions. To compare our rat datasets with the datasets of human malignant pleural mesothelioma GSE51024 [27], and human small cell lung cancer (SCLC) tumor GSE149507 [28], we used the same bioinformatic tools and parameters.

### RT-qPCR

The mRNA expression of *Hrasls, Nr4a1, Fgfr4, Ret, Rnd3,* and *Gadd45b* was determined by RT-qPCR in 36 tumors and 4 control peritoneal tissues. The tumors were classified based on the type of inducer. There were 10 for MWCNT D, 7 for MWCNT C, 9 for MWCNT B, and 10 for amosite asbestos. In total, the tumors comprised 3 epithelioid, 15 sarcomatoid, and 18 biphasic mesotheliomas. Total RNA was isolated using the AllPrep DNA/RNA Mini Kit (Qiagen), according to the manufacturer’s recommendations. Reverse transcription of RNA was undertaken with the GrandScript cDNA Synthesis Supermix (TATAA). RT-qPCR was performed using standard procedures and conditions on a ViiA7 Real-Time PCR System (Thermo Fisher Scientific). Gene expression was determined by the delta-delta Ct method, with *Hprt1* gene expression as a reference. Statistically significant differences between tumors and control peritoneal tissues were determined by Student’s *t*–test for unpaired values (two-tailed) using GraphPad Prism 9. Statistical significance was determined at *P* < 0.05.

### Methylation analysis

Methylation analysis was undertaken on genomic DNA and RNA isolated from tumors and control peritoneal tissues using AllPrep DNA/RNA Kit (Qiagen), according to the manufacturer’s recommendations. Gene-specific methylation was determined by bisulfite sequencing in 11 tumors and 3 control peritoneal tissues. Bisulfite treatment of genomic DNA (1 µg) was performed using the EpiTect Bisulfite kit (Qiagen) according to the manufacturer’s instructions. Primers for amplification of fragments on bisulfite-treated DNA were designed using MethPrimer [62]. PCR fragments were either directly sequenced using the Sanger method on an ABI Prism 3130 XL Genetic Analyzer or cloned using the TOPO TA Cloning kit (Thermo Fisher Scientific) before sequencing. Sequences were analyzed using SeqMan Pro (Lasergene, DNASTAR). For each gene, we analyzed 8–10 clones from either control or tumor tissue to identify methylated sites. We then calculated the percent methylation by dividing the number of methylated CpGs by the total number of CpGs analyzed.

For bisulfite sequencing on 28S ribosomal RNA, we used total RNA from 5 rat MWCNT-induced tumors. Total RNA was bisulfite converted using EZ RNA Methylation Kit and bisulfite primers (Zymo). The bisulfite primers (H28SF/H28SR) amplified a 201 bp-fragment of human 28S ribosomal RNA (nucleotide position 4328–4528 GenBank NR_003287), which shares 100% homology to rat sequence. As a control, we also analyzed bisulfite converted RNA of human A549 cells. Bisulfite sequencing revealed methylation of 33 of 35 clones in tumors and 13 of 13 clones in A459 cells of cytosine at position 4447 (=rat 4184 NR_046246.2). We also observed additional methylated cytosines in tumors or in A549 cells in CpG and non-CpG sites.

For global DNA and RNA methylation analyses, we analyzed 36 tumors and 4 peritoneal tissues in a 96-well format. Global 5mC DNA methylation levels were detected using the 5mC DNA Methylation Colorimetric Assay Kit (Abcam ab233486) and recommended protocols. For the assay, we used 100 ng of input DNA from tumor or control tissue samples. Global m6A methylation levels were detected using the m6A RNA Methylation Colorimetric Assay Kit (Abcam ab185912) and recommended protocols. Global 5mC RNA methylation levels were detected with the 5mC RNA Methylation Fluorometric Assay Kit (5 Methyl Cytosine, Fluorometric, Abcam ab233492) and recommended protocols.

For both global 5mC and m6A RNA assays, we used 200 ng of input RNA from tumor or control tissue samples. Essentially, these global DNA and RNA methylation assays are based on quantifying the methylated fraction of bound nucleic acids on strip wells using capture and detection antibodies. The quantity of the methylated DNA fraction is determined by measuring absorbance at 450 nm (colorimetric) or fluorescence at Ex/Em = 530/590 nm (fluorometric in a microplate spectrophotometer. The percentage of methylated DNA or RNA is proportional to the OD intensity or fluorescence intensity measured.

### Supplementary Information

**Additional file 1**. Thirty-eight differentially expressed genes (DEGs), implicated in mesothelioma or its formation, which exhibited consistent expression changes across the transcriptome datasets of tumors classified by inducers.

**Additional file 2**. Thirty-eight differentially expressed genes (DEGs), implicated in mesothelioma or its formation, which were all up- or downregulated in the transcriptome datasets by tumor types or in the datasets of human malignant pleural mesotheliomas.

**Additional file 3**. List of 630 target genes of Gadd45b as a top master regulator identified in MWCNT B transcriptome dataset.

**Additional file 4**. Summary of analyzed tumors induced by MWCNTs or amosite asbestos, and control peritoneal tissues.

**Additional file 5.** Transcriptome profiling of tumors by mesothelioma types. (**A**) Venn diagrams display the quantity of genes that are common and unique among the datasets of sarcomatoid, biphasic, and epithelioid tumors. (**B**–**D**) Sample signals for the genes encoding forehead box M1 (Foxm1), mesothelin (Msln), and secreted phosphoprotein 1 (Spp1) in different tumor types and control peritoneal tissues. Samples (designated by dots) consisted of 5 sarcomatoid tumors, 3 biphasic tumors, 3 epithelioid tumors, and 3 control peritoneal tissues. Genes were filtered using fold change < − 2 or > 2, ANOVA *P* < 0.05, and FDR *P *< 0.05. Quality control criteria and bioinformatics tools were according to Transcriptome Analysis Console (TAC 4.0.2, Thermo Fisher Scientific).

**Additional file 6.** Genes implicated in mesothelioma or mesothelioma formation in rat tumors compared to human lung tumors. (**A**) Thirty-eight differentially expressed genes (DEGs) that showed consistent expression changes in all transcriptome datasets, regardless of inducer or tumor type. Overlay gene expressions (fold changes) represent those of MWCNT C. (**B**) The same set of genes is overlaid with gene expressions (fold changes) from the dataset GSE149507, which pertains to human small cell lung cancer (SCLC) tumors. Genes were filtered by fold change < − 1.5 or > 1.5, ANOVA P < 0.05, and FDR P < 0.05, and corresponding values are provided for each gene, respectively. Red (upregulated), green (downregulated), gray (did not meet at least one filter), orange (predicted activation).

**Additional file 7**. DNA methylation analysis in the promoter regions of *Hrasls, Ret, Nr4A1,* and *Fgfr4*, in tumors induced by MWCNTs or amosite asbestos, and control peritoneal tissues. (**A**) Percent CpG methylation by inducer. (**B**) Number of non-CpG methylation sites by inducer. (**C**) Percent CpG methylation by tumor type.

## Data Availability

The datasets generated and analyzed during the current study are available at Gene Expression Omnibus (GEO) repository, accession GSE233803.

# Supplementary material for: Malignant peritoneal mesotheliomas of rats induced by multiwalled carbon nanotubes and amosite asbestos: transcriptome and epigenetic profiles
**Source:** Part Fibre Toxicol. 2024 Jan 31;21:3. doi: 10.1186/s12989-024-00565-x
**Supplement:** Supplementary file 1 — Additional file 1. Thirty-eight differentially expressed genes (DEGs), implicated in mesothelioma or its formation, which exhibited consistent expression changes across the transcriptome datasets of tumors classified by inducers.

**Table S1-Thirty-eight differentially expressed genes (DEGs), implicated in mesothelioma or its formation, which exhibited consistent expression changes across the transcriptome datasets of tumors classified by inducers.**

| Genes |  | MWCNT B |  | MWCNT C |  | MWCNT D |  | Amosite |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | Fold Change | P-value | Fold Change | P-value | Fold Change | P-value | Fold Change | P-value |
| ADAM10 | ADAM metallopeptidase domain 10 | 12.15 | 4.13E-05 | 7.79 | 2.46E-05 | 11.57 | 5.97E-06 | 8.21 | 6.94E-05 |
| BCL10 | BCL10 immune signaling adaptor | 2.61 | 5.00E-04 | 2.56 | 2.00E-04 | 2.66 | 1.00E-04 | 2.07 | 2.30E-03 |
| CDH2 | cadherin 2 | 30.10 | 5.00E-03 | 23.83 | 5.50E-03 | 12.68 | 7.00E-03 | 21.02 | 1.70E-03 |
| DDX51 | DEAD-box helicase 51 | 3.29 | 3.00E-03 | 3.65 | 1.70E-03 | 5.50 | 2.00E-04 | 3.73 | 8.61E-05 |
| DHFR | dihydrofolate reductase | 6.51 | 9.85E-05 | 7.10 | 1.35E-05 | 3.76 | 6.00E-04 | 5.98 | 5.56E-05 |
| EP300 | E1A binding protein p300 | 3.12 | 1.00E-04 | 2.47 | 2.00E-04 | 3.04 | 5.38E-05 | 2.81 | 5.00E-04 |
| FLT3 | fms related receptor tyrosine kinase 3 | 13.64 | 5.00E-04 | 4.89 | 1.37E-02 | 21.17 | 6.30E-05 | 16.53 | 2.00E-04 |
| FOXM1 | forkhead box M1 | 37.02 | 3.47E-06 | 83.42 | 2.91E-07 | 16.54 | 5.18E-06 | 29.50 | 1.82E-06 |
| GLS | glutaminase | 2.63 | 2.00E-04 | 2.21 | 1.70E-03 | 2.03 | 1.50E-03 | 2.12 | 5.00E-04 |
| HDAC1 | histone deacetylase 1 | 9.83 | 2.19E-06 | 11.10 | 3.27E-07 | 8.54 | 1.32E-06 | 6.11 | 3.13E-06 |
| HSP90AA1 | heat shock protein 90 alpha family class A member 1 | 6.41 | 2.39E-06 | 6.82 | 5.69E-07 | 6.72 | 1.46E-06 | 6.87 | 6.72E-07 |
| HSP90B1 | heat shock protein 90 beta family member 1 | 5.10 | 1.91E-07 | 5.11 | 5.90E-08 | 4.71 | 1.02E-07 | 5.28 | 6.16E-08 |
| INHBA | inhibin subunit beta A | 55.62 | 5.00E-04 | 46.29 | 4.00E-04 | 19.26 | 4.50E-03 | 10.63 | 9.30E-03 |
| LYN | LYN proto-oncogene, Src family tyrosine kinase | 12.82 | 4.65E-05 | 12.05 | 1.85E-05 | 15.54 | 5.75E-06 | 11.72 | 3.31E-05 |
| MMUT | methylmalonyl-CoA mutase | -3.75 | 4.25E-06 | -3.06 | 2.98E-05 | -3.46 | 4.61E-06 | -2.78 | 8.86E-06 |
| MSLN | mesothelin | 172.40 | 4.00E-04 | 95.87 | 2.00E-04 | 282.06 | 5.00E-04 | 261.20 | 1.00E-04 |
| PIAS3 | protein inhibitor of activated STAT 3 | 2.77 | 7.00E-04 | 2.62 | 7.00E-04 | 2.27 | 1.50E-03 | 2.97 | 2.00E-04 |
| POR | cytochrome p450 oxidoreductase | 6.43 | 1.40E-05 | 5.47 | 9.01E-06 | 6.01 | 6.30E-06 | 6.27 | 7.67E-06 |
| PRR5 | proline rich 5 | 2.23 | 4.70E-03 | 2.09 | 7.50E-03 | 2.78 | 6.00E-04 | 3.28 | 1.10E-03 |
| RASSF1 | Ras association domain family member 1 | 3.16 | 8.99E-07 | 2.50 | 2.74E-06 | 3.11 | 3.59E-07 | 2.19 | 3.00E-04 |
| RRM2 | ribonucleotide reductase regulatory subunit M2 | 119.15 | 2.04E-06 | 116.94 | 7.45E-07 | 43.10 | 6.50E-06 | 51.39 | 3.96E-06 |
| SNAI1 | snail family transcriptional repressor 1 | 5.51 | 1.30E-03 | 4.77 | 4.00E-04 | 4.85 | 7.20E-03 | 2.95 | 1.47E-02 |
| SP1 | Sp1 transcription factor | 3.83 | 6.29E-06 | 4.15 | 8.52E-07 | 5.74 | 2.87E-07 | 3.56 | 3.86E-06 |
| SPP1 | secreted phosphoprotein 1 | 69.61 | 1.50E-03 | 78.64 | 6.00E-04 | 86.05 | 2.20E-03 | 42.04 | 2.30E-03 |
| SRC | SRC proto-oncogene, non-receptor tyrosine kinase | 23.41 | 2.00E-03 | 14.20 | 2.10E-03 | 22.31 | 7.00E-04 | 19.27 | 1.70E-03 |
| TOP2A | DNA topoisomerase II alpha | 26.48 | 2.09E-06 | 34.44 | 1.77E-06 | 17.41 | 2.57E-06 | 28.38 | 7.90E-07 |
| TOP2B | DNA topoisomerase II beta | 2.26 | 6.00E-04 | 2.48 | 2.00E-04 | 3.62 | 7.36E-06 | 2.30 | 7.22E-05 |
| TP53 | tumor protein p53 | 9.02 | 3.39E-07 | 11.62 | 3.31E-08 | 10.28 | 4.42E-08 | 9.07 | 5.71E-08 |
| TP63 | tumor protein p63 | -5.71 | 9.81E-05 | -4.36 | 2.00E-04 | -5.89 | 2.10E-05 | -4.26 | 6.24E-05 |
| TRAF7 | TNF receptor associated factor 7 | 2.53 | 7.95E-05 | 2.73 | 1.06E-05 | 2.62 | 3.22E-05 | 2.87 | 1.86E-05 |
| TUBA4A | tubulin alpha 4a | -17.26 | 3.51E-05 | -8.28 | 8.46E-05 | -4.91 | 1.50E-03 | -13.22 | 4.43E-05 |
| TUBA8 | tubulin alpha 8 | -185.95 | 3.99E-12 | -176.22 | 1.48E-12 | -188.97 | 1.20E-12 | -220.31 | 1.17E-12 |
| TUBB2A | tubulin beta 2A class IIa | 2.94 | 9.50E-03 | 2.94 | 5.30E-03 | 3.63 | 3.90E-03 | 4.55 | 2.50E-03 |
| TUBE1 | tubulin epsilon 1 | 2.77 | 1.20E-03 | 3.42 | 5.53E-05 | 2.49 | 1.10E-03 | 2.40 | 3.00E-04 |
| TYMS | thymidylate synthetase | 21.39 | 2.35E-05 | 18.93 | 5.31E-06 | 16.08 | 1.82E-05 | 19.14 | 7.82E-06 |
| ULK2 | unc-51 like autophagy activating kinase 2 | -2.88 | 4.00E-04 | -4.10 | 1.55E-05 | -2.69 | 6.78E-05 | -2.14 | 4.00E-04 |
| VIM | vimentin | 4.50 | 2.00E-04 | 4.31 | 1.00E-04 | 2.81 | 1.70E-03 | 4.08 | 6.00E-04 |
| WT1 | WT1 transcription factor | 316.88 | 7.11E-05 | 330.99 | 3.54E-05 | 177.52 | 2.00E-04 | 295.13 | 1.40E-05 |

# Supplementary material for: Malignant peritoneal mesotheliomas of rats induced by multiwalled carbon nanotubes and amosite asbestos: transcriptome and epigenetic profiles
**Source:** Part Fibre Toxicol. 2024 Jan 31;21:3. doi: 10.1186/s12989-024-00565-x
**Supplement:** Supplementary file 2 — Additional file 2. Thirty-eight differentially expressed genes (DEGs), implicated in mesothelioma or its formation, which were all up- or downregulated in the transcriptome datasets by tumor types or in the datasets of human malignant pleural mesotheliomas.

**Table S2-Thirty-eight differentially expressed genes (DEGs), implicated in mesothelioma or its formation, which were all up- or downregulated in the transcriptome datasets by tumor types or in the datasets of human malignant pleural mesotheliomas.**

| Genes |  | Sarcomatoid |  | Biphasic |  | Epithelioid |  | GSE51024, MPM |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | Fold Change | P-value | Fold Change | P-value | Fold Change | P-value | Fold Change | P-value |
| ADAM10 | ADAM metallopeptidase domain 10 | 8.16 | 2.50E-06 | 18.47 | 3.25E-07 | 13.22 | 8.04E-07 | 2.09 | 6.69E-07 |
| BCL10 | BCL10 immune signaling adaptor | 2.44 | 5.05E-05 | 2.56 | 3.00E-04 | 2.14 | 1.30E-03 | -1.33 | 3.01E-02 |
| CDH2 | cadherin 2 | 21.21 | 1.50E-03 | 36.64 | 1.10E-03 | 12.87 | 3.60E-03 | 4.61 | 1.72E-16 |
| DDX51 | DEAD-box helicase 51 | 3.34 | 4.00E-04 | 4.14 | 2.00E-04 | 3.70 | 6.94E-05 | 1.06 | 1.62E-01 |
| DHFR | dihydrofolate reductase | 6.57 | 2.33E-05 | 4.87 | 2.00E-04 | 4.78 | 4.00E-04 | 1.85 | 1.40E-14 |
| EP300 | E1A binding protein p300 | 2.94 | 7.99E-06 | 2.91 | 4.44E-05 | 2.30 | 3.00E-04 | -1.20 | 1.22E-02 |
| FLT3 | fms related receptor tyrosine kinase 3 | 6.16 | 1.60E-03 | 8.91 | 2.00E-03 | 23.28 | 1.00E-04 | 1.12 | 2.76E-02 |
| FOXM1 | forkhead box M1 | 49.02 | 4.05E-07 | 36.27 | 2.24E-06 | 28.87 | 7.88E-06 | 1.80 | 1.14E-12 |
| GLS | glutaminase | 2.11 | 1.00E-04 | 2.06 | 1.70E-03 | 2.51 | 5.37E-05 | 2.30 | 4.42E-06 |
| HDAC1 | histone deacetylase 1 | 10.48 | 1.16E-07 | 9.72 | 5.11E-07 | 6.04 | 2.28E-06 | -1.12 | 1.06E-02 |
| HSP90AA1 | heat shock protein 90 alpha family class A member 1 | 6.78 | 7.89E-08 | 6.98 | 8.59E-08 | 6.88 | 9.24E-08 | -1.08 | 1.60E-02 |
| HSP90B1 | heat shock protein 90 beta family member 1 | 4.96 | 4.43E-09 | 5.10 | 1.07E-08 | 5.73 | 6.64E-09 | 2.14 | 5.22E-08 |
| INHBA | inhibin subunit beta A | 34.77 | 2.10E-03 | 48.75 | 1.90E-03 | 18.77 | 6.60E-03 | 4.14 | 6.35E-07 |
| LYN | LYN proto-oncogene, Src family tyrosine kinase | 14.19 | 8.76E-07 | 14.39 | 3.61E-06 | 10.03 | 1.85E-05 | -1.31 | 1.20E-03 |
| MMUT | methylmalonyl-CoA mutase | -3.04 | 2.10E-06 | -3.18 | 3.13E-06 | -3.90 | 2.76E-07 | -1.18 | 4.22E-02 |
| MSLN | mesothelin | 91.76 | 1.35E-05 | 286.24 | 1.22E-06 | 286.49 | 1.24E-06 | 2.78 | 3.00E-04 |
| PIAS3 | protein inhibitor of activated STAT 3 | 2.47 | 2.00E-04 | 2.84 | 4.00E-04 | 3.14 | 9.90E-05 | -1.05 | 2.46E-01 |
| POR | cytochrome p450 oxidoreductase | 5.92 | 8.70E-07 | 6.33 | 1.74E-06 | 5.88 | 2.64E-06 | -1.39 | 1.00E-04 |
| PRR5 | proline rich 5 | 1.91 | 8.00E-04 | 3.46 | 2.88E-05 | 2.96 | 6.66E-05 | 1.83 | 2.60E-08 |
| RASSF1 | Ras association domain family member 1 | 2.63 | 1.73E-05 | 2.98 | 4.24E-05 | 3.04 | 6.15E-05 | -1.29 | 1.57E-02 |
| RRM2 | ribonucleotide reductase regulatory subunit M2 | 138.44 | 2.43E-07 | 61.20 | 2.30E-06 | 42.77 | 5.76E-06 | 5.51 | 2.16E-16 |
| SNAI1 | snail family transcriptional repressor 1 | 4.67 | 2.30E-03 | 4.50 | 5.30E-03 | 4.27 | 1.06E-02 | -1.08 | 6.34E-01 |
| SP1 | Sp1 transcription factor | 4.16 | 5.07E-07 | 4.10 | 6.45E-07 | 3.93 | 7.00E-04 | 1.14 | 1.11E-01 |
| SPP1 | secreted phosphoprotein 1 | 90.02 | 3.00E-04 | 67.15 | 5.00E-04 | 33.26 | 1.60E-03 | 30.84 | 1.85E-24 |
| SRC | SRC proto-oncogene, non-receptor tyrosine kinase | 18.26 | 5.00E-04 | 23.21 | 5.00E-04 | 22.16 | 6.00E-04 | -1.05 | 6.17E-01 |
| TOP2A | DNA topoisomerase II alpha | 31.03 | 2.52E-07 | 25.66 | 9.43E-07 | 21.42 | 1.92E-06 | 16.12 | 9.73E-27 |
| TOP2B | DNA topoisomerase II beta | 2.22 | 1.00E-04 | 2.80 | 9.14E-05 | 3.05 | 2.97E-05 | 1.13 | 6.61E-01 |
| TP53 | tumor protein p53 | 10.46 | 4.15E-09 | 10.45 | 2.49E-08 | 12.16 | 1.01E-08 | 1.91 | 9.97E-12 |
| TP63 | tumor protein p63 | -5.79 | 1.14E-05 | -5.49 | 8.36E-05 | -5.34 | 5.20E-05 | -1.54 | 3.25E-06 |
| TRAF7 | TNF receptor associated factor 7 | 2.68 | 1.85E-06 | 2.68 | 2.62E-06 | 2.71 | 1.47E-05 | 1.17 | 1.64E-05 |
| TUBA4A | tubulin alpha 4a | -12.79 | 2.14E-05 | -6.38 | 1.70E-03 | -10.56 | 9.87E-05 | -1.46 | 2.00E-04 |
| TUBA8 | tubulin alpha 8 | -161.44 | 8.53E-15 | -193.43 | 2.11E-14 | -214.31 | 2.13E-14 | 1.03 | 6.23E-01 |
| TUBB2A | tubulin beta 2A class IIa | 2.47 | 1.00E-03 | 4.36 | 7.71E-05 | 3.62 | 1.20E-03 | 2.62 | 5.24E-09 |
| TUBE1 | tubulin epsilon 1 | 2.46 | 1.00E-04 | 2.69 | 1.10E-03 | 3.25 | 2.00E-04 | -1.49 | 3.00E-03 |
| TYMS | thymidylate synthetase | 20.52 | 1.47E-06 | 19.79 | 2.13E-06 | 15.84 | 4.92E-06 | 4.01 | 3.54E-16 |
| ULK2 | unc-51 like autophagy activating kinase 2 | -3.08 | 5.45E-05 | -3.04 | 2.00E-04 | -3.02 | 2.00E-04 | 1.37 | 5.35E-05 |
| VIM | vimentin | 4.55 | 2.00E-04 | 4.12 | 5.00E-04 | 4.25 | 1.20E-03 | 1.53 | 8.16E-02 |
| WT1 | WT1 transcription factor | 282.52 | 1.83E-05 | 330.79 | 1.40E-05 | 433.53 | 4.03E-06 | 37.01 | 1.61E-21 |

# Supplementary material for: Malignant peritoneal mesotheliomas of rats induced by multiwalled carbon nanotubes and amosite asbestos: transcriptome and epigenetic profiles
**Source:** Part Fibre Toxicol. 2024 Jan 31;21:3. doi: 10.1186/s12989-024-00565-x
**Supplement:** Supplementary file 3 — Additional file 3. List of 630 target genes of Gadd45b as a top master regulator identified in MWCNT B transcriptome dataset.

**Table S3-List of 630 target genes of Gadd45b as a top master regulator identified in MWCNT B transcriptome dataset.**

# Supplementary material for: Malignant peritoneal mesotheliomas of rats induced by multiwalled carbon nanotubes and amosite asbestos: transcriptome and epigenetic profiles
**Source:** Part Fibre Toxicol. 2024 Jan 31;21:3. doi: 10.1186/s12989-024-00565-x
**Supplement:** Supplementary file 4 — Additional file 4. Summary of analyzed tumors induced by MWCNTs or amosite asbestos, and control peritoneal tissues.

**Table S4-Summary of analyzed tumors induced by MWCNTs or amosite asbestos, and control peritoneal tissues.**

| Material  ID | Inducer | Tumor type | Affymetrix  microarray | RT-qPCR | Bisulfite sequencing  DNA methylation | Global DNA 5mC methylation | Global RNA m6A methylation | Global RNA 5mC methylation |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 8101 | Amosite | Epithelioid | x | x | x | x | x | x |
| 8114 | Amosite | Sarcomatoid | - | x | - | x | x | x |
| 8120 | Amosite | Sarcomatoid | - | x | - | x | x | - |
| 8127 | Amosite | Sarcomatoid | - | x | - | x | x | x |
| 8131 | Amosite | Sarcomatoid | x | x | x | x | x | x |
| 8144 | Amosite | Sarcomatoid | - | x | - | x | x | x |
| 8104 | Amosite | Biphasic | x | x | x | x | x | x |
| 8119 | Amosite | Biphasic | - | x | - | x | x | x |
| 8139 | Amosite | Biphasic | - | x | - | x | x | x |
| 8136 | Amosite | Biphasic | - | x | - | x | x | x |
| 2131 | MWCNT D | Epithelioid | x | x | x | x | x | x |
| 2135 | MWCNT D | Sarcomatoid | x | x | x | x | x | x |
| 2112 | MWCNT D | Biphasic | - | x | - | x | x | x |
| 2116 | MWCNT D | Biphasic | - | x | - | x | x | x |
| 2125 | MWCNT D | Biphasic | - | x | - | x | x | x |
| 2145 | MWCNT D | Biphasic | x | x | x | x | x | x |
| 3112 | MWCNT D | Sarcomatoid | - | x | - | x | x | x |
| 3138 | MWCNT D | Sarcomatoid | - | x | - | x | x | x |
| 3148 | MWCNT D | Sarcomatoid | - | x | - | x | x | x |
| 3131 | MWCNT D | Biphasic | - | x | - | x | x | x |
| 3123 | MWCNT D | Sarcomatoid |  |  |  | x |  | x |
| 4105 | MWCNT C | Sarcomatoid | x | x | x | x | x | x |
| 4139 | MWCNT C | Sarcomatoid | x | x | x | x | x | x |
| 4111 | MWCNT C | Biphasic | - | x | - | x | x | x |
| 4118 | MWCNT C | Biphasic | - | x | - | x | x | x |
| 4138 | MWCNT C | Biphasic | - | x | - | x | x | x |
| 4140 | MWCNT C | Biphasic | x | x | x | x | x | x |
| 4144 | MWCNT C | Biphasic | - | x | - | x | x | x |
| 11107 | MWCNT B | Biphasic | - | x | - | x | x | x |
| 11135 | MWCNT B | Biphasic | - | x | - | x | x | x |
| 11146 | MWCNT B | Biphasic | - | x | - | x | x | x |
| 12107 | MWCNT B | Sarcomatoid | - | x | - | x | x | x |
| 12110 | MWCNT B | Sarcomatoid | - | x | - | x | x | x |
| 12121 | MWCNT B | Sarcomatoid | x | x | x | x | x | x |
| 12141 | MWCNT B | Sarcomatoid | - | x | - | x | x | - |
| 12108 | MWCNT B | Epithelioid | x | x | x | x | x | x |
| 12116 | MWCNT B | Biphasic | - | x | - | x | x | x |
| BF1 | - | Ctrl | x | x | x | x | x | x |
| BF2 | - | Ctrl | x | x | x | x | x | x |
| BF3 | - | Ctrl | x | x | x |  | x | x |
| BF4 | - | Ctrl | - | x | - | x | x | x |
| BF5 | - | Ctrl |  |  |  | x |  |  |

# Supplementary material for: Malignant peritoneal mesotheliomas of rats induced by multiwalled carbon nanotubes and amosite asbestos: transcriptome and epigenetic profiles
**Source:** Part Fibre Toxicol. 2024 Jan 31;21:3. doi: 10.1186/s12989-024-00565-x

**A**

Total: 13,383 DEGs

**A: Sarcomatoid**  
10,649**B: Biphasic**  
10,602**C: Epithelioid**  
10,587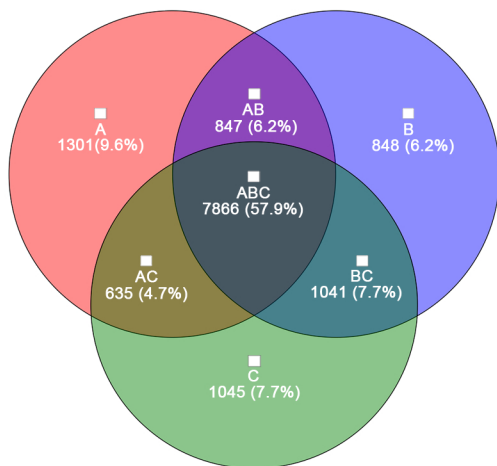**B**Gene Symbol: Foxm1  
Description: forkhead box M1

1369018\_at

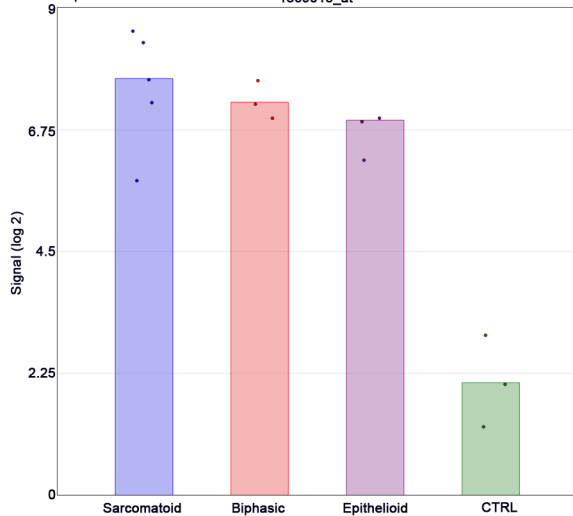**C**Gene Symbol: Msln  
Description: mesothelin

1368441\_at

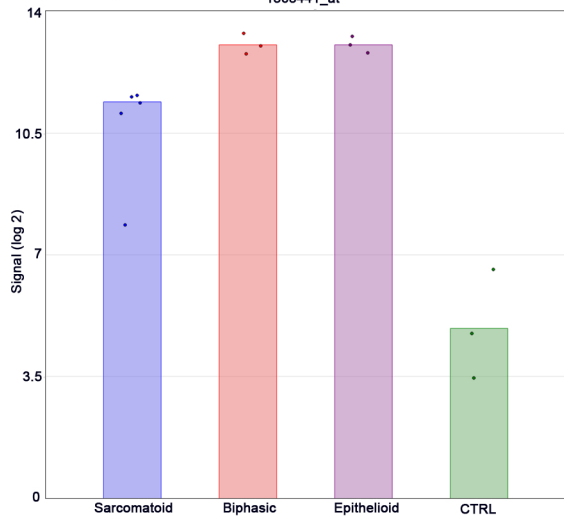**D**Gene Symbol: Spp1  
Description: secreted phosphoprotein 1

1367581\_a\_at

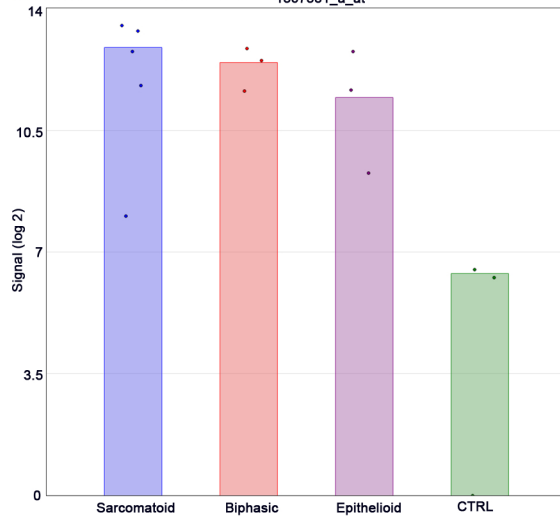

**Supplement:** Supplementary file 5 — Additional file 5. Transcriptome profiling of tumors by mesothelioma types. (A) Venn diagrams display the quantity of genes that are common and unique among the datasets of sarcomatoid, biphasic, and epithelioid tumors. (B–D) Sample signals for the genes encoding forehead box M1 (Foxm1), mesothelin (Msln), and secreted phosphoprotein 1 (Spp1) in different tumor types and control peritoneal tissues. Samples (designated by dots) consisted of 5 sarcomatoid tumors, 3 biphasic tumors, 3 epithelioid tumors, and 3 control peritoneal tissues. Genes were filtered using fold change < − 2 or > 2, ANOVA P < 0.05, and FDR P < 0.05. Quality control criteria and bioinformatics tools were according to Transcriptome Analysis Console (TAC 4.0.2, Thermo Fisher Scientific).

How the deposited data were processed for this re-analysis (not part of the article)

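Gene expression was measured in 11 rat peritoneal mesotheliomas and 3 control peritoneal tissues, with 1 Affymetrix array for each sample. The tumors were grouped by inducer (MWCNT B, 2 tumors; MWCNT C, MWCNT D and amosite, 3 tumors each) and, separately, by tumor type (sarcomatoid 5, biphasic 3, epithelioid 3), as the sample labels give them. The authors normalized the array intensities with the PLIER method in the Transcriptome Analysis Console before they deposited them, and the 1 table is used as deposited. Its values are linear signals of 31099 probe sets, from 4.12e-05 to 802576, with 0 values at 0, no detection calls and 0 other value columns. Removal of 57 Affymetrix control probe sets left 31042 probe sets, and log2(signal + 1) was used throughout.

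Gene symbols came from the array annotation and were checked against a RefSeq table by gene ID: 20826 probe sets had 1 symbol, of which 20758 were found in the RefSeq table and 68 were kept as annotated, 436 had several symbols and 9780 had none. The probe sets with 1 symbol stand for 14217 genes, of which 4525 have more than 1 probe set. A gene is represented by its probe set with the highest mean signal over all arrays. Of the paper's genes 37 have more than 1 probe set, of which 16 have probe sets of different calls; for Cdh2, Cdh11, Cdkn2c, Rassf1, Ret and Sox4 among these the probe set used was called and another was not. Of the genes the paper names, Ckap2l, Hsp90aa1, Il18r1 and Rrm2 have no probe set of their own and were not analysed here.

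Linear models were fitted with limma 3.58.1 in R 4.3.3, and every p of a single gene or probe set is a moderated p from limma unless an exact permutation test is named. Separate fits compared tumors with controls, the 5 inducer groups, the 4 tumor type groups, MWCNT with amosite, and MWCNT B and C with MWCNT D, in 13 comparisons. P-values were adjusted over all probe sets by the Benjamini-Hochberg method, and a probe set was called at an adjusted p below 0.05 and a fold change above 2 in either direction. These moderated tests borrow the spread of all probe sets, so that groups of 2 or 3 tumors can pass. Exact two-sided permutation tests of the difference of means were added for the genes the paper names. Only sarcomatoid tumors are present under every inducer, so that inducer and tumor type are partly mixed.

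The named genes follow a rule: every gene the paper names, the 10 largest rises and 10 largest falls between tumors and controls, the 5 largest each way in every other comparison, and 2 to 4 genes of each list with the largest changes. The largest changes were taken among called genes whose groups do not overlap and whose higher group has a mean log2 signal of at least 8. There were 35 gene lists, of which 2 were chosen by the study (the mesothelioma genes of Table S1 and the genes measured by RT-qPCR) and are not independent of these samples. The other lists included genes of mesothelial cells, skeletal muscle, smooth muscle, adipocytes, macrophages, T cells, B and plasma cells, neutrophils, endothelial cells, fibroblasts and matrix, liver, pancreas, mitosis, chromosomal replication, integrins, chemokines and IL8 receptors, phagocytic receptors, RAC signaling, TREM1 signaling, proteases of invasion, epithelial to mesenchymal transition, epithelial junctions, apoptosis regulators, the Hippo pathway, mesothelioma tumor suppressors, senescence, DNA methylation enzymes, the m6A and m5C RNA machinery, immediate early genes, oxidative phosphorylation, and translation and ribosome. Each list was tested with camera of limma at a preset correlation between genes of 0.01 and again with an estimated correlation, and p-values were adjusted over the lists of a comparison.

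Principal components were computed on centred, unscaled probe sets. Hierarchical clustering used average, complete and Ward linkage. Shared calls were set against independent lists and against 20 simulations in which unchanged groups are compared with the same controls. The method was tested on simulated data with 100 changed probe sets: it recovered 42 to 70 of them at a log2 change of 1.5 and 83 to 95 at a log2 change of 3, with 3 to 12 false calls. Figures were drawn with matplotlib 3.10.9 and pandas 2.3.3 in Python 3.11.15.

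The grouping, the thresholds, the rule for named genes, the lists and a first set of alternatives were fixed before the data were examined. These alternatives were quantile normalization, centring of each array on its median, a filter at a mean log2 signal of 6, a floor at a log2 signal of 5, the Tukey biweight average, tests without moderation, moderation with trend and robust fit, a fit of only the groups compared, the replicate number as a block, leaving out each array, the probe set with the largest fold change, counting genes, an adjusted p under 0.001, tumor type or inducer as a covariate, scaled probe sets for the principal components and the estimated correlation for lists. Others were chosen after seeing the data: log2 without the offset, leaving out the 2 tumors with pancreatic signal, the Tukey biweight average without the offset, the same with the closest probe set of each gene, and F-tests over the 5 inducer groups and the 4 tumor type groups. The pathway, function and regulator scores of the paper's software, the RT-qPCR, methylation and sequencing results and the human datasets were not analysed here.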

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

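The values below stand apart because 1 array lies far from the others of its group, because groups differ in a direct test, or because the genes are outside those the paper discusses. In groups of 4 to 10 arrays, 78 pairs of a measure and a group were tested for an outlying array and 19 had one, where chance gives about 1 in 20. Most of them are 1 array, MWCNT D replicate 2, and the lists share genes and arrays.

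Among the 5 sarcomatoid tumors, MWCNT D replicate 2 had list means of 9.03 for the mesothelioma genes of Table S1 (others 9.49 to 9.59), 8.56 for the RT-qPCR genes (6.92 to 7.35), 10.5 for T cells (6.24 to 7.41), 12.83 for B and plasma cells (5.4 to 6.35), 13.95 for pancreas (5.38 to 5.82) and 8.15 for the Hippo pathway (9.13 to 9.38), and lay at -174.6 on principal component 3 (15.9 to 27.8). MWCNT C replicate 2 had means of 4.78 for skeletal muscle (4.96 to 5.02) and 8.44 for integrins (8.8 to 8.92), and MWCNT C replicate 1 one of 6.01 for adipocytes (8.35 to 9.02). Among the 8 MWCNT tumors, MWCNT D replicate 2 was apart with the same 4 means (other tumors 9.54 to 9.88 for the Table S1 genes, 5.62 to 7.41 for T cells, 4.34 to 6.21 for B and plasma cells, 5.38 to 6.21 for pancreas), with 8.47 for proteases (9.68 to 10.63) and 9.33 for the epithelial to mesenchymal transition (10.34 to 11.14), and at -39.5 on component 1 (-81.9 to -62.1) and -174.6 on component 3 (6.1 to 45.8). In that group MWCNT C replicate 3 had a macrophage mean of 9.3 (10.51 to 11.58).

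Direct tests between groups called 236 probe sets between sarcomatoid and epithelioid tumors, 77 between sarcomatoid and biphasic tumors and 1 between MWCNT B and C and MWCNT D. The paper does not report the pancreas list means of 13.95 in MWCNT D replicate 2 and 14.86 in amosite replicate 1 (controls 4.89 to 5.45) or the B and plasma cell mean of 12.83 in MWCNT D replicate 2 (controls 4.38 to 4.61).

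The arrays were also regrouped into other groups of the same sizes, a test fixed before the data were examined. Of 100 splits, only the real one called as many as 10846 probe sets between tumors and controls (1 split; highest other 22), and of 56 splits each only the real one reached 10625 for sarcomatoid tumors against controls (highest other 114), 236 for sarcomatoid against epithelioid (151) and 77 for sarcomatoid against biphasic tumors (38), so that an arbitrary grouping is excluded at these numbers. For MWCNT C (9950, highest other 0), MWCNT D (10109, 1), amosite (9881, 0), biphasic (10630, 1) and epithelioid tumors (10620, 1) against controls only the real split reached the count, but 10 splits are too few to exclude it. For MWCNT B and C against MWCNT D, coded as 2 groups, 6 of 56 splits reached the real 4 (highest other 37), so that an arbitrary grouping is not excluded for this count. The real count is 0 for MWCNT against amosite (highest other 79) and for biphasic against epithelioid tumors (highest other 12), and since every split reaches 0, all 100 and all 10, the test decides nothing for these.

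The share of higher calls between tumors and controls is 70.2% as deposited, 46.6% with arrays centred on their medians, 84% scaled on the total signal (13672 calls) and 87.4% scaled on the spikes (15204 calls). The test of a few transcripts was fixed before its value was seen, that of the spikes after. A single scale factor for each array would raise the spiked-in controls in the tumors as well, but the tumor minus control difference of their median log2 signal was -0.55, while that of the polyA spikes was 0.57. If a few transcripts holding much of the control signal made the shift, scaling without the 100 brightest probe sets would bring the share near that of centring. It stayed at 66.4%, so these 100 probe sets do not explain the whole of it, and a wider set was not tested. The spike sets moved in opposite directions, so whether a scale factor contributes stays undecided. What share reflects the amount of RNA per cell cannot be told from these values.

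Skeletal muscle genes fell in all tumors. That the control tissues contain skeletal muscle is a candidate explanation, and in a second list of muscle genes, with the test fixed before its value was seen, 88.1% were called lower (37 of 42, median log2 fold change -6.76), which the explanation requires. A scale factor, tested after the result was seen, is excluded, since 38 of 38 genes of the first list were called lower after centring. The falls of muscle genes may thus describe the composition of the control tissue, with 8.41% of its signal in these genes, and not a change within mesothelial cells. The rises and the other falls were measured against the same tissue and may partly reflect its composition too. How much of them does was not tested.

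Pancreatic enzyme genes stood high in MWCNT D replicate 2 and amosite replicate 1: Ctrb1 at 18.89 and 19.1 (highest other array 7.8), Cela2a at 16.15 and 17.03 (6.43), Prss1 at 15.18 and 15.72 (6.23), Cel at 14.12 and 14.76 (8.04) and Pnlip at 13.65 and 15.46 (6.45). Pancreatic tissue in these samples is a candidate explanation; in a second list, with the test fixed before its value was seen, 78.3% of the genes (18 of 23) were highest in these 2 arrays, short of the 80% set as the bound, so it remains undecided, where chance gives 1.1%. The genes that did not meet it were Reg1a, Spink1, Klk1, Bhlha15 and Ptf1a. A control sample under a tumor label is excluded by a test chosen after the result was seen, since the higher skeletal muscle mean of the 2 arrays was 5.22, against 13.77 to 13.86 in the controls. Whether either is another tissue that is no tumor cannot be told apart: of the 11264 probe sets called between the other 9 tumors and the controls, 79.6% in MWCNT D replicate 2 and 85.9% in amosite replicate 1 lay on the tumor side (93.4% to 98.4% in the other 9), which met the bound fixed before, but that bound was wrong, as any tissue without muscle differs from these controls, and the mesothelial mean was 7.45 in MWCNT D replicate 2 and 11.32 in amosite replicate 1 (8.08 to 11.32 in the other 9).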

How the results depend on the processing

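The counts of tumors and of each inducer and tumor type against controls stayed within 1.5 times the value at the claim under all alternatives but the 2 that change the unit or the threshold. The comparisons between tumor groups moved most. Where a result changed, the cause was not tested, except that counting genes and the stricter threshold give fewer calls by construction. Counting genes, 1 probe set each, gave 5441 (tumors), 4721 (MWCNT B), 5023 (MWCNT C), 5119 (MWCNT D), 5010 (amosite), 5383 (sarcomatoid), 5425 (biphasic), 5320 (epithelioid), 0 (MWCNT B and C against MWCNT D), 127 (sarcomatoid against epithelioid), 3541 (shared by the 4 inducers), 4032 (shared by the 3 types). An adjusted p under 0.001 gave 7225 (tumors), 2993 (MWCNT B), 4269 (MWCNT C), 4152 (MWCNT D), 3976 (amosite), 6059 (sarcomatoid), 5117 (biphasic), 5025 (epithelioid), 0 (MWCNT B and C against MWCNT D), 2 (sarcomatoid against epithelioid), 0 (sarcomatoid against biphasic), 2498 (shared by the 4 inducers), 3841 (shared by the 3 types). The mean signal filter gave 0 (MWCNT B and C against MWCNT D), 60.2 (percent of variance on component 1). A fit of only the groups compared gave 0 (MWCNT B and C against MWCNT D), 54 (sarcomatoid against epithelioid), 3 (sarcomatoid against biphasic). Tumor type as a covariate gave 0 (MWCNT B and C against MWCNT D). Without the 2 tumors with pancreatic signal, chosen after seeing the data, the values were 2 (MWCNT B and C against MWCNT D), 79 (sarcomatoid against epithelioid), 256 (sarcomatoid against biphasic), 65.6 (percent of variance on component 1). Tests without moderation gave 32 (sarcomatoid against epithelioid), 24 (sarcomatoid against biphasic). Inducer as a covariate gave 5 (sarcomatoid against epithelioid), 1 (sarcomatoid against biphasic). The log2 without offset, chosen after seeing the data, gave 51 (sarcomatoid against biphasic), 1 (biphasic against epithelioid), 49.6 (percent of variance on component 1). The floor gave 1 (biphasic against epithelioid). Scaled probe sets gave 41.5 (percent of variance on component 1). The estimated correlation gave 2 (gene list tests). Ranges on leaving out 1 array are 9799 to 11102 (tumors); 6815 to 8614 (MWCNT B); 8693 to 9577 (MWCNT C); 8685 to 10286 (MWCNT D); 8568 to 9609 (amosite); 9542 to 11022 (sarcomatoid); 9486 to 10322 (biphasic); 9484 to 10124 (epithelioid); 0 to 12 (MWCNT against amosite); 1 to 9 (MWCNT B and C against MWCNT D); 23 to 421 (sarcomatoid against epithelioid); 13 to 192 (sarcomatoid against biphasic); 0 to 21 (biphasic against epithelioid); 5341 to 7293 (shared by the 4 inducers); 7008 to 8263 (shared by the 3 types); 47.1 to 60.5 (percent of variance on component 1); 14 to 17 (gene list tests); where this leaves 1 tumor in MWCNT B, it is taken to vary like the other groups. Counts moved by more than 1.5 times, or the share of variance by more than its spread, without MWCNT C replicate 3 (1), MWCNT B replicate 1 (3), amosite replicate 3 (12) (MWCNT against amosite); MWCNT D replicate 1 (8), MWCNT C replicate 2 (3), MWCNT C replicate 3 (4), MWCNT B replicate 1 (9), MWCNT B replicate 2 (2) (MWCNT B and C against MWCNT D); MWCNT D replicate 1 (42), MWCNT D replicate 2 (421), MWCNT C replicate 2 (87), MWCNT B replicate 1 (363), MWCNT B replicate 2 (110), amosite replicate 1 (23) (sarcomatoid against epithelioid); MWCNT D replicate 2 (171), MWCNT D replicate 3 (24), MWCNT C replicate 2 (30), MWCNT C replicate 3 (13), MWCNT B replicate 2 (29), amosite replicate 2 (192) (sarcomatoid against biphasic); MWCNT D replicate 1 (3), MWCNT C replicate 3 (3), MWCNT B replicate 1 (21), amosite replicate 2 (4) (biphasic against epithelioid); MWCNT D replicate 2 (60.5), amosite replicate 1 (59.4), control replicate 1 (47.1), control replicate 2 (49), control replicate 3 (48.4) (percent of variance on component 1). Of 313 results on genes, tried under 28 alternatives, 6827 of 7356 values kept the result of the test, 478 lost a call, 30 gained a call and 21 turned sign. Of 288 called results, 180 were called under all alternatives and 206 under all but the stricter threshold.

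Replicate numbers do not pair the samples: 6 of 26 pairs of the same number had a correlation above 0.1 (median 0.015), against 8 of 52 other pairs (median -0.004). Each of these 6 pairs joins tumors of the same type. With the replicate number as a block, 3 (sarcomatoid against epithelioid), 10 (sarcomatoid against biphasic) probe sets were called. On genes, 25 calls ended and 1 was gained. All epithelioid tumors are replicate 1, and replicate 3 of MWCNT C and of MWCNT D is biphasic. The block is thus mixed with tumor type, and calls lost between types do not show an effect of replicate number. List calls changed between tumor groups: 3 ended and 3 were gained between sarcomatoid and epithelioid, 3 ended between sarcomatoid and biphasic, 2 ended and 2 were gained between biphasic and epithelioid, and 2 were gained between MWCNT B and C and MWCNT D tumors.

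Signs turned for these genes, all without a call at the claim: Tp63 in all tumors, -2.58 (the largest-fold probe set); Tnf in all tumors, -0.03 (centring); Csf2 in all tumors, -0.03 (quantile normalization), -0.08 (centring); Cdkn1a in all tumors, 0.23 (Tukey biweight average), 0.11 (without both pancreas-positive tumors), 0.02 (without MWCNT D replicate 1), 0.16 (without control replicate 2), 2 (the largest-fold probe set); Cebpb in all tumors, -0.09 (centring); Jund in all tumors, -2.73 (the largest-fold probe set); Gadd45b in MWCNT B, -0.16 (without MWCNT B replicate 1); Ifng in MWCNT B, 0.06 (Tukey biweight average), 0.44 (without MWCNT B replicate 1), 0.06 (without control replicate 2); Gadd45b in MWCNT C, -0.16 (quantile normalization), -0.23 (centring), -0.28 (without MWCNT C replicate 1), -0.09 (without MWCNT C replicate 3); Gadd45b in amosite, -0.16 (quantile normalization), -0.23 (centring). With the largest-fold probe set, Tp63 was called lower (adjusted p = 1e-05) and Cdkn1a higher (adjusted p = 0.0026); Jund was called lower with it (adjusted p = 0.0033) and higher with another probe set (7.3e-05). With inducer as a covariate all 23 calls on named genes between tumor types ended. The ranges of these results on leaving out 1 array were -0.22 to 0.16 (Cdkn1a in all tumors), -0.16 to 1.33 (Gadd45b in MWCNT B), -0.5 to 0.44 (Ifng in MWCNT B) and -0.28 to 0.87 (Gadd45b in MWCNT C).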

Differences from the paper's values

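At an adjusted p under 0.001 and a fold above 2, 7225 probe sets were called between tumors and controls, against the paper's 3062 in Fig. 1B, and of the alternatives set before the data were examined only counting genes, 1 probe set each, came within 1.5 times (3722 genes). The paper does not say which groups its test for that figure compared. An F-test over the 5 inducer groups, chosen after this count was seen, gave 3093 with a fold above 2 under any inducer and 2957 under all 4. Of other counts chosen after, the F-test over the 4 tumor type groups gave 5139 in any type and 4651 in all 3, and the calls at that threshold shared by all 4 inducers were 2498 and by all 3 types 3841, so which test the paper used stays open.

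Of 231 log2 fold changes in Tables S1 and S2 for the 33 measured genes, 224 had the paper's sign and 7 the opposite, and 68 values in 15 genes differed by more than the spread between arrays. They are given by gene, each with the paper's value, and with the alternatives set before the data were examined that closed the gap and the number of values each closed; no other of these did. Over all values, 15 in 7 genes differed with the largest-fold probe set, 63 in 10 genes with the Tukey biweight average, 131 in 27 genes after quantile normalization and 162 in 29 genes after centring. With 2 settings chosen after the values were seen, 63 values in 10 genes differed (Tukey biweight average without the offset) and 7 values in 1 gene, Src (the same with the closest probe set of each gene).

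Adam10: 2.31 (MWCNT B, paper 3.6), 2.1 (amosite, paper 3.04), 1.9 (sarcomatoid, paper 3.03), 3.13 (biphasic, paper 4.21), 2.66 (epithelioid, paper 3.72); closed by the largest-fold probe set (5), without amosite replicate 3 (1). Ep300: 0.54 (MWCNT B, paper 1.64), 0.76 (MWCNT C, paper 1.3), 1.04 (MWCNT D, paper 1.6), 0.72 (amosite, paper 1.49), 0.76 (sarcomatoid, paper 1.56), 0.88 (biphasic, paper 1.54), 0.74 (epithelioid, paper 1.2); closed by the largest-fold probe set (6). Flt3: 3.23 (amosite, paper 4.05); closed by Tukey biweight average (1), without amosite replicate 3 (1), without control replicate 3 (1). Foxm1: 5.63 (MWCNT C, paper 6.38); closed by Tukey biweight average (1), without MWCNT C replicate 3 (1), without control replicate 2 (1). Hdac1: 2.63 (MWCNT B, paper 3.3), 2.98 (MWCNT C, paper 3.47), 2.35 (MWCNT D, paper 3.09), 2.17 (amosite, paper 2.61), 2.7 (sarcomatoid, paper 3.39), 2.64 (biphasic, paper 3.28), 2.11 (epithelioid, paper 2.59); closed by the largest-fold probe set (7), without control replicate 2 (3), without amosite replicate 1 (2), Tukey biweight average (1), without MWCNT C replicate 1 (1), without amosite replicate 3 (1), without MWCNT D replicate 3 (1), without MWCNT D replicate 1 (1). Inhba: 2.8 (MWCNT D, paper 4.27), 3.49 (sarcomatoid, paper 5.12); closed by Tukey biweight average (2), without MWCNT D replicate 2 (2), the largest-fold probe set (2), replicate block (1), without control replicate 2 (1). Msln: 6.35 (MWCNT D, paper 8.14); closed by Tukey biweight average (1), without MWCNT D replicate 2 (1), without control replicate 3 (1).

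Por: 1.76 (MWCNT B, paper 2.68), 1.7 (MWCNT C, paper 2.45), 1.76 (MWCNT D, paper 2.59), 1.68 (amosite, paper 2.65), 1.69 (sarcomatoid, paper 2.57), 1.82 (biphasic, paper 2.66), 1.69 (epithelioid, paper 2.56); closed by the largest-fold probe set (7). Sp1: 1.2 (MWCNT B, paper 1.94), 1.14 (MWCNT C, paper 2.05), 1.13 (MWCNT D, paper 2.52), 0.95 (amosite, paper 1.83), 1.18 (sarcomatoid, paper 2.06), 0.94 (biphasic, paper 2.04), 1.12 (epithelioid, paper 1.97); closed by the largest-fold probe set (7). Src: 2.89 (MWCNT B, paper 4.55), 2.86 (MWCNT C, paper 3.83), 3.07 (MWCNT D, paper 4.48), 2.84 (amosite, paper 4.27), 2.62 (sarcomatoid, paper 4.19), 3.33 (biphasic, paper 4.54), 3.01 (epithelioid, paper 4.47); closed by none. Top2b: 0.73 (MWCNT B, paper 1.18), 0.79 (MWCNT C, paper 1.31), 1.18 (MWCNT D, paper 1.86), 0.79 (sarcomatoid, paper 1.15), 0.98 (biphasic, paper 1.49), 1.12 (epithelioid, paper 1.61); closed by the largest-fold probe set (6), without MWCNT C replicate 1 (2), replicate block (1). Tp63: 0.26 (MWCNT B, paper -2.51), 1.32 (MWCNT C, paper -2.12), 0.29 (MWCNT D, paper -2.56), 0.05 (amosite, paper -2.09), 0.12 (sarcomatoid, paper -2.53), 1.45 (biphasic, paper -2.46), 0.16 (epithelioid, paper -2.42); closed by the largest-fold probe set (7). Tuba8: -7.39 (amosite, paper -7.78), -7.5 (epithelioid, paper -7.74); closed by Tukey biweight average (2), centring (1), without amosite replicate 3 (1), replicate block (1), without MWCNT D replicate 1 (1), without control replicate 1 (1), without control replicate 2 (1). Tube1: 0.14 (MWCNT B, paper 1.47), 0.86 (MWCNT C, paper 1.77), 0.27 (MWCNT D, paper 1.32), 0.6 (sarcomatoid, paper 1.3), 0.41 (biphasic, paper 1.43), 0.63 (epithelioid, paper 1.7); closed by the largest-fold probe set (6), without MWCNT B replicate 2 (1). Wt1: 5.87 (MWCNT D, paper 7.47), 6.33 (sarcomatoid, paper 8.14); closed by Tukey biweight average (2), without MWCNT D replicate 2 (2), without control replicate 3 (2).

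Some statements of the paper on direction differ from the values here. The paper lists Gadd45b as higher by microarray, and it was called in MWCNT D tumors and not over all tumors (log2 fold change 0.71, adjusted p = 0.31). The paper describes the Table S1 genes as changed in every dataset; 26 of 33 were called in all 7 comparisons, and Bcl10, Ep300, Inhba, Sp1, Top2b, Tp63 and Tube1 were not. With the largest-fold probe set, Ep300 (1.37), Top2b (1.38) and Tube1 (1.53) were called higher over all tumors and Tp63 was lower (-2.58, adjusted p = 1e-05), as in the paper. The other Inhba probe set (4.3) and each other Sp1 probe set (1.25 to 2.05) were called higher over all tumors too. The paper describes Dnmt3 as lower; Dnmt3a did not pass the test (-0.72, adjusted p = 0.21) and was called lower after centring (-1.17), with the largest-fold probe set (-2.12) and, chosen after seeing the data, without the 2 tumors with pancreatic signal (-1.04), and Dnmt3b did not pass (0.54, adjusted p = 0.067). The paper's totals for the tumor types, 7866 of 13383, make 58.8%, where the paper prints a lower percentage, and its higher and lower amosite counts add to 9851, where the paper's total is 9839.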

Other observations

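Genes of oxidative phosphorylation were lower in the 11 tumors than in the 3 controls: 17 of 22 fell, among them the muscle isoforms Cox6a2 (log2 fold change -9.26, standard error 1.41, adjusted p = 8.1e-05) and Cox7a1 (-2.18, 0.24, adjusted p = 4.4e-06) and the complex I subunit Ndufs7 (-1.89, adjusted p = 1.7e-07). The list had an adjusted p of 4.2e-14 in camera, and of 0.0062 with an estimated correlation, and it moves with the muscle genes of the control tissue. Genes of translation and ribosomes were higher for 5 of 12 (1 after centring; adjusted p = 0.00014, estimated 0.43), such as Rpl3 (2.34, adjusted p = 4.7e-09), while Eef1a1 (1.43) and Rps3 (1.32) were called as deposited and stayed under a fold of 2 after centring. Adipocyte genes were lower for 3 of 16 (adjusted p = 0.0064, estimated 0.58): the glucose transporter Slc2a4 (-6.99, adjusted p = 1e-07), which skeletal muscle also expresses and which moves with the muscle list (5.05 in the tumors against 13.81 in the controls), the desaturase Scd (-4.75, adjusted p = 0.015; 0.062 without control replicate 3) and the lipid droplet gene Plin4 (-3.98, adjusted p = 0.023; 0.062 to 0.07 without any 1 of the controls).

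Matrix genes of fibroblasts were higher for 14 of 22, such as the collagen cross-linking enzyme Lox (3.27, adjusted p = 0.0019), fibulin 1 (Fbln1, 3.16, adjusted p = 1.1e-05) and Thy1 (2.82, adjusted p = 0.0016), and the list had an adjusted p of 0.073 (0.012 after centring). Of the smooth muscle genes 1 was higher and 3 of 10 lower (adjusted p = 0.28), with Lmod1 at -5.41 (adjusted p = 1.1e-05), Acta2 at 3.07 (adjusted p = 3e-07) and Des at -2.53 (adjusted p = 0.021; 0.062 to 0.065 without any 1 of the controls). T cell genes were higher for 5 of 12 (adjusted p = 0.36): Cd8b (5.77 against 1.08, adjusted p = 7e-05; 0.31 at the floor), Gzmb (7.49 against 3.45, adjusted p = 0.005; 0.081 at the floor), Cd4 (1.87, adjusted p = 0.0098) and Lck (2.49, adjusted p = 0.014; 0.054 without control replicate 2). Neutrophil genes were higher for 5 of 7 (adjusted p = 0.28), with Lcn2 at 3.97 (adjusted p = 0.0092), S100a8 at 4.82 (adjusted p = 0.0066; 0.058 without control replicate 3; 2.04 at the floor, adjusted p = 0.2) and S100a9 at 3.17 (adjusted p = 0.036; 0.05 to 0.13 on leaving out single arrays; 0.062 at the floor). No endothelial gene of 11, B or plasma cell gene of 7 or pancreas gene passed the limma test over all tumors (camera adjusted p = 0.73 and 0.98 for the first 2). The endothelial median was 0.15, where camera ranks the list below other genes. Of the liver genes 2 were higher and 1 of 10 lower (median 0.58, adjusted p = 0.84, direction down), with Apoa2 at 4.13 against 0.86 (adjusted p = 0.0042), Fga at 5 against 3.85 (adjusted p = 0.012) and Tat at 1.91 against 3.36 (adjusted p = 0.042). At the floor the log2 fold changes of these were 0.04, 0.22 and 0 (adjusted p = 0.73, 0.25 and 1), and leaving out single arrays ended the calls on Fga (adjusted p 0.052 to 0.06, controls 1 and 2) and Tat (0.053 to 0.15, any control, MWCNT D replicates 1 and 3, MWCNT C replicate 1 and amosite replicate 1).

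Senescence genes were higher for 9 of 15 (adjusted p = 0.073; 0.018 after centring), among them the chemokine Ccl2 (3.63, adjusted p = 0.00047). Hippo pathway genes were higher for 7 and lower for 2 of 14 (adjusted p = 0.79), with Tead2 at 3.3, Ajuba at 2.91 and Ccn1 at 2.15 (adjusted p = 0.0018, 0.0012 and 0.0036). Of 9 tumor suppressors of mesothelioma, 3 were higher, namely Cdkn2a (5.85 against 3.68, adjusted p = 0.0059; 0.052 at the floor), Lats2 (1.02, adjusted p = 0.014; 0.13 after centring) and Rassf1, with a list median of 0.19 and a camera direction of down (adjusted p = 0.85). Of 15 m6A genes 3 were higher (0 after centring; adjusted p = 0.54), with Igf2bp1 at 1.22 (adjusted p = 0.031; 0.069 to 0.094 without any 1 of the controls), Virma at 1.19 and Zc3h13 at 1.01 (adjusted p = 0.0018 and 3.3e-05). Of 8 m5C genes 3 were higher (adjusted p = 0.45), with Trdmt1 at 1.74, Alyref at 1.65 and Nsun6 at 1.09 (adjusted p = 8.1e-05, 1.5e-06 and 0.0016). Immediate early genes were higher for 6 and lower for 1 of 15 (adjusted p = 0.53), with Egr2 at 3.02, Junb at 2.85 and Egr1 at 2.01 (adjusted p = 0.00075, 3.9e-05 and 0.0017).

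Between MWCNT B and C and MWCNT D tumors, mitotic (median log2 difference 1.16, adjusted p = 2e-13), replication (0.59, 0.0021) and fibroblast genes (0.5, 0.046) were higher as lists, and T cell (-1.75, 0.00016), B and plasma cell (-2.36, 0.019) and TREM1 genes (-0.27, 0.046) lower, with an adjusted p of 0.85 for each with an estimated correlation. MWCNT D replicate 2 stands apart in these lists, at 12.83 for B and plasma cells and 10.5 for T cells, and without it only mitosis and cell cycle kept its call (1.8e-06), against 0.36 for T cells, 0.98 for B and plasma cells, 0.57 for TREM1 signaling, 0.1 for chromosomal replication and 0.36 for fibroblasts and matrix, and mesothelial cells gained a call (0.013). The only probe set called there has no gene name and was singled out after its values were seen: it stood at 8.63 ± 0.95 (SD, n = 3) in MWCNT D tumors and 4.2 ± 0.27 (n = 11) in all other samples (log2 fold change -4.4, standard error 0.35, adjusted p = 0.002). Leaving out single arrays gave 1 to 9 calls (9 without MWCNT B replicate 1, 8 without MWCNT D replicate 1). Between biphasic and epithelioid tumors, 4 lists were called higher and 1 lower in camera (adjusted p in brackets). The higher lists included RAC signaling (0.00074), apoptosis (0.021) and mitotic genes (0.024), and the lower list was that of pancreas genes (0.04). With an estimated correlation the adjusted p was 0.46 to 0.91. Without amosite replicate 1, pancreas (0.96), RAC signaling (0.11) and apoptosis regulators (0.083) did not pass, and mitosis and cell cycle did not without MWCNT D replicate 1 (0.49). Without MWCNT C replicate 3, at least 3 list calls ended, among them mitosis and cell cycle (0.079) and pancreas (0.079). Mitosis and cell cycle (0.4), apoptosis regulators (0.074) and pancreas (0.074) did not pass without MWCNT D replicate 3, nor did pancreas (0.11) without amosite replicate 2. Between sarcomatoid and epithelioid tumors, macrophage (0.0024), T cell (0.0018), B and plasma cell (0.0051), replication (0.0027) and TREM1 genes (0.0066) were higher and fibroblast (0.0058) and Hippo genes (0.0058) lower, at an adjusted p of 0.63 to 0.69 with an estimated correlation. Of all list calls of this comparison, at least 3 ended after centring and at least 5 without MWCNT D replicate 2. At least 3 ended without MWCNT D replicate 1, and at least 3 without amosite replicate 1. Without the 2 tumors with pancreatic signal the adjusted p was 0.27 for macrophages, 0.14 for T cells, 0.3 for B and plasma cells and 0.97 for TREM1 genes. Smooth muscle gained a call in that run (0.0034). Between sarcomatoid and biphasic tumors, mesothelial (6.1e-11), junction (5.2e-09), fibroblast (0.00028) and Hippo genes (0.018) were lower and B and plasma cell (0.0041), T cell (0.017), neutrophil (0.036) and m6A genes (0.018) higher, at an adjusted p of 0.088 to 0.75 with an estimated correlation. Without MWCNT D replicate 2 the adjusted p was 0.37 for B and plasma cells, 0.52 for T cells, 0.063 for neutrophils, 0.063 for the m6A RNA machinery and 0.41 for the Hippo pathway and TEAD targets, and mesothelial cells (3e-08), epithelial junctions (9e-08) and fibroblasts and matrix (0.032) kept their calls, while mitosis and cell cycle (1.1e-05) and chromosomal replication (0.023) gained one.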
